# *Cis*-regulatory control of transcriptional timing and noise in response to estrogen

**DOI:** 10.1016/j.xgen.2024.100542

**Published:** 2024-04-24

**Authors:** Matthew Ginley-Hidinger, Hosiana Abewe, Kyle Osborne, Alexandra Richey, Noel Kitchen, Katelyn L. Mortenson, Erin M. Wissink, John Lis, Xiaoyang Zhang, Jason Gertz

**Keywords:** gene regulation, *cis-*regulatory elements, single-cell RNA-seq, transcription dynamics, expression noise, estrogen receptor, epigenetic editing

## Abstract

*Cis*-regulatory elements control transcription levels, temporal dynamics, and cell-cell variation or transcriptional noise. However, the combination of regulatory features that control these different attributes is not fully understood. Here, we used single-cell RNA-seq during an estrogen treatment time course and machine learning to identify predictors of expression timing and noise. We found that genes with multiple active enhancers exhibit faster temporal responses. We verified this finding by showing that manipulation of enhancer activity changes the temporal response of estrogen target genes. Analysis of transcriptional noise uncovered a relationship between promoter and enhancer activity, with active promoters associated with low noise and active enhancers linked to high noise. Finally, we observed that co-expression across single cells is an emergent property associated with chromatin looping, timing, and noise. Overall, our results indicate a fundamental tradeoff between a gene’s ability to quickly respond to incoming signals and maintain low variation across cells.

## Highlights

• Analysis of estrogen transcriptional responses over time in single human cells
• Multiple estrogen-receptor-bound enhancers associate with fast responses
• Temporal responses can be altered through modulation of enhancer activity
• Enhancer-driven genes exhibit higher noise than promoter-driven genes

## Introduction

*Cis*-regulatory elements (CREs) control the precise spatiotemporal expression of genes across the genome. In addition to a gene’s promoter, many enhancers collaborate to control a single gene’s expression in mammalian cells.^1^^,^^2^^,^^3^ External chemical signals often induce changes in cell phenotypes by altering transcription, requiring coordinated gene expression programs. Signal transduction can lead to transcription factor (TF) binding changes and epigenetic modifications at CREs.^4^ For cells to appropriately respond to stimuli, CREs must guide the amount of transcript produced,^4^ the timing of transcriptional changes,^5^^,^^6^ and the amount of transcriptional variation or noise.^6^^,^^7^^,^^8^ While there has been extensive research on the role that CREs play in transcription levels, less is understood about the properties of CREs that control gene expression timing and noise.

Temporal regulation of gene expression is an essential attribute of transcriptional control for cellular processes such as cell fate transitions^9^^,^^10^^,^^11^ and responses to signals.^12^^,^^13^^,^^14^ Specific genes, often termed immediate-early genes, are rapidly activated in response to a signal, while other genes change expression more gradually.^14^^,^^15^^,^^16^ Genes that show coordinated trajectories are often functionally related, driving diverse phenotypes at different timescales.^13^^,^^17^^,^^18^^,^^19^ Previous studies have identified several mechanisms that regulate transcriptional timing. One influential factor is the state of a gene’s promoter. For example, pre-loading of RNA polymerase II (RNAPII) at the promoter is indicative of earlier gene expression responses.^20^ Additional promoter features associated with early-responding genes include TATA motifs at the promoter, a greater number of TF binding motifs, and increased chromatin accessibility.^20^^,^^21^ Enhancers are also crucial for gene expression timing. Inhibition or deletion of specific enhancers can prolong the time needed for a gene to reach maximal expression without altering final expression levels.^22^^,^^23^ Stretches of potent enhancers, called super-enhancers, regulate some immediate-early genes.^24^ In contrast, enhancers marked by repressive chromatin marks, termed latent enhancers, exhibit slower activation and are associated with late-responding genes.^25^ Overall, relatively little is known about which genomic features in a gene’s *cis*-regulatory repertoire are important for influencing stimulus-dependent temporal gene expression responses.

In addition to regulating gene expression timing and levels, CREs control the amount of transcriptional noise. Transcriptional noise is a combination of intrinsic stochasticity and extrinsic variability that cause transcript variation across a population of isogenic cells.^2^^,^^26^^,^^27^ Cells must regulate transcriptional variation, as both high and low variation have functional consequences. High variation can have benefits, as cells may be more adaptable to changing environments^28^^,^^29^ and more likely to undergo cell fate transitions.^30^^,^^31^ Noise may additionally confer the ability of a cell population to produce a diverse output to a single incoming signal.^32^ However, noise can be associated with negative consequences, such as worse cancer outcomes,^33^ cancer therapy resistance,^34^^,^^35^ and the ability of cancer cells to metastasize.^36^^,^^37^ Both promoters and enhancers can regulate intrinsic noise kinetics and sensitivity to extrinsic noise sources.^38^ For example, nucleosome positioning and histone modifications at the promoter are important noise regulators,^27^^,^^39^^,^^40^^,^^41^^,^^42^ with active histone marks at promoters often associated with low noise.^43^ Additionally, a greater number of TFs binding at a promoter may be a basis for greater amounts of noise.^44^ The role of enhancers in controlling mammalian expression noise is less clear. Thermodynamic modeling approaches suggest that multiple enhancers should buffer noise,^45^ while experimental evidence shows that super-enhancers are generally associated with noisier expression.^27^^,^^46^ A remaining challenge is understanding the effects of multiple enhancers in combination with a promoter on expression noise.

To investigate the regulatory control of timing and noise in depth, we focused on the transcriptional response to estrogens. Estrogen receptor ⍺ (ER) is a nuclear hormone receptor activated by estrogens, including endogenously produced 17β-estradiol (E2). In the presence of E2, ER becomes an active TF and regulates the expression of hundreds of genes.^47^ ER is a clinically relevant TF, a potent oncogenic driver for endometrial and breast cancer,^48^^,^^49^ and a well-studied model TF. Upon activation, ER both upregulates and downregulates genes at different timescales.^50^^,^^51^ Following an estrogen induction, ER activates successive sets of functionally unique genes, as seen in genes related to vascularization, signaling, proliferation, and cell cycle.^19^^,^^52^ ER has also been shown to regulate transcriptional noise. Live cell imaging of ER target genes *GREB1*^53^ and *TFF1*^54^ show that ER impacts transcriptional noise by modulating transcription kinetics. The temporal, heterogeneous complexity of the ER transcriptional program makes it an ideal model system for studying how CREs regulate transcriptional timing and noise in response to an external stimulus.

To better understand the genomic underpinnings of transcriptional levels, timing, and noise, we analyzed the transcriptional response to E2 using a time course of single-cell RNA-seq (scRNA-seq) in two cell types (human breast and endometrial cancer cells). Feature ranking approaches, using genomic data, revealed important determinants that control these transcriptional attributes. A strong enhancer repertoire was associated with earlier changes in gene expression, which was confirmed using functional perturbation by dCas9-based synthetic TFs. Promoter features also regulate timing, such as transcriptional repressor SIN3A being found at the promoters of Late genes. We uncovered a balance between enhancers and promoters in regulating expression noise, where strong enhancers drive higher noise and strong promoters are associated with low expression variance. The role of enhancers in timing and noise reveals a tradeoff between expression noise and the ability to respond quickly to incoming signals.

## Results

### Machine learning approach accurately predicts genomic determinants of expression levels

To uncover features of gene regulation that control expression levels, timing, and noise, pooled scRNA-seq was conducted following 0, 2, 4, and 8 h of E2 treatments in two cell lines: Ishikawa (human endometrial adenocarcinoma) and T-47D (human breast carcinoma) (QC metrics prior to filtering cells shown in Figures S1A and S1B). After filtering very low expressed genes based on mean expression, we observed 12,756 and 11,395 genes across all time points in Ishikawa and T-47D cells, respectively. We first set out to identify determinants of mean expression levels by focusing on the 0-h time point (no E2 treatment). Genome-wide data, mostly on protein-DNA interactions, from publicly available sources^1^^,^^55^^,^^56^ and experiments conducted for this study (Table S3) were quantified at promoter and enhancer regions. Due to variations in enhancer number and strength across genes, an aggregate enhancer score was used to capture the combined action of multiple enhancers (see STAR Methods) (Figure S1C). Genomic features were ranked by importance for classifying low (bottom 20% of genes), medium (middle 60%), and high (top 20% of genes) expression levels using the Boruta algorithm for feature selection,^57^ which has been previously used to uncover determinants of expression noise in *Drosophila*.^58^ For feature ranking, we grouped genes from both cell types to find mutual predictors, with the expectation that there are common underlying mechanisms for transcription control.

Elements of the pre-initiation complex and H3K27ac at the promoter ranked as the most important predictors for transcript levels (Figure 1A left). These features had stronger promoter signals at higher expressed genes (Figures 1B–1E), in agreement with previous literature.^59^^,^^60^ Important factors at promoters and enhancers showed a general trend of increased signal for highly expressed genes (Figure 1A, right). Our dataset is strongly biased toward activating TFs and histone modifications found at active regulatory regions. Plotting the average promoter intensity compared with the average enhancer score across all confirmed datasets verifies that strong promoters and active enhancers are associated with higher gene expression levels (Figure 1F). Overall, the Boruta approach was successful at identifying known predictors of transcript levels.

**Figure 1:**
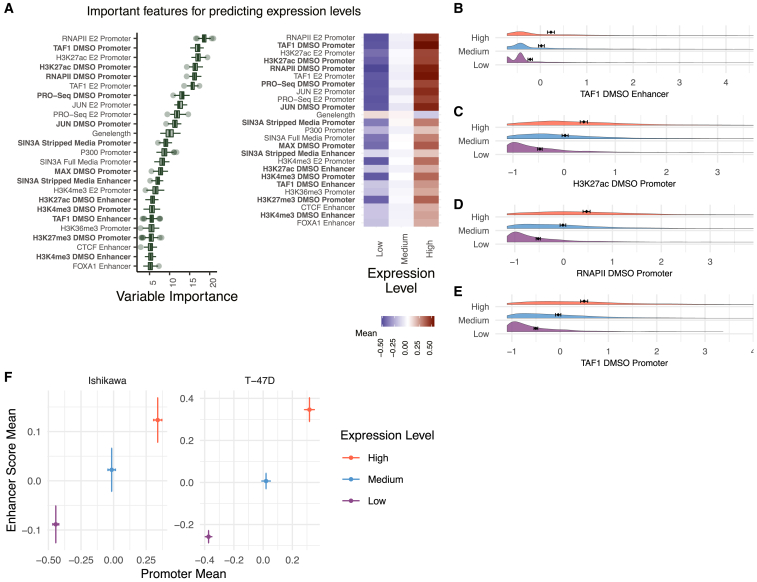
Several genomic features associate with gene expression levels (A) (Left) Boruta feature ranking of genomic features shows importance of a feature for predicting mean levels. (Right) Average signal intensity for each genomic dataset, grouped by mean expression levels, is shown. Datasets shown in bold were performed in the absence of ER activation. (B–E) Distributions of the top four most important ranked features in the absence of ER activation, separated by mean expression levels, show higher signal for High expression groups. The x axis represents *Z* scores and error bars show the mean ±95% confidence intervals. (F) Mean enhancer score signal for all Boruta confirmed features vs. mean promoter signal across all confirmed features is shown where error bars show the mean ±95% confidence intervals. Axes do not represent the full range.

### Analysis of temporal trajectories indicates features that control estrogen response timing

We next analyzed genomic predictors of response timing using the scRNA-seq data following 0, 2, 4, and 8 h of estrogen treatment. Using dimensionality-reduction UMAP plots, the temporal progression of the E2 response in single cells can be observed, although cells are not fully separated by time point (Figures S1D and S1E). The clustering of cells suggests that the transcriptional response does not follow a tight temporal pattern and that variation in the E2 response exists between cells. In addition, T-47D cells exhibit distinct clusters prior to E2 treatment that do not appear to be cell cycle related based on *TOP2A* expression (Figure S1F). Based on a Wilcoxon rank-sum test,^61^ there were between 491 and 1,146 differentially expressed genes for each cell type between any E2 treatment time point and the 0-h control (Figure S2A). scRNA-seq summed counts showed high concordance with previously published bulk RNA-seq data in the same cell lines (Figure S2B and S1C).^62^ Compared with bulk RNA-seq, there are more differentially expressed genes with high expression (Figures S2B and S2C) and lower fold changes (Figures S2D and S2E), likely due to the increased statistical power of scRNA-seq for calling differential expression of highly expressed genes. However, there was still high overlap between differentially expressed genes at the matching 0-h vs. 8-h comparison. Of genes that occur in both single-cell and bulk datasets 48.1% and 73.6% of 8-h bulk RNA-seq genes overlap with 8-h scRNA-seq genes (*p* < 2.2 × 10^−16^, odds ratio = 6.11; and *p* < 2.2 × 10^−16^, odds ratio = 12.61; Fisher’s exact test in Ishikawa and T-47D, respectively). In addition to the comparison with previously published bulk RNA-seq from 0- and 8-h E2 treatment, we performed bulk RNA-seq using the same time course as the scRNA-seq experiment. 

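The bulk RNA-seq time course covered Ishikawa cells, a human endometrial adenocarcinoma line, and T-47D cells, a human breast carcinoma line. Cells received 10 nM 17β-estradiol (E2) for 0 (vehicle), 2, 4 or 8 h, with 2 replicates at each of the 4 time points, which gave 8 libraries per cell line. Libraries were directional and made from poly(A) RNA. The authors aligned the reads to hg19 with HISAT2, assigned them to UCSC Known Genes with featureCounts, and deposited the resulting counts per gene without normalization for 26364 genes. In Ishikawa cells, the 2 libraries held 45662879 and 45672920 counts at 0 h, 42153893 and 54267614 at 2 h, 41177912 and 41377138 at 4 h, and 44599048 and 58918642 at 8 h. In T-47D cells, they held 41223813 and 44488088 counts at 0 h, 42602641 and 47817917 at 2 h, 51653748 and 64148903 at 4 h, and 50180199 and 50472464 at 8 h. Even numbers made up 71.2% to 74.6% of the counts between 1 and 10 in the T-47D libraries and 71.9% to 73.9% in the Ishikawa libraries, so a count need not stand for 1 independent fragment. The paper's text does not state whether the counting used strand or how it treated reads that map to several places. From the counts, genes were kept by edgeR's filterByExpr with the time point as the group, which left 15787 genes in Ishikawa cells and 15594 in T-47D cells. Library sizes were scaled by TMM normalization, and the time points of a cell line were fitted together with edgeR's quasi-likelihood model, so that all 8 libraries shared one estimate of the spread. The biological coefficient of variation was 6.45% in Ishikawa cells and 5.02% in T-47D cells. Counts of the 2 replicates of a time point differed by more than the sampling noise in every pair, with a chi-square per gene between 5.07 and 19.6, so no pair was treated as 1 library. In Ishikawa cells, the 4 libraries of 4 h and 8 h resembled each other across their time labels, as described with the additional observations, and the labels were kept as given.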

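Genes that passed an adjusted p of 0.05 at 2 h against 0 h were counted as Early, and genes that passed only at 4 h or 8 h as Late. In Ishikawa cells, 412 genes were Early Up, 274 Early Down, 1671 Late Up and 1474 Late Down. In T-47D cells, 764 genes were Early Up, 686 Early Down, 1974 Late Up and 1902 Late Down. Stricter cutoffs, chosen after seeing the data, lowered these counts, with 445 Late Down genes in Ishikawa cells under DESeq2 with an adjusted p under 0.001 and 63 with a further limit of 1 on the log2 fold change. The median log2 fold change of Early Up genes in Ishikawa cells was 0.51 at 2 h, 0.49 at 4 h and 0.51 at 8 h, and that of Early Down genes was -0.50, -0.50 and -0.52. Late Up genes in the same cells had medians of 0.16 at 2 h, 0.23 at 4 h and 0.29 at 8 h, and Late Down genes of -0.17, -0.35 and -0.41. The Ishikawa 4 h and 8 h values carry the limit that no gene differed between these time points at an adjusted p under 0.05 when their 4 libraries were compared by their labels, against 591 genes at an unadjusted p under 0.05. In T-47D cells, Early Up genes had medians of 0.40, 0.42 and 0.46 at 2, 4 and 8 h, Early Down genes of -0.32, -0.33 and -0.36, Late Up genes of 0.09, 0.20 and 0.28, and Late Down genes of -0.11, -0.20 and -0.28. The medians at 4 h and 8 h share their 0 h libraries with the 2 h value on which Early genes were chosen. Late genes were chosen for failing at 2 h and passing at 4 h or 8 h. A smaller Late median at 2 h than later therefore follows in part from that choice. The trajectories called in single cells were not analysed here. From the overlap between bulk and single-cell trajectories, the paper concludes that single-cell sequencing can capture subtle changes after E2 treatment.

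**Figure D1:**
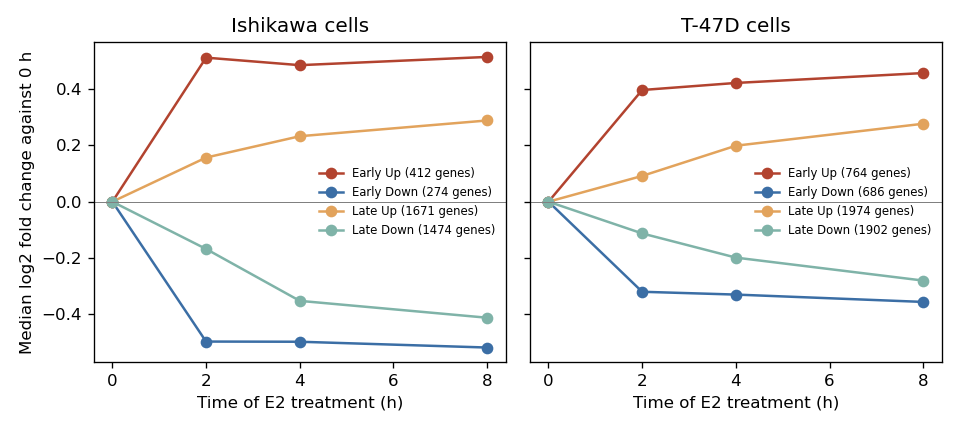
Median log2 fold change against 0 h (vertical axis) by hours of E2 treatment (horizontal axis) for the genes of each trajectory in Ishikawa and T-47D cells, with each line starting at 0 at 0 h by definition. The Late Up median in T-47D cells goes from 0.09 at 2 h to 0.28 at 8 h. Late genes failed the threshold at 2 h by definition, so part of this rise follows from how they were chosen.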

We observed highly significant overlaps between expression trajectories in both cell lines (Figure S2F). scRNA-seq can therefore be a valuable tool to capture subtle changes in gene expression following E2 treatment.

Based on the time point at which a gene is differentially regulated, genes were classified into temporal response trajectories for up- and down-regulated genes. One class of genes rapidly changes expression in response to E2 (termed Early genes), while another class changes more gradually and takes longer to reach a maximum response (termed Late genes). A representative set of control genes was also randomly selected using stratified sampling to mirror mean levels found in differential genes. Early-responding genes have a significant initial response to E2 by 2 h, then return toward baseline for both up- and down-regulation, consistent with previous reports of pulse-like expression in immediate-early genes^63^ (Figures 2A and 2B). In contrast, genes classified as Late show a slow and steady response over time (Figures 2A and 2B). We found that both Early Up and Late Up genes were significantly enriched for the previously described hallmarks of estrogen response early and late (Figures S3A–S3D). As we have reported previously,^62^^,^^64^ the transcriptional response to E2 is highly cell-type specific. However, genes with Up trajectories are more conserved between cell types than genes with Down trajectories (Figure S3E) (*p* = 0.013; two-sided t test).

**Figure 2:**
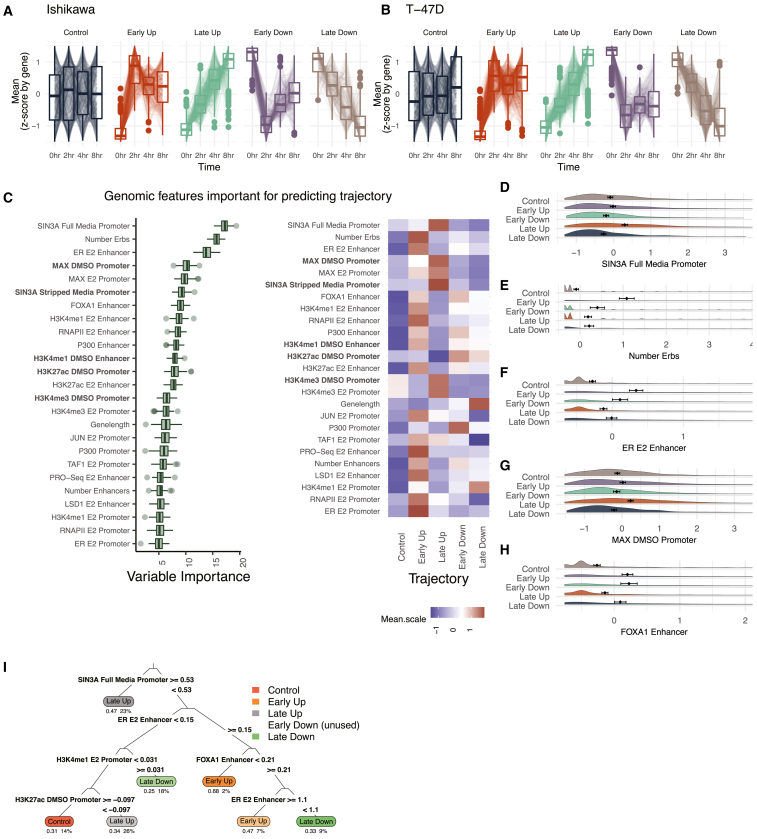
SIN3A and multiple ER-bound sites are the strongest predictors of transcriptional response timing (A and B) *Z* scores for each gene across four time points are shown within different gene expression trajectories in (A) Ishikawa and (B) T-47D cells. (C) (Left) Based on Boruta ranking, the top 25 most important features are shown for classifying gene trajectories. (Right) Heatmap displays the average signal by trajectory for each predictor. Datasets shown in bold were performed in the absence of ER activation. (D–H) Distribution of signal (*Z* score) of the most important features for predicting temporal trajectories is shown. (I) Decision tree shows the hierarchy of classification for predicting gene expression trajectories. The top four layers are shown.

The Boruta algorithm was used to identify predictors of temporal trajectories. SIN3A signal at the promoter was most predictive of gene expression trajectory and is associated with Late Up genes (Figures 2C and 2D). MAX, which is known to repress genes through recruitment of SIN3A,^65^ was also classified as important and enriched at promoters of Late Up genes (Figure 2G). The number of ER binding sites (ERBS) that loop to the promoter and the ER signal at enhancers were the next most important features (Figure 2C). These two features are enriched in Early Up genes (Figures 2E and 2F). A higher number of total enhancers is enriched for genes that respond Early (Figure S3F); however, specific proteins (e.g., FOXA1) (Figure 2H) are more balanced between Early Up and Early Down genes than other factors (e.g., ER) that show preferential binding near Early Up genes. Together, these results suggest that the number of enhancers plays a prominent role in the temporal response of genes, but TFs at these sites, such as ER, help control the direction and timing of gene expression changes. An example of an optimal decision tree was computed to examine a potential hierarchy of factors determining a gene’s temporal response (Figure 2I). This decision tree shows how SIN3A is the primary separator of genes into the Late Up trajectory, which may take precedence over ER signal. This analysis was run on the combined Ishikawa and T-47D data. When we perform the same analysis separately on each cell line, we find that the importance scores are highly correlated (r = 0.69; Figure S3G), indicating that shared mechanisms control timing across cell types. When analyzing promoter and enhancer activity separately, we found that promoter signal is highly correlated between cell types regardless of whether or not a gene exhibited the same response to E2 (r = 0.74 vs. 0.7). However, enhancer signal is less correlated between cell types and lower when a gene’s trajectory is not conserved between cell types (r = 0.39 vs. 0.3), indicating that enhancer features play a larger role in cell-type-specific gene regulation by estrogen. Overall, Boruta analysis of temporal trajectories uncovers unique factors that may regulate transcription response timing and shows the association of multiple ER-bound enhancers with a rapid up-regulation in response to E2.

One potential confounding factor of the trajectory analysis is the impact of mRNA half-life, since the scRNA-seq measurements represent poly-adenylated mRNAs and not simply nascent transcripts. To evaluate how mRNA turnover could play a role in trajectory, we compared previously published mRNA half-life measurements^66^ across E2 regulated genes (Figure S3H). We found that Early Down genes exhibited significantly shorter mRNA half-lives than other genes (*p* < 2.2x10^−16^, two-sided Kolmogorov-Smirnov test; average of 0.55 standard deviations below control genes). This finding suggests that fast mRNA turnover is important for quick down-regulation in response to estrogen treatment. To a lesser extent, we see that Early Up genes are also characterized by shorter half-lives (*p* = 8.x10^−12^, two-sided Kolmogorov-Smirnov test; average of 0.29 standard deviations below control genes). This feature may help to explain the pattern of Early Up genes rapidly increasing by 2 h, but leveling off during the rest of the 8-h E2 treatment.

### Functional perturbation of CREs alters temporal responses

To test the functional relationship between CREs and transcriptional response timing, dCas9-based activators and repressors were used to modulate the genomic activity of regulatory regions in Ishikawa cells, as T-47D cells exhibit low transfection efficiencies. Gene expression responses were then measured during a time course of E2 treatment using quantitative PCR. An SID(4x)-dCas9-KRAB construct was used for repression.^67^ This construct can directly recruit SIN3A, a good predictor of Late gene expression responses. It also recruits histone deacetylases (HDACs),^68^ corresponding to the low H3K27ac seen at Late Up genes. For activation, dCas9-VP16(10x) was used. We have previously shown that dCas9-VP16(10x) modulates expression from enhancers and induces acetylation at targeted regions.^69^ dCas9-VP16(10x) recruits many activating cofactors, including members of the pre-initiation complex and p300, which are associated with Early genes.

*TACSTD2* is an E2 regulated gene that is a prognostic indicator for endometrial cancer disease-free survival,^70^ is overexpressed in some breast cancers,^71^ and exhibits an Early Up trajectory. Targeting the enhancers of *TACSTD2*, marked by H3K27ac and ER binding (Figure 3A) with SID(4X)-dCas9-KRAB resulted in a slower, more gradual response to E2 when targeting two out of three individual enhancers (Figure 3B). Synthetic activation of the same *TACSTD2*-linked CREs led to a more rapid response when targeting most individual enhancers and the combination of all enhancers (Figure 3C). For enhancer repression, targeting enhancer +4.7 kb and enhancer −15.2 kb resulted in longer activation times compared with non-targeting controls based on time to half maximal expression (Figure 3D). Enhancer +4.7 kb and enhancer −15.2 kb exhibited slower activation rates, but reached similar activation levels at 8 h compared with controls, indicating that these enhancers can regulate the timing of a response without affecting overall levels. For enhancer activation, targeting most enhancers led to a decreased time to half maximal expression (Figure 3E). Again, we see that enhancer −15.2 kb changes expression timing without affecting overall transcript abundance. Analysis of the slopes revealed a generally slower initial activation when *TACSTD2* regulatory regions were inhibited (Figure 3F) and generally increased initial slopes when *TACSTD2* regulatory regions were activated (Figure 3G). These results imply that decreasing enhancer activity can reduce initial activation rates, while activating enhancers can potentiate quicker responses to E2.

**Figure 3:**
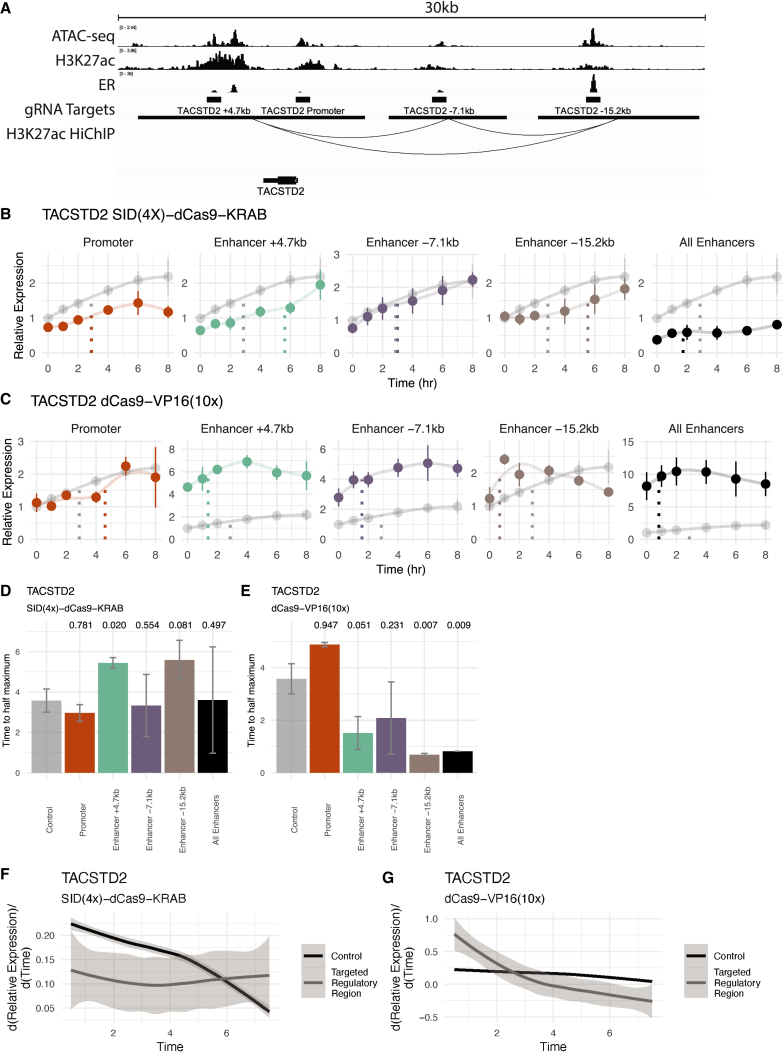
Functional manipulation of enhancer activity alters *TACSTD2* E2 response timing (A) Chromatin immunoprecipitation (ChIP)-seq, assay for transposase-accessible chromatin with sequencing (ATAC-seq), and HiChIP genome browser tracks in Ishikawa cells show targeted regulatory regions surrounding *TACSTD2*. (B and C) Expression trajectory of *TACSTD2* is displayed after E2 induction in Ishikawa cells following SID(4x)-dCas9-KRAB inhibition (B) or dCas9-VP16(10x) activation (C) targeted to regulatory regions. Error bars represent SEM (*n* = 2) and expression is relative to the 0-h time point in the control, which is from cells with *IL1RN* promoter targeting. Dotted lines show the time at half maximum for a given trajectory. (D and E) Bar plot shows time to half maximal expression for each targeted regulatory region. Error bars represent SEM and *p* values (one-sided t test) are reported above each bar. (F and G) Aggregate differential of loess regressions from (B) and (C) for all regulatory regions targeted (gray) by SID(4x)-dCas9-KRAB (F) or dCas9-VP16(10x) (G) compared with control (black). Shaded region represents 95% confidence interval.

When targeting five putative enhancers as well as the promoter of *TGFA*, an Early Up gene, with SID(4X)-dCas9-KRAB, we again observed a more gradual expression response to E2 (Figure S4A). We also sought to speed up a Late gene by targeting dCas9-VP16(10x) to the enhancers and the promoter of *PEG10*. We observed an overall faster response when targeting PEG10’s regulatory elements (Figure S4B). The most substantial effects on *TGFA*, in terms of time to half maximal expression, were observed when targeting enhancer −43 kb, enhancer −62 kb, or all enhancers simultaneously (Figure S4C). For *PEG10*, baseline levels were increased by dCas9-VP16(10x) targeting at all CREs, which resulted in more variability in the timing analysis (Figure S4D). Analysis of slopes showed that inhibition of *TGFA* regulatory regions slowed activation rates between early time points, followed by increased rates from 6 to 8 h relative to the control trajectory (Figure S4E). These results are consistent with our *TACSTD2* findings and indicate that decreasing enhancer activity slows the transcriptional response. Analysis of slopes for *PEG10* showed that activation of *PEG10* enhancers led to earlier responses to E2, which later converge with control rates (Figure S4F). Overall, at these three genes, the activity of enhancers controls the E2 response trajectory.

### An enhancer-promoter dichotomy controls gene expression noise

Genes were separated into three levels of variation to find determinants of expression noise at the 0-h time point. In scRNA-seq, low gene expression levels often have high noise due to the dropout effects of capturing RNAs from the limited amount of RNA in a single-cell and technical variation in scRNA-seq is related to mean levels.^72^ To examine mean-independent noise, we used an adjusted coefficient of variation (CV), which is calculated as the residuals of a generalized additive model (GAM) where CV is fit to the mean (Figures S5A–S5D, see STAR Methods). To remove any leftover mean effects, genes were labeled as high or low noise based on whether they were in the top 20% or bottom 20% of adjusted CV for 10 different mean bins from the 0-h time point of both cell types.

The strongest predictors of noise levels were promoter signals of JUN, SIN3A, and tri-methylation at histone H3 lysine 4 (H3K4me3), each associated with low noise (Figures 4A–4D). Generally, a strong promoter signal was related to low noise across features, with some exceptions, such as p300 (Figure 4A, right panel). Most enhancer features were associated with high noise, with ER and FOXA1 at enhancers being the most predictive (Figure 4A). The strong association between H3K4me3 and low amounts of noise supports a previously reported correlation between H3K4me3 breadth and transcriptional consistency.^73^ The above analysis was performed on the combined Ishikawa and T-47D data; however, the importance scores of features when run separately on the cell types were correlated (r = 0.58; Figure S5E), indicating that common features control transcriptional noise.

**Figure 4:**
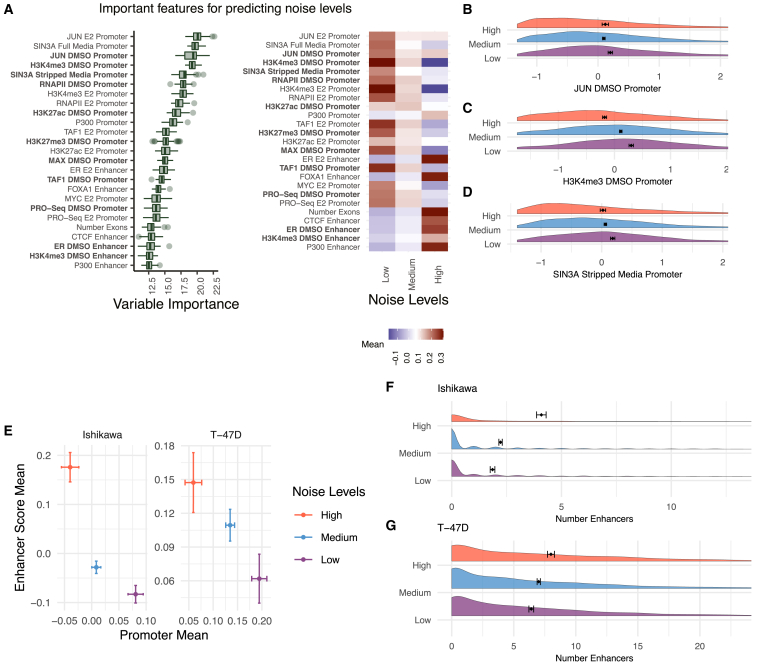
Features associated with noise levels indicate a balance between active promoters and active enhancers (A) (Left) Boruta feature rankings shows features predictive of noise levels at the 0-h time point. (Right) Average signal intensity is shown by noise group for top ranked features. Datasets shown in bold were performed in the absence of ER activation. (B–D) Distribution of signal for top ranked noise-predicting features in the absence of ER activation are shown with *Z* scores on the x axis. (E) Mean enhancer signal score for all Boruta confirmed features vs. mean promoter signal across all confirmed features for each noise level exhibits an inverse relationship. Error bars show 95% confidence intervals and axes do not represent the full range; full distribution shown in Figure S6A. (F and G) Distribution of enhancer counts per gene, separated by noise level, are shown for (F) Ishikawa and (G) T-47D cells.

These results motivated the broader evaluation of how noise relates to promoter and enhancer activity. Analysis of the average promoter intensity across all confirmed datasets and the average enhancer score revealed an inverse relationship between promoters and enhancers (Figures 4E and S6A). Genes with high noise levels had high enhancer scores and low promoter signals. Conversely, genes with low noise levels had low enhancer scores and high promoter signals. To confirm this relationship in a third cell type, we analyzed publicly available scRNA-seq and genomic data from LNCaP cells, a prostate cancer cell line. The same association was observed between enhancer-driven gene regulation and higher noise (Figure S6B). Consistent with these findings, more enhancers connected to a gene associate with greater noise (Figures 4F and 4G). These results indicate that enhancer-driven transcription regulation is less consistent across individual cells than promoter-driven transcription regulation.

### Shared features of expression levels, timing, and noise

Expression levels, noise, and timing analysis uncovered different importance rankings for genomic features. Importance scores fell roughly into five common patterns across our three analysis types (Figure 5A). The largest three patterns consisted of features whose importance scores were highly enriched for a single analysis. Two smaller patterns were composed of features important for both mean and noise or both trajectory and noise. In general, the importance scores from the Boruta algorithm are more similar between noise and mean or noise and trajectory compared with mean and trajectory, as seen from the first two PCA dimensions calculated from the feature importance matrix (Figure 5B) and the correlation between importance scores (Figures S6C–S6E). The relationship between noise and our other analyses suggests that noise may be an intermediary between baseline levels and temporal regulation and that mean levels do not strongly influence response trajectory. Generally, we see that most features specifically associated with mean levels are found at promoters, while noise and trajectory utilize promoter and enhancer features more evenly (Figure 5A). Enhancer features important for predicting mean levels are also likely to predict noise. Together, these results indicate that enhancers are more critical for noise and trajectory and that many genomic signals preferentially predict levels, noise, or trajectory.

**Figure 5:**
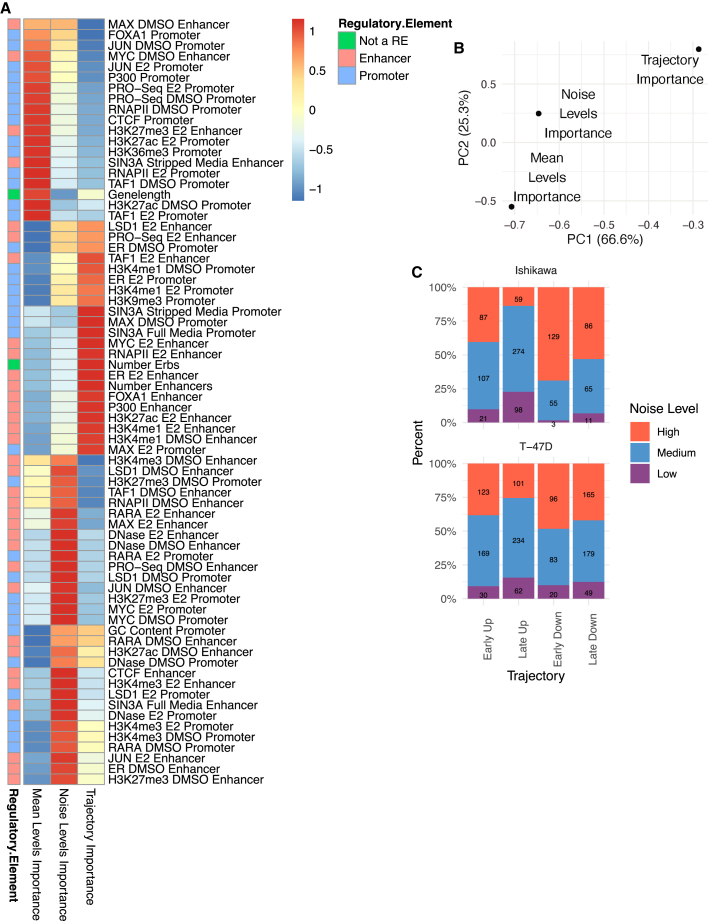
Importance comparison shows that mean and trajectory are regulated by distinct genomic features (A) Heatmap shows importance scores from each analysis type, normalized by column, and scaled by row. (B) PCA plot based on importance scores shows the relationship of importance scores for mean levels, noise, and trajectory. Percentages denote percent of variance explained by each principal component. (C) Bar plot shows the percentage of genes for each trajectory that are classified into each noise classification. Numbers on bars refer to counts of genes.

Since Boruta importance scores do not capture directionality, we examined the group with the maximum signal for each feature (Figure S6F). Promoter features are generally associated with high mean levels and low noise. Enhancer features are also associated with increased mean levels, but contrary to promoters, they show an association with high noise levels. Enhancer scores are almost always the highest for Early Up trajectories. As high enhancer scores are associated with Early Up trajectories and high noise, we performed a gene level comparison of noise at the 0-h time point and trajectory classification. We found that genes that respond quickly to E2 treatment are more likely to exhibit high noise at the 0-h time point (Figure 5C). Our results suggest that active enhancers drive high noise and rapid up-regulation in response to E2, while promoters consistently drive low noise and high mean expression.

### Co-expression of genes is associated with looping, timing, and noise levels

scRNA-seq offers a unique advantage in studying the co-regulation of genes on a cell-by-cell basis and the possible mechanisms that underlie co-regulation. Using the H3K27ac HiChIP data, we found that looping can affect co-expression in several ways. First, we found that genes whose promoters loop together correlate significantly more than groups of randomly paired control genes at the 0-h time point (Figures 6A and 6B). Genes whose promoters both loop to a shared enhancer are significantly more correlated across single cells (Figures 6C and 6D). These results indicate that the 3D genome structure may be involved or associated with gene co-expression across single cells.

**Figure 6:**
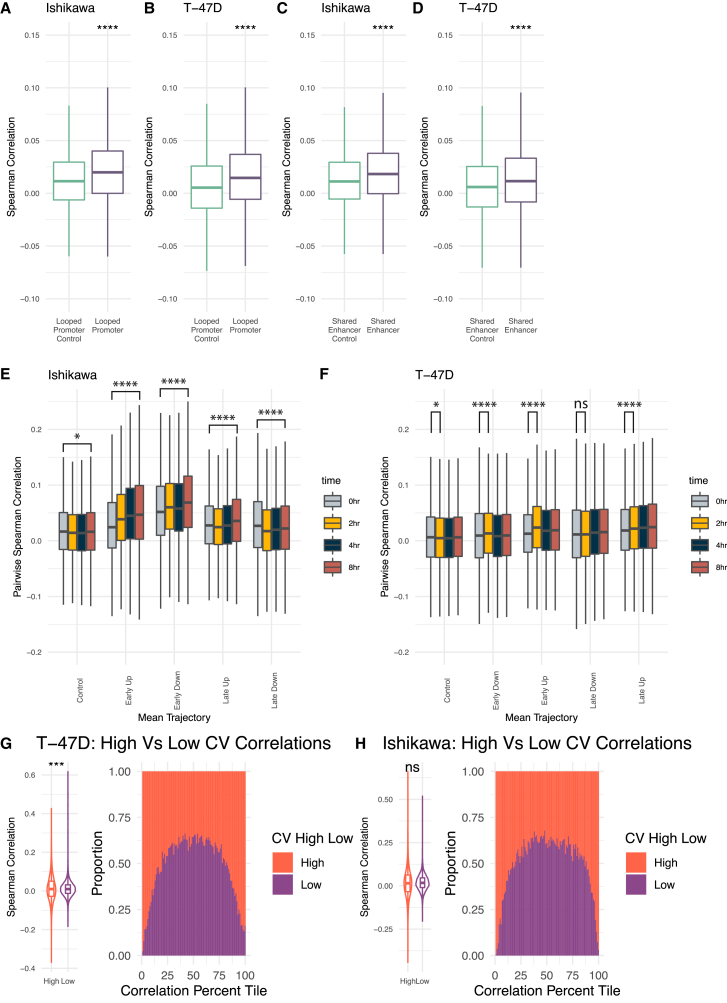
Co-expression levels track with looping, trajectory, and levels of noise (A and B) Pairs of genes with promoters that loop to one another are significantly more correlated across cells at the 0-h time point than randomly selected gene pairs for Ishikawa (A) and T-47D (B). (C and D) Pairs of genes with a shared enhancer are more correlated than randomly paired genes for Ishikawa (C) and T-47D (D). (E and F) Distribution of pairwise Spearman correlation for genes within different trajectories is shown for Ishikawa (E) and T-47D (F). (G and H) Range of pairwise correlations for high noise levels is greater than the range for pairs of low noise genes in T-47D (G) and Ishikawa (H). (Left) Distribution of Spearman pairwise correlations for genes with high and low noise. (Right) Spearman correlations were grouped into quantiles and bars show proportion at each quantile that are pairs of low or high noise genes. Significance values for all subpanels are as follows (based on Bonferroni corrected two-sided Wilcoxon tests): ∗*p* < 0.05; ∗∗*p* < 1 × 10^−5^; ∗∗∗*p* < 1 × 10^−10^; ∗∗∗∗*p* < 1 × 10^−15^.

We next evaluated co-expression during the E2 treatment time course. Co-expression was measured using pairwise Spearman correlation in single cells. In Ishikawa cells, both Early Up and Early Down genes show increasing pairwise co-expression over time (Figure 6E). Genes that respond late exhibited less change in correlation, with Late Up genes increasing correlation slightly by 8 h and Late Down genes slightly decreasing in correlation. In T-47D cells, we see the most significant increase in co-correlation at 2 h for Early Up and Early Down genes (Figure 6F). Late Up and Late Down genes show slight increases in correlation during the time course.

The levels of noise also change the probability of two genes being correlated. Perhaps expected, genes with high noise levels also show a broader distribution in their pairwise correlations, resulting in genes with high noise being more likely to have extremely correlated or anticorrelated expression with each other than low noise genes (Figures 6G and 6H). These results indicate that 3D interactions, control of temporal trajectory, and noise regulation can impact gene co-regulation.

## Discussion

To investigate the genomic underpinnings of the temporal transcriptional response to estrogen, we conducted scRNA-seq at several time points in two human cell lines. scRNA-seq was able to capture more subtle changes in gene expression of highly expressed genes compared with bulk RNA-seq due to the increased statistical power. Using a feature ranking approach, we identified several features associated with E2 response timing, including more ER-bound enhancers regulating Early Up genes and SIN3A signal at the promoter of Late Up genes. In general, multiple enhancers are more predictive of Early gene trajectories. Functional evaluation of enhancers revealed that multiple enhancers regulate timing at each gene tested as activation and repression of several enhancers causes changes in a gene’s temporal response to estrogen. From these studies, we conclude that an active enhancer repertoire is important for rapid gene responses to estrogen. Active enhancers may present chromatin that is more open to ER binding. Alternatively, other TFs already present at enhancers could stabilize the binding of ER, permitting ER to activate gene expression immediately. Contrastingly, SIN3A and MAX at the promoter, known to repress gene expression together,^65^ slow a gene’s response to E2, even when a gene is associated with strong ER-bound enhancers. Activation of gene expression may first require removing repressive signals at the promoter, explaining the more gradual responses. A similar mechanism has been described in an enhancer context, where inactive enhancers must first be activated by TFs before activation of gene expression can occur, causing more gradual gene expression changes.^25^ While transcriptional responses to estrogen,^64^ as well as underlying gene regulatory elements,^62^ are highly cell-type specific, we found that the genomic features associated with the transcriptional response are shared between cell types, indicating that common mechanisms drive how genes respond to estrogen stimulation.

One unexpected and exciting finding from our analysis is that enhancer and promoter activities relate to expression noise in opposing manners. Active promoters are associated with low noise levels, whereas multiple active enhancers are associated with high noise levels. In concordance with this observation, synthetic activation of promoters drives lower noise levels at several genes.^74^ Additionally, activation of multiple enhancers causes high noise at the NF-κB locus.^46^ Our results support a unified model where a balance between enhancers and promoters controls noise. Both intrinsic and extrinsic noise could potentially explain the observed noise distributions.^75^ If intrinsic noise is the driving factor, we expect promoters to cause high-frequency, near-constant transcription levels and enhancers to cause infrequent, high-amplitude bursts of expression.^8^ Noise caused by CREs could also be due to extrinsic noise. Promoters may lead to low noise, as fluctuations in upstream factors may be insignificant compared with activation by an ensemble of TFs bound to the promoter. In contrast, enhancers may drive higher noise levels by increasing sensitivity to upstream factors, which is consistent with our observation that enhancers drive rapid temporal responses to estrogen.

For a gene to respond quickly to a signal, it must be sensitized to incoming signals, which may inherently drive higher levels of noise. A noise-robustness tradeoff has been proposed previously when observing changes in gene expression over developmental time in *Drosophila*^58^ and in a mathematical framework that showed variation is necessary for a gene’s responsiveness.^76^ However, a regulatory mechanism has not been found. Our results point to multiple enhancers being a primary genomic feature associated with both high expression noise and rapid response timing. Additionally, we found that a strong promoter is likely to cause more robust gene expression but limited responsiveness. While we identified these patterns across the full dataset, a small set of individual genes can respond quickly to a signal without high cell-cell variation (Figure 5C) and the question remains as to how these genes maintain low noise and fast response times. We also found that genes that are quickly down-regulated by estrogen are more likely to exhibit higher noise than genes that are quickly up-regulated by estrogen. This pattern could be due to genes that are primarily enhancer driven having higher noise and being more susceptible to down-regulation, potentially through enhancer rewiring because of ER activity and competition for factors that are critical for enhancer activity.

Co-expression analysis of gene pairs showed that co-expression properties depend on looping, timing, and noise. We found that genes with shared enhancers and looped promoters correlate more in individual cells, genes with different trajectories correlate differently over time, and genes with high noise levels are more likely to be strongly correlated or anticorrelated. While co-expression correlation effects are modest overall and it is unclear what levels of co-expression are biologically meaningful, these observations could have implications for gene regulatory networks (GRNs) in single cells, as co-expression often underlies regulatory networks. Dynamic adjustment of regulatory networks may have critical functional outcomes for a cell population.^77^ For example, GRNs that confer resistance to therapeutics may occur at distinct time points following treatment.^78^ Our results indicate that genes with high noise may lead to a broader range of implemented regulatory networks across single cells, enhancing cellular heterogeneity. Further studies into functional GRNs are warranted to determine how noise and timing affect single-cell phenotypes through the co-expression of many genes. Overall, our study shows that enhancers and promoters can play distinct roles in the timing and variation of a transcriptional response.

### Limitations of the study

It is important to note that we analyzed total poly-adenylated RNA in this study. Since mRNA degradation can happen on different time scales across genes,^79^ some genes may be misclassified in their transcriptional response to estrogen. In fact, we found that Early Down genes had shorter mRNA half-lives in previously published datasets. This observation is consistent with quickly down-regulated genes requiring fast mRNA turnover to be observed from poly-adenylated RNA, since overall transcript levels would need to be significantly reduced in a short time period. The confounding effect of mRNA stability on down-regulated genes may partially explain why we did not find features that consistently associate with Early/Late Down genes. The lack of strong association between the genomic features we studied and down-regulated genes could also be related to a focus on features related to gene activation and a stronger connection between ER and gene activation as opposed to repression.^67^ Variation in mRNA half-lives could also contribute to the amount of noise measured in this study, which would explain the observation that Early Down genes exhibit higher noise and shorter mRNA half-lives. Single-cell measurements of either nascent transcription or mRNA decay would be needed to deconvolute the effects of the mRNA life cycle on transcription timing and noise; however, this type of analysis would be challenging with current technologies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-H3K27ac	Abcam	Cat# ab4729; RRID: AB_2118291
anti-MAX	Santa Cruz Biotechnology	Cat# sc-8011; RRID: AB_627913
anti-LSD1	Abcam	Cat# ab17721; RRID: AB_443964
anti-TAF1	Santa Cruz Biotechnology	Cat# sc-735; RRID: AB_671202
anti-*c*-MYC	Santa Cruz Biotechnology	Cat# sc-40; RRID: AB_627268
anti-H3K4me3	Cell Signaling Technologies	Cat# 9751S; RRID: AB_2616028
anti-H3K4me1	Cell Signaling Technologies	Cat# 5326S; RRID: AB_10695148
anti-SIN3A	Hassig et al.^81^	N/A
anti-RARA	Santa Cruz Biotechnology	Cat# sc-515796; RRID: AB_2910553
anti-*c*-JUN	BD Biosciences	Cat# 558036; RRID: AB_2249448

**Deposited data**		

ChIP-seq	This study	GEO: GSE227241
Hi-ChIP	This study	GEO: GSE227242
PRO-seq	This study	GEO: GSE227243
scRNA-seq	This study	GEO: GSE227244
RNA-seq	This study	GEO: GSE245120
Additional publicly available data	See Table S3	N/A

**Experimental models: Cell lines**		

Ishikawa	Sigma-Aldrich	Cat# 99040201-1VL
T-47D	ATCC	Cat# HTB-133
LNCaP	Cancer Cell Line Encyclopedia	N/A

**Oligonucleotides**		

Oligo lists	This paper; see Tables S1 and S2	N/A

**Software and algorithms**		

HiC-Pro	Servant et al.^86^	https://github.com/nservant/HiC-Pro
Hichipper	Lareau and Aryee^87^	https://github.com/aryeelab/hichipper
FASTX	Hannon^90^	http://hannonlab.cshl.edu/fastx_toolkit/index.html
cutadapt	Martin^89^	https://github.com/marcelm/cutadapt
demultiplex R package	McGinnis et al.^92^	https://rdrr.io/github/chris-mcginnis-ucsf/MULTI-seq/
Seurat v3	Stuart et al.^94^	https://cran.r-project.org/src/contrib/Archive/Seurat/
Boruta	Kursa and Rudnicki^100^	https://cran.r-project.org/web/packages/Boruta/index.html
HISAT2	Kim et al.^105^	https://daehwankimlab.github.io/hisat2/
SAMtools	Li et al.^83^	https://github.com/samtools/samtools
DESeq2	Love et al.^108^	https://github.com/thelovelab/DESeq2
featureCounts	Liao et al.^107^	https://bioconductor.org/packages/release/bioc/html/Rsubread.html

### Resources availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jason Gertz ().

#### Materials availability

This study did not generate any new unique reagents.

#### Data and code availability

ChIP-seq, HiChIP, PRO-seq, RNA-seq, and scRNA-seq data are available at the Gene Expression Omnibus under accession GSE227245. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

#### Cell lines

T-47D cells were obtained from ATCC and Ishikawa cells were obtained from Sigma-Aldrich. Both cell lines were cultured in RPMI 1640 medium (Gibco) with 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin (Gibco). LNCaP cells were obtained from the Cancer Cell Line Encyclopedia (CCLE) and cultured in RPMI media with 10% FBS supplemented. Cells were incubated at 37°C with 5% CO_2_. 5 days before estrogen inductions, cells were transferred to hormone-depleted media consisting of phenol red-free RPMI (Gibco) with 10% charcoal-dextran-stripped fetal bovine serum (Sigma-Aldrich) and 1% penicillin–streptomycin (Gibco). Cell authentication was not performed as part of this study.

### Method details

#### ChIP-seq

After 5 days in hormone-depleted media, cells were plated in 15cm dishes at approximately 60% confluency 1 day before estrogen induction. Cells were treated with vehicle (DMSO) or E2 at a final concentration of 10nM for either 1 h for transcription factor ChIP-seqs, or 8 h for histone marker ChIP-seqs. ChIP and library preparation was performed as previously described.^80^ Antibodies used for this study were MAX (Santa Cruz, sc-8011), LSD1 (Abcam, ab17721), TAF1 (Santa Cruz, sc-735), c-MYC (Santa Cruz, sc-40), H3K4me3 (Cell Signaling, 9751S), H3K4me1 (Cell Signaling, 5326S), SIN3A (produced as previously described),^81^ RARA (Santa Cruz, sc-515796) and c-JUN (BD Biosciences, 558036). Libraries were sequenced using either an Illumina HiSeq 2500 or Illumina NovaSeq 6000 as single- or paired-end 50 bp reads, then aligned to hg19 using bowtie with parameters -m 1 –t –best -q -S -l 32 -e 80 -n 2.^82^ Signal intensity was extracted from bam files using samtools view with parameter -c.^83^ In the cases where peaks were called, peak calling was done using Macs2 with the default q-value cutoff of 0.05 and mfold ratio between 15 and 100.^84^

#### H3K27ac HiChIP

HiChIP experiments were performed as previously described^85^ using an antibody that recognizes H3K27ac (Abcam, ab4729). Ishikawa cells were treated with either 10 nM E2 for 1 h or DMSO as a vehicle control. HiChIP in Ishikawa cells was conducted using restriction enzyme DpnII (New England Biolabs). Crosslinked chromatin was sonicated using an EpiShear probe-in sonicator (Active Motif) with three cycles of 30 s at an amplitude of 40% with 30 s rest between cycles. HiChIP libraries were sequenced on NovaSeq 6000 as paired end 50 base pair reads to an average depth of 300–400 million read-pairs per sample.

Experiments in T-47D and LNCaP cells were conducted using restriction enzyme MboI (New England Biolabs). Crosslinked chromatin was sonicated using Covaris E220 with the settings of fill level = 10, duty cycle = 5, PIP = 140, cycles per burst = 200, time = 4 min. HiChIP libraries were sequenced on HiSeq 2500 as paired end 75 base pair reads to ∼50 million read pairs per sample.

Reads were aligned to human hg19 reference genome using HiC-Pro.^86^ Hichipper^87^ was used to perform restriction site bias-aware modeling of the output from HiC-Pro and to call interaction loops. In Ishikawa cells, DMSO and E2 treated HiChIP loops were combined to identify all possible putative enhancers. In all datasets, loops with less than 3 reads or FDR ≥ 0.05 were filtered out.

#### PRO-seq

PRO-seq libraries were generated as described in Mahat et al., 2016.^88^ Briefly, Ishikawa and T-47D cells were grown in hormone-depleted RPMI for five days, then 2x10^6^ cells were plated into two 10 cm dishes per condition with RPMI lacking phenol red supplemented with 10% charcoal/dextran-stripped FBS and penicillin. Cells were treated with vehicle (DMSO) or 10 nM E2 for 45 min, then permeabilized for 5 min with permeabilization buffer [10 mM Tris-HCl, pH 7.4; 300 mM sucrose; 10 mM KCl; 5 mM MgCl2; 1 mM EGTA; 0.05% Tween 20; 0.1% NP40 substitute; 0.5 mM DTT, protease inhibitor cocktail ml(Roche); and SUPERaseIn RNase Inhibitor (Ambion)]. The nuclear run-on was performed by adding permeabilized cells to run-on mixture [final composition was 5 mM Tris, pH 8.0; 25 mM MgCl2; 0.5 mM DTT; 150 mM KCl; 200 μM rATP; 200 μM rGTP; 20 μM biotin-11-rCTP (Perkins Elmer); 20 μM biotin-11-rUTP (Perkins Elmer); 1 U/μL SUPERase In RNase Inhibitor (Ambion); 0.5% Sarkosyl], then incubating at 37°C for 5 min. RNA was extracted with Trizol LS (Ambion), fragmented with 0.2 N NaOH for 8 min on ice, then neutralized with 0.5 M Tris, pH 6.8, followed by buffer exchange with a P-30 column (Bio-Rad). Biotinylated RNAs were enriched with Dynabeads M280 Streptavidin (Invitrogen), then RNA was extracted with Trizol (Ambion), followed by 3′ adapter ligation using T4 RNA ligase (NEB). Biotinylated RNAs were enriched for a second time, followed by 5′ cap repair with RppH (NEB) and 5′ hydroxyl repair with PNK (NEB). The 5′ adapter was ligated with T4 RNA ligase (NEB), followed by a third biotinylated RNA enrichment. Reverse transcription was performed with the RP1 primer. Samples were PCR amplified for 13 cycles, then cleaned up with Agencourt AMPure XP beads (Beckman Coulter). Libraries were sequenced on an Illumina HiSeq 2500, generating a 50nt read. Reads were processed using cutadapt^89^ with parameters -a TGGAATTCTCGGGTGCCAAGG --cut 7 --length 42 -m 21. Reverse complement sequences were generated using fastx_reverse_complement from the FASTX toolkit (v 0.0.13).^90^ Reads were then aligned to hg19 with bowtie2^91^ in end-to-end mode, and non-uniquely aligned reads were discarded.

#### scRNA-seq

Cells were treated with 10nM E2 for 0 (vehicle treated), 2, 4, and 8 h. To mitigate technical batch effects, cells were labeled via MULTI-seq as previously described.^92^ Cells from different time points were mixed and then prepared according to the 10x Genomics sample prep user guide.^93^ Cells were separated into single cell emulsions using the 10x Genomics Chromium Controller with a targeted recovery of 10,000 cells. Sequencing libraries were prepared using the 10X Genomics Next GEM Single Cell 3′ Gene Expression Library prep v3.1. Sequencing was performed on an Illumina NovaSeq 6000 with 150bp read length. Sequencing output was processed from reads to counts using the 10x Genomics Cell Ranger v3.1.0 pipeline. MULTI-seq calls were processed using the demultiplex R package^92^ and mapped back to the E2 time points. Counts were log normalized using the Seurat v3 R package,^94^ then filtered using custom cutoffs. For Ishikawa cells, cell filtering criteria were unique reads between 8500 and 35,000, unique genes between 2700 and 6000, and percent mitochondrial reads less than 7%. For T-47D cells, cell filtering criteria were unique reads between 7500 and 40,000, unique genes between 1500 and 6000, and percent mitochondrial reads less than 20%. Genes are filtered to have a mean greater than 0.01 across all time points.

#### scRNA-seq analysis: Classification of trajectory and noise levels

Computational analysis of trajectory and noise levels were conducted using R.^95^ Trajectory classification was done using a two-sided Wilcoxon test^61^ to find genes whose single cell distributions significantly change at different time points compared to the 0h time point. Genes that change significantly by 2 h are classified as either “Early Up” or “Early Down”. Genes with changes seen at 4 or 8 h are classified as “Late”. It is important to note that genes were called differential without a fold change cutoff. The statistical power of scRNA-seq allowed for the identification of differentially expressed genes with smaller fold changes, but appreciable absolute changes; however, due to technical limitations of scRNA-seq our results may be affected by technical variation or drop out of lower expressed genes. To select control genes with similar mean distributions to those genes that are regulated by E2, we used a stratified sampling approach to select control genes that are not significantly regulated. Genes classified into Early and Late Up categories were analyzed by EnrichR^96^ using the MSigDB Hallmark 2020 gene annotations.

Our noise metric is defined as the residuals from a generalized additive model (GAM) regression fitted to the CV vs. mean for all genes. Regression was performed on log2(CV + 1) vs. mean curve using the gam function from the mgcv R package with formula y ∼ s(x, bs = "cs").^97^ Residuals were then transformed back to the original scale. Noise levels were determined using the GAM-adjusted CV. We chose the GAM method as it removed most of the mean-noise relationship (Figure S6G), as desired, compared to SCTransform standardized variance and residual variance as shown in Figures S5C and S5D. Overall, we found that genes were binned as High noise more consistently across the three methods (average fraction overlap of 0.82) than Medium (0.67) or Low noise (0.58); however, less than 1% of genes were classified as High noise by one method and Low noise by another. For this comparison of noise metrics, we used the HVFInfo function with selection.method as “vst” or “sctransform” in Seurat.^98^ To account for the different ranges in noise at different mean levels, genes were binned by mean and then into 3 groups of noise levels by quantile. The top 20% and bottom 20% of genes in each quantile were labeled as “High” and “Low” noise, respectively.

#### Feature importance analysis

Promoters were defined as 500bp regions centered on the transcriptional start site, as annotated in the RefSeq database.^99^ Enhancers were called using H3K27ac HiChIP data and H3K27ac ChIP-seq peaks. Enhancers were defined as H3K27ac peaks within HiChIP anchors that loop to the promoter. Integrated signal for each promoter and enhancer was collected from all datasets using samtools view -c.^83^ Z-scores were calculated across all genes for input to feature ranking algorithms. An enhancer score was calculated to account for signal at multiple enhancers, using the formula

$$\sum_{1}^{n}\log_{2}\left(s+1\right)$$

where n represents the number of enhancers associated with a gene and s represents the *Z* score of integrated genomic signal at each enhancer.

Number of enhancers was defined as the number of H3K27ac peaks that loop to the promoter, as determined by HiChIP. Number of ERBS was calculated as the number of enhancers that overlapped with ER ChIP-seq peaks. Feature ranking was performed using the Boruta package in R^100^ with default parameters and 100 maximum iterations. Gene length was calculated from RefSeq transcript annotations.^99^ An example decision tree was determined using the rpart function with parameters minbucket = 50 and cp = 0.007.^101^ Average enhancer score and promoter signal was calculated using “confirmed” variables from Boruta analysis. The average of *Z* score signal for confirmed variables was taken for all variables associated with either the promoter or enhancer, not including number of enhancers, number of ERBS, or gene length.

#### Generation of stable dCas9-VP16(10x) cell lines

Ishikawa cells were plated in 6-well plates at 60% confluency. Cells were transfected with Addgene plasmid 48227 (a gift from Rudolf Jaenisch)^102^ containing dCas9-VP16(10x) with a P2A linker and neomycin resistance gene. Fugene HD (Promega) was used for transfection at a 3:1 reagent:DNA ratio. dCas9-VP16(10x) plasmid was linearized with restriction enzyme AflII (New England Biolabs R0520S). Successful integration of the dCas9-VP16(10x) plasmid was selected for using G418 (Thermo Scientific) at a concentration of 800 μg/mL for approximately 2 weeks. Successful expression of the dCas9 plasmid was verified using qPCR for dCas9 as well as qPCR for successful activation of a control gene, *IL1RN*. Cells were then maintained at a lower concentration of 400 μg/mL G418.

#### gRNA design and transfection

gRNAs were designed using the Benchling gRNA design tool.^103^ 4 gRNAs were designed per targeted region. gRNAs were cloned into plasmids as previously described.^67^ gRNA sequence and adjacent PAM are listed in Table S1. Prior to transfection, Ishikawa cells were plated in 48-well plates at 80,000 cells/well. 24 h after plating, gRNAs were transfected into cell using Fugene HD (Promega) at a manufacturer suggested 3:1 reagent:DNA ratio. gRNA transfection was selected for using 1 μg/mL puromycin. 8-h E2 time courses were started roughly 24 h after addition of puromycin.

#### RNA isolation and qPCR gene expression analysis

Cells were lysed with Buffer RLT Plus (Qiagen) containing 1% beta-mercaptoethanol (Sigma). RNA was purified using the ZR-96-well Quick-RNA kit (Zymo Research). Gene expression was measured using qPCR with reagents from the Power SYBR Green RNA-to-Ct 1-step kit (Applied Biosystems), 50ng RNA per reaction, and 40 cycles on a CFX Connect light cycler (BioRad). qPCR primers are listed in Table S2. Relative expression was calculated using the ΔΔCt method with *CTCF* as a reference gene and cells where the same dCas9 fusion is targeted to the *IL1RN* promoter as the controls. Best fit lines were determined using the loess function in R^104^ and formula y ∼ x. Half maximal values were calculated using the maximum at any time point. The first time point at which the loess regression reaches a half maximal value is recorded as the time to half maximal. Differentials of the loess regression were also calculated using R to examine how the slope of each trajectory changes over time. Slope analysis was binned into “targeted” and “control” groups to analyze the general effect of dCas9 manipulation at regulatory regions of the respective gene.

#### Bulk RNA-seq experiments and analysis

Cells were treated with 10nM E2 for 0 (vehicle treated), 2, 4, and 8 h. Following treatments, cells were lysed with buffer RLT Plus (Qiagen) containing 1% beta-mercaptoethanol (Sigma-Aldrich). RNA was extracted and purified using a Quick RNA Mini Prep kit (Zymo Research). NEBNext Ultra II Directional RNA Library Prep kit with poly(A) mRNA isolation was used to construct RNA-seq libraries according to the manufacturer’s instructions (NEB). Sequencing reads were aligned to hg19 build of the human genome using HISAT2.^105^ SAMtools^83^ was used to convert SAM files to BAM files. Genes were defined by the University of California Santa Cruz (UCSC) Known Genes^106^ and reads that mapped to known genes were assigned with featureCounts.^107^ Read counts were normalized and analyzed for differential expression via DESeq2.^108^ 

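In Ishikawa cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 686 genes at 2 h against 0 h, all of them Early genes by definition. It called 2251 genes at 4 h, with 1209 up and 1042 down, and 3488 at 8 h, with 1890 up and 1598 down. In T-47D cells, it called 1450 genes at 2 h, 3355 at 4 h, with 1727 up and 1628 down, and 4629 at 8 h, with 2404 up and 2225 down. With DESeq2 on the same counts and the same threshold, the totals were 817, 2358 and 3453 genes at 2, 4 and 8 h in Ishikawa cells and 1419, 3043 and 4135 in T-47D cells. With DESeq2 and an adjusted p under 0.001, a cutoff chosen after seeing the data, 1303 genes passed at 8 h in Ishikawa cells. Without a filter on low counts, the 2 h total in Ishikawa cells was 1162. Across the fits that each left out 1 library outside the contrast, the 2 h total lay between 687 and 726 genes in Ishikawa cells and between 1364 and 1798 in T-47D cells.

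**Figure D2:**
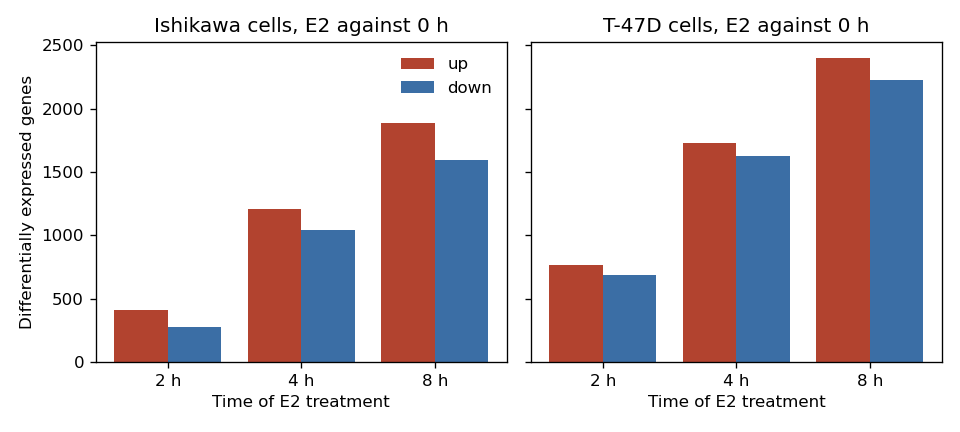
Number of differentially expressed genes (vertical axis) that rose or fell at 2, 4 and 8 h of E2 against 0 h (horizontal axis) in Ishikawa cells (left) and T-47D cells (right). At 8 h, 1890 genes rose in Ishikawa cells and 2404 in T-47D cells.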

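GREB1, on chromosome 2 of hg19 from 11622467 to 11782914, was Early Up in both cell lines. Its expression in Ishikawa cells went from 9.03 ± 0.551 CPM (counts scaled to the library size; SD, n = 2) at 0 h to 13.9 ± 0.602 at 2 h and 28.4 ± 5.10 at 8 h. Its log2 fold change at 2 h was 0.63 (standard error 0.12, adjusted p = 0.00511 from edgeR's quasi-likelihood test). In T-47D cells, it went from 117 ± 7.49 CPM at 0 h to 401 ± 17.2 at 2 h, a log2 fold change of 1.78 (standard error 0.05, adjusted p = 8.08e-14 from the same test). With each of the 8 libraries left out in turn, the T-47D value stayed between 1.73 and 1.85. RASGEF1B, on chromosome 4 from 82347547 to 82965397, was Early Down in Ishikawa cells, where it fell from 73.3 ± 3.09 to 20.8 ± 1.19 CPM at 2 h (log2 fold change -1.82, standard error 0.10, adjusted p = 9.87e-09). ANO1, on chromosome 11 from 69832013 to 70035636, was Late Up in Ishikawa cells and rose from 5.90 ± 0.180 to 50.9 ± 21.4 CPM at 8 h. Its log2 fold change at 8 h was 3.10 (standard error 0.27, adjusted p = 1.37e-06), although the 2 libraries labelled 8 h stood at 35.8 and 66.0 CPM and the value was 2.59 without the second. ANO1 overlaps ANO1-AS2 on the opposite strand. ALPI, on chromosome 2 from 233320835 to 233325463, had 0 and 2 counts at 0 h and 33 and 69 at 2 h in Ishikawa cells, at least 15.5-fold higher when the 0-h level is set to 3 counts. In T-47D cells, the noncoding RNA LINC01016, on chromosome 6 from 33835283 to 33864693, was Early Up and rose from 0.0805 ± 0.0453 to 4.78 ± 0.545 CPM at 2 h (log2 fold change 5.82, standard error 0.33, adjusted p = 6.08e-10). It had 5 and 2 counts at 0 h, and with each of the 8 libraries left out in turn the value lay between 5.38 and 6.56. Several genes with large changes in T-47D cells lie in the major histocompatibility complex or a pseudoautosomal region, where large differences between replicates were more frequent than among other genes. CUTA, on chromosome 6 from 33384219 to 33386094, stood at 50.5 and 37.8 CPM at 0 h and at 4.58 and 21.4 CPM at 2 h, and it overlaps PHF1 on the opposite strand. Its log2 fold change at 2 h was -1.79 with edgeR (adjusted p = 0.00160) and -1.76 with DESeq2 (adjusted p = 0.122), and without the first 2 h library it was -1.04.

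**Figure D3:**
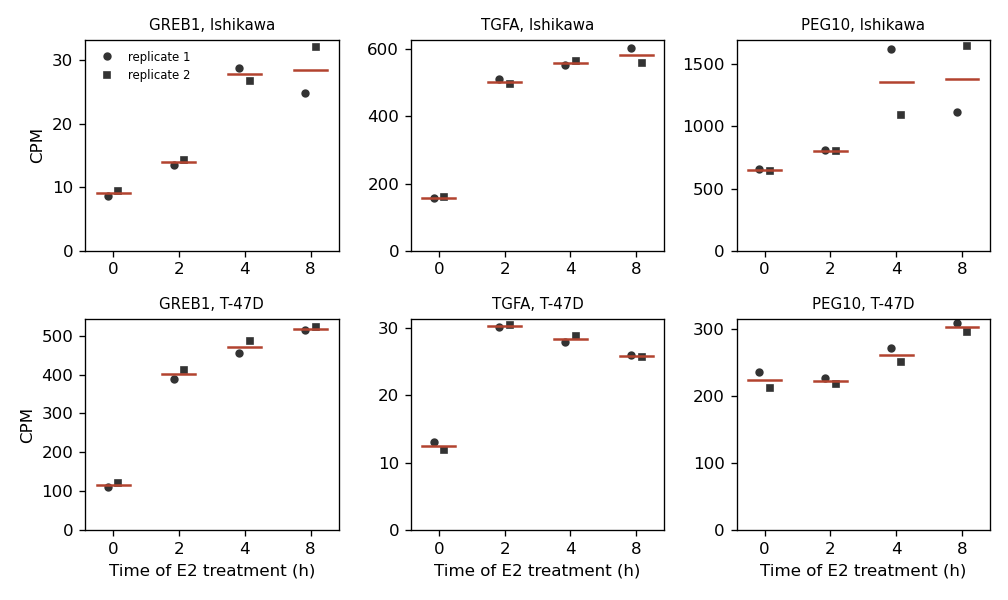
Library-size scaled counts (CPM; vertical axes, each from 0) of GREB1, TGFA and PEG10 at 0, 2, 4 and 8 h of E2 (horizontal axes) in Ishikawa cells (top) and T-47D cells (bottom), with circles for replicate 1, squares for replicate 2 and a horizontal bar for their mean. For PEG10 in Ishikawa cells, the replicates labelled 4 h stand at 1624 and 1093 CPM and those labelled 8 h at 1113 and 1645.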

Genes that were differentially expressed between the 0-h and 2-h time points were defined as Early, while all other differentially expressed genes were defined as Late.

#### Co-expression analysis

Spearman correlation values were calculated using the cor function in R. Pairs were defined either by looping data, or for a set of genes, as all possible combinations of genes in a list. Control pairings for genes that were looped together were generated by randomly shuffling the pairings. Control genes in the time course correlation analysis refer to the pairs within the set of timing control genes (defined above) where stratified sampling was used to replicate the same mean distribution as regulated genes.

### Quantification and statistical analysis

All statistical details are indicated in the STAR Methods, Results, or figure legends.

# Supplementary material for: Cis-regulatory control of transcriptional timing and noise in response to estrogen
**Source:** Cell Genom. 2024 Apr 24;4(5):100542. doi: 10.1016/j.xgen.2024.100542
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S3

**Supplemental information**

***Cis*-regulatory control of transcriptional timing  
and noise in response to estrogen**

**Matthew Ginley-Hidinger, Hosiana Abewe, Kyle Osborne, Alexandra Richey, Noel Kitchen, Katelyn L. Mortenson, Erin M. Wissink, John Lis, Xiaoyang Zhang, and Jason Gertz**

## Supplementary Information

### *Cis*-regulatory control of transcriptional timing and noise in response to estrogen

Matthew Ginley-Hidinger<sup>1,2</sup>, Hosiana Abewe<sup>1,3</sup>, Kyle Osborne<sup>1,3</sup>, Alexandra Richey<sup>1,2</sup>, Noel Kitchen<sup>1,3</sup>, Katelyn L. Mortenson<sup>1,3</sup>, Erin M. Wissink<sup>4</sup>, John Lis<sup>4</sup>, Xiaoyang Zhang<sup>1,3</sup>, Jason Gertz<sup>1,2,3,\*</sup>

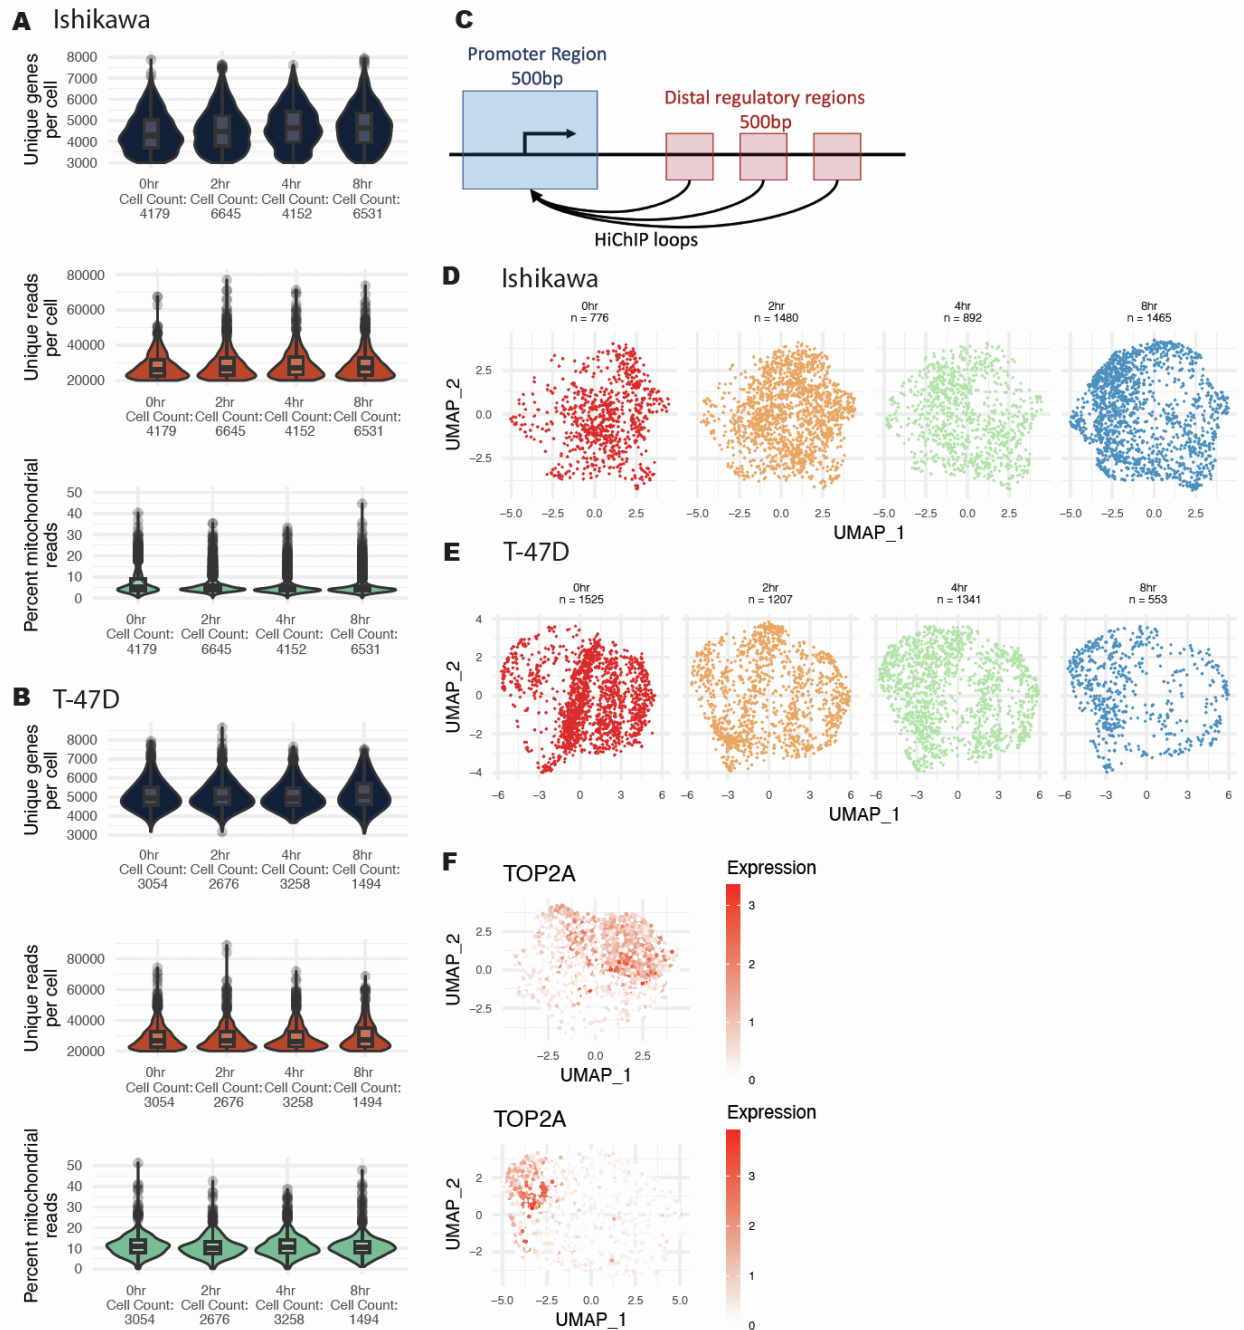

**Supplementary Figure 1 (related to Figures 1 and 2). QC plots for scRNA-seq and diagram of *cis*-regulatory model.** (A-B) Distribution of reads, genes, and percent mitochondrial reads per cell, separated by timepoint, are shown for (A) Ishikawa and (B) T-47D. Data shown is prior to filtering. (C) A model shows how signal intensity was collected for promoters and enhancers using HiChIP loops to identify enhancers. (D-E) UMAP dimensionality reduction plots for (D) Ishikawa and (E) T-47D show temporal progression of cells treated with E2. Each point represents a cell and timepoints are post 10 nM E2 induction. Cell numbers represent post-filtering. All cells for a cell line were used to create the original UMAP projections and the space was held constant when plotting each time point. (F) UMAP representation of cell-cycle marker gene *TOP2A*, which peaks in the G2/M phase, is shown in Ishikawa (top) and T-47D (bottom) to highlight the location of proliferating cells.

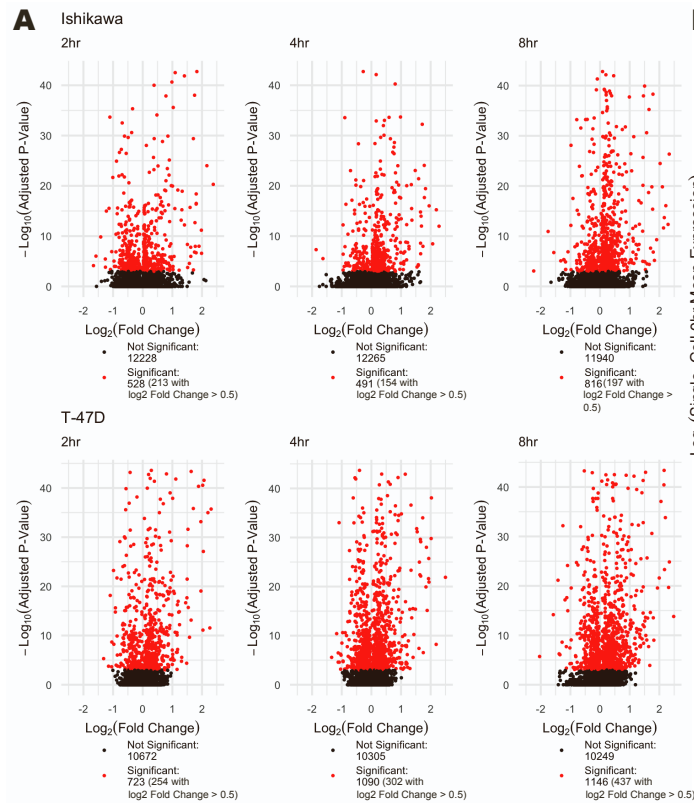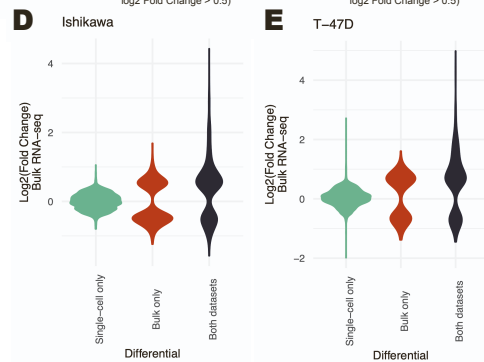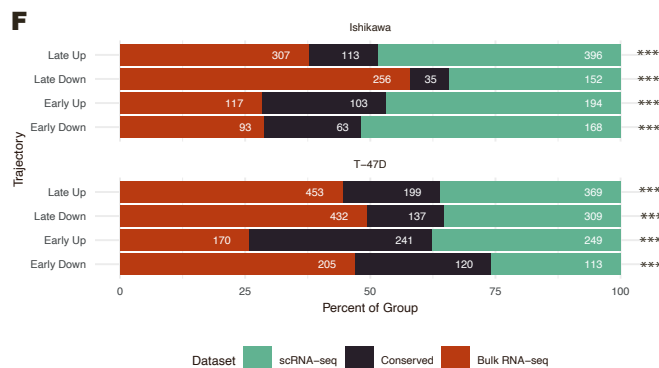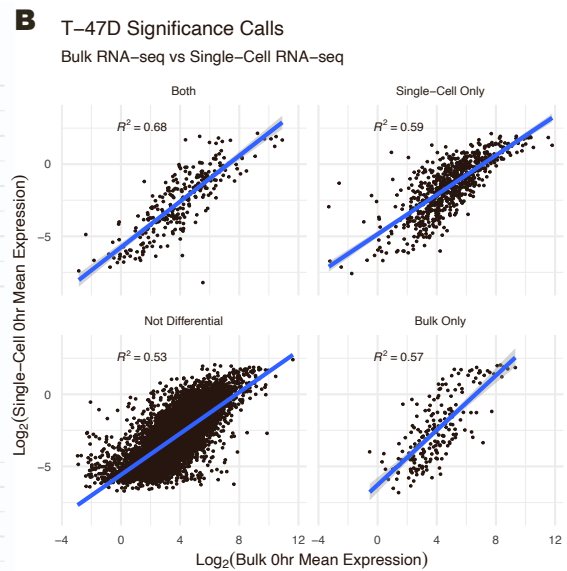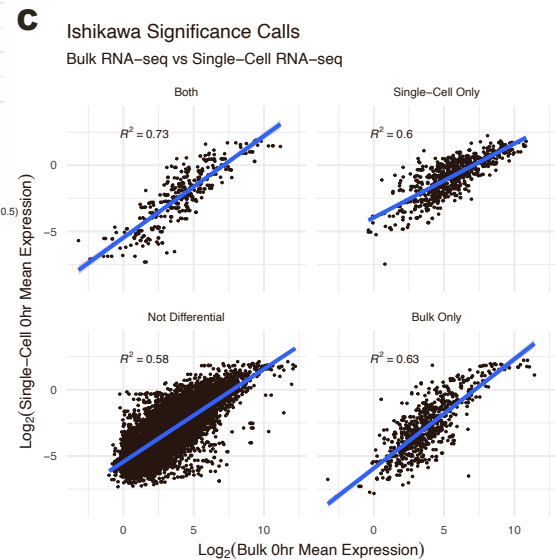

**Supplementary Figure 2 (related to Figure 2). Analysis of differential gene expression over time.** (A) Differential gene expression  $-\log_{10}$ (Wilcoxon p-values) are plotted against  $\log_2$ (fold change) for all genes at each timepoint vs 0 hours. Significantly differential genes are highlighted in red. Data is shown for Ishikawa (top) and T-47D (bottom) cells. (B-C) Average Reads Per Million from scRNA-seq are correlated to bulk RNA-seq RPM in both T-47D (B) and Ishikawa (C) cells, shown on a log scale. Genes are separated into groups depending on whether they are called significant in bulk RNA-seq, scRNA-seq, or both. (D-E)  $\log_2$  fold change distribution is shown for differential genes called by scRNA-seq analysis or bulk RNA-seq analysis in Ishikawa (D) and T-47D (E) cells. (F) Trajectory analysis in bulk RNA-seq vs scRNA-seq reveals a significant overlap of genes classified into each trajectory. P-values are calculated using hypergeometric tests (\*\*\*:  $p < 1 \times 10^{-28}$ ).

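A trajectory in the bulk data is a class of genes set by the first time point at which a gene passes the threshold and by the sign of its change, so its size depends on the threshold as well as on the response. Expression of a typical gene kept by the filter, as the median over genes of the mean CPM of the 8 libraries, was 22.4 CPM in Ishikawa cells and 21.0 CPM in T-47D cells. In Ishikawa cells, this median was 47.6 CPM for Early Up, 39.3 for Early Down, 58.7 for Late Up and 21.5 for Late Down genes. In T-47D cells, it was 38.5 CPM for Early Up, 53.4 for Early Down, 40.4 for Late Up and 39.8 for Late Down genes. A change beyond 1 on the log2 scale was reached by 114 Early Up, 26 Early Down, 74 Late Up and 144 Late Down genes in Ishikawa cells. The same limit was passed by 142 Early Up, 21 Early Down, 103 Late Up and 133 Late Down genes in T-47D cells.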

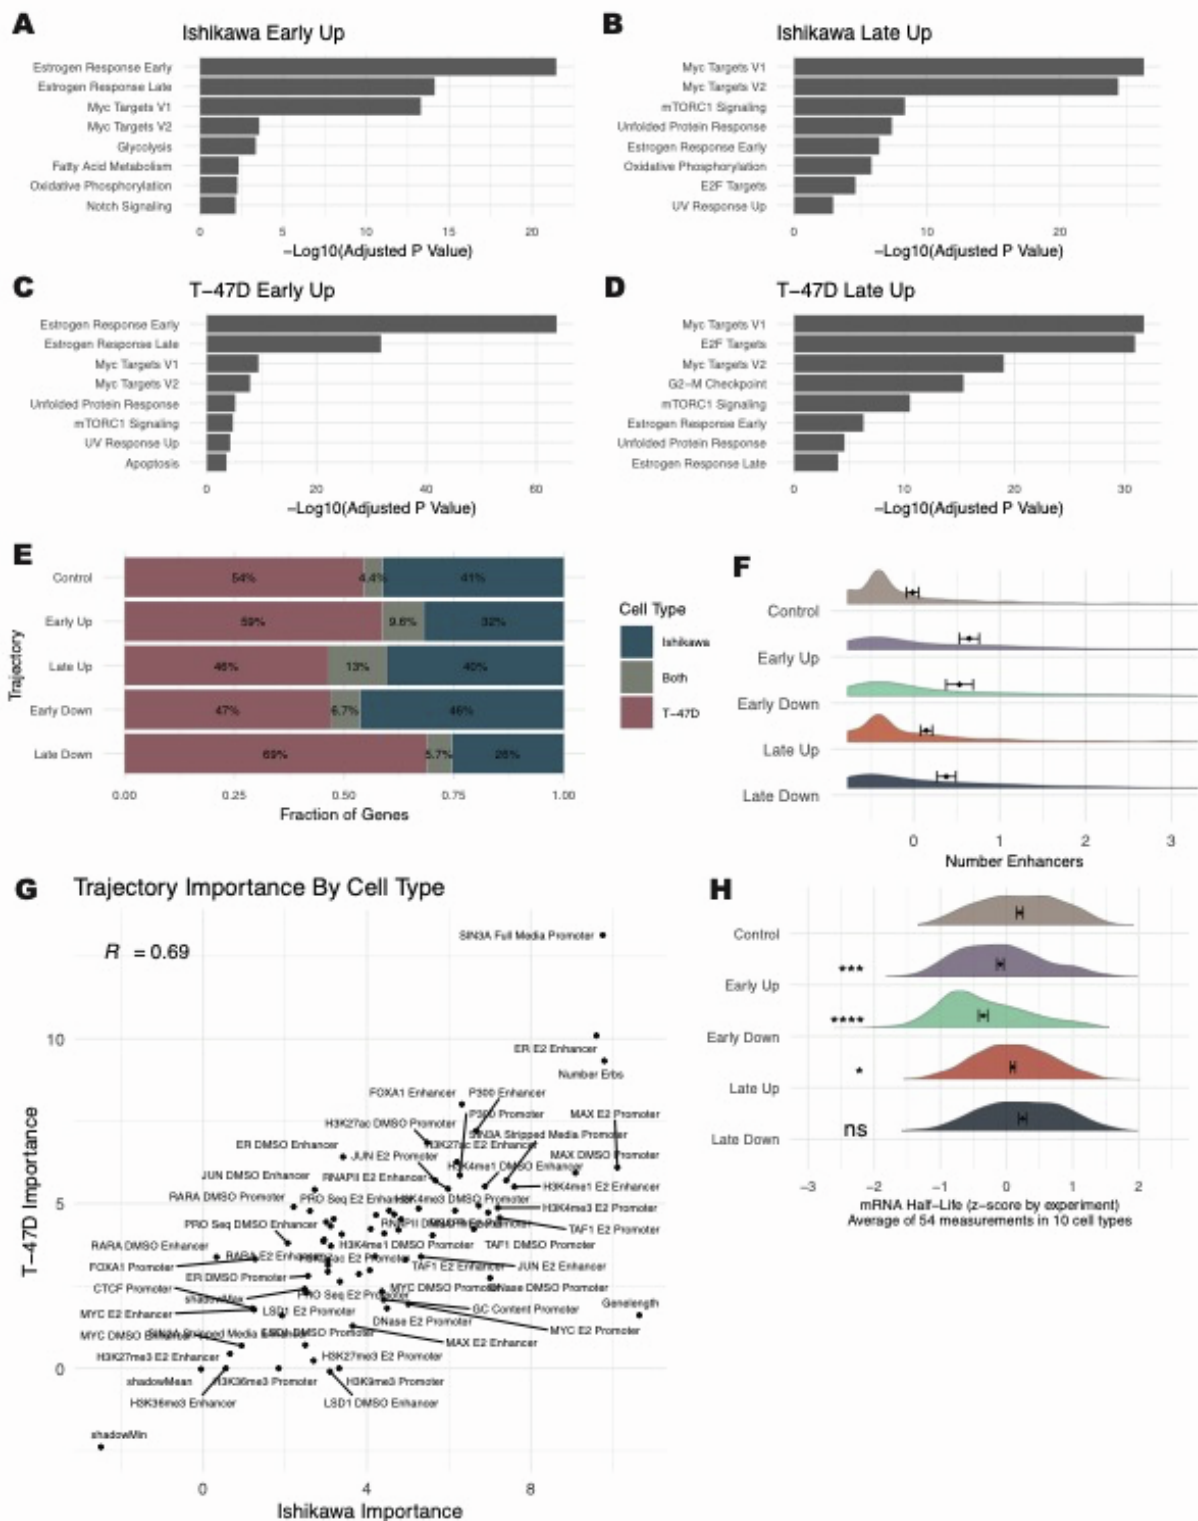

**Supplementary Figure 3 (related to Figure 2).** (A-D) Gene set enrichment of Early Up and Late Up genes for MSigDB Hallmark 2020 is shown for Ishikawa (A-B) and T-47D (C-D) cells. P-values are calculated using EnrichR. (E) Proportion of overlap between genes of each trajectory classification between cell types is shown. (F) Distribution in number of enhancers (z-score) by trajectory is plotted. Data is combined from both Ishikawa and T-47D cells. (G) The scatterplot shows median Boruta importance values for classifying trajectory in T-47D (y-axis) vs Ishikawa (x-axis). Boruta analysis was run separately in each cell type. Each data point represents a genomic feature. The correlation value was calculated using Pearson correlation. (H) mRNA half-life values from across 54 human samples were converted to Z-scores within each experiment. An average value was plotted for each gene, classified into trajectories based on the timing of the transcriptional response to E2. p-values are calculated using a Kolmogorov-Smirnov Test vs the Control group (ns > 0.05, \* < 0.05, \*\* < 1e-5, \*\*\* < 1e-10, \*\*\*\* < 1e-15).

# **A** TGFA SID(4X)-dCas9-KRAB

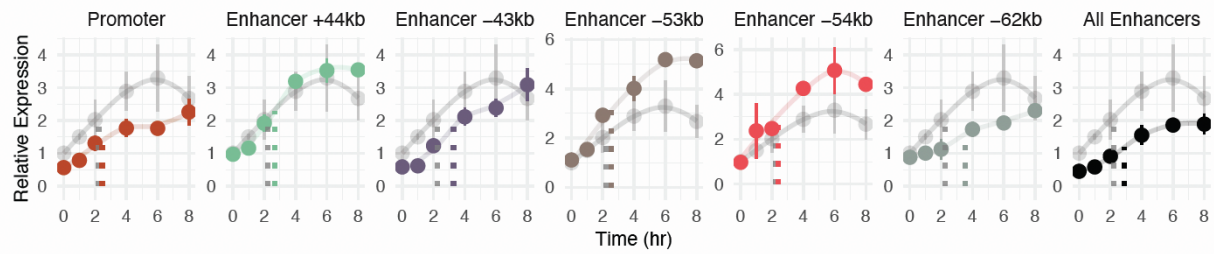

## PEG10 dCas9-VP16(10x)

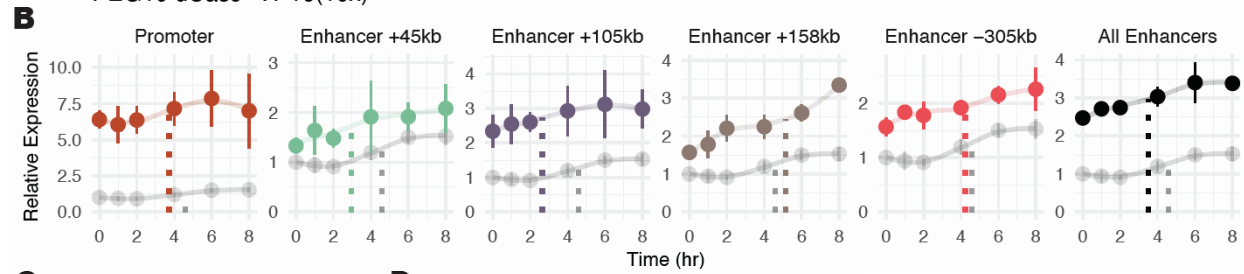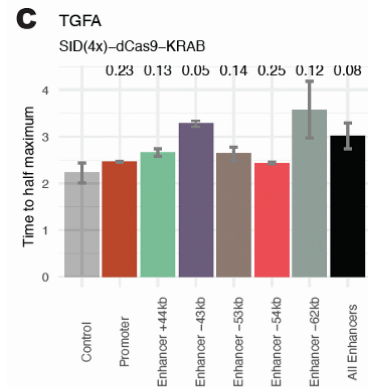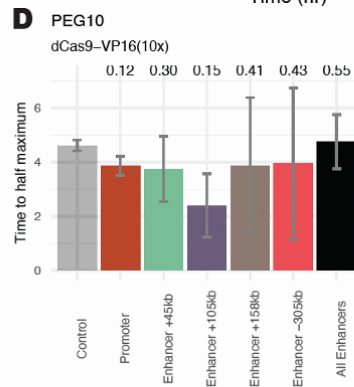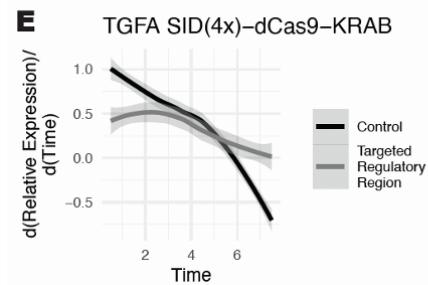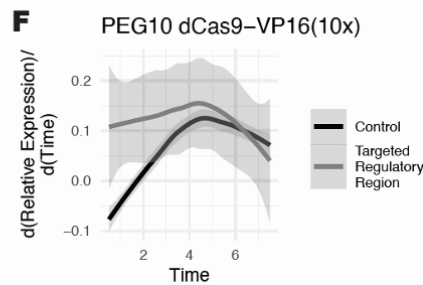

**Supplementary Figure 4 (related to Figure 3). Synthetic transcription factors targeted to regulatory regions alter trajectories of *TGFA* and *PEG10*.** (A) Expression trajectory of *TGFA* following E2 induction in Ishikawa cells is shown. Regulatory regions are targeted with SID(4x)-dCas9-KRAB. Data from cells with *IL1RN* promoter targeting (control) are shown in gray. Dotted lines represent the time to half maximal expression for each trajectory. Expression is relative to the 0-hour timepoint in the control. (B) *PEG10* gene expression trajectories in Ishikawa cells following E2 inductions are modulated by dCas9-VP16(10x) targeted to regulatory regions. Dotted lines represent the time to half maximal expression for each trajectory. Expression is relative to the 0-hour timepoint in the control. (C-D) Bar plot shows time to half maximal expression for each targeted regulatory region. Error bars represent the SEM (n=2) and p-values (one-sided t-test) are reported above each bar. (E-F) Aggregate differential of loess regressions from panels A and B show expression slope when CREs near *TGFA* are targeted by SID(4x)-dCas9-KRAB (E) or *PEG10* CREs are targeted by dCas9-VP16(10x) (F). Slopes are aggregated targeted (grey) compared to control (black) and the shaded region represents 95% confidence interval.

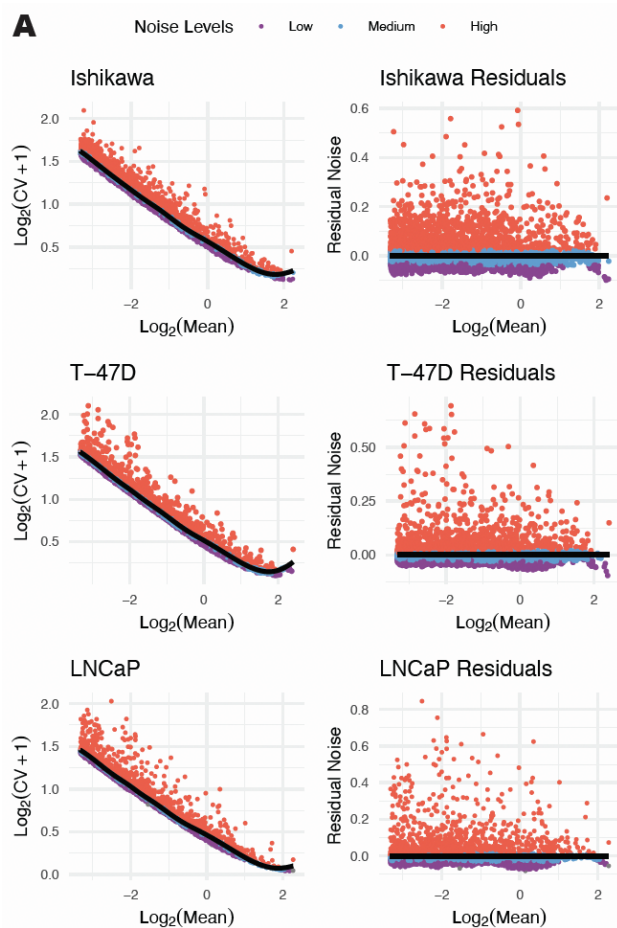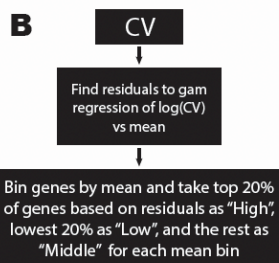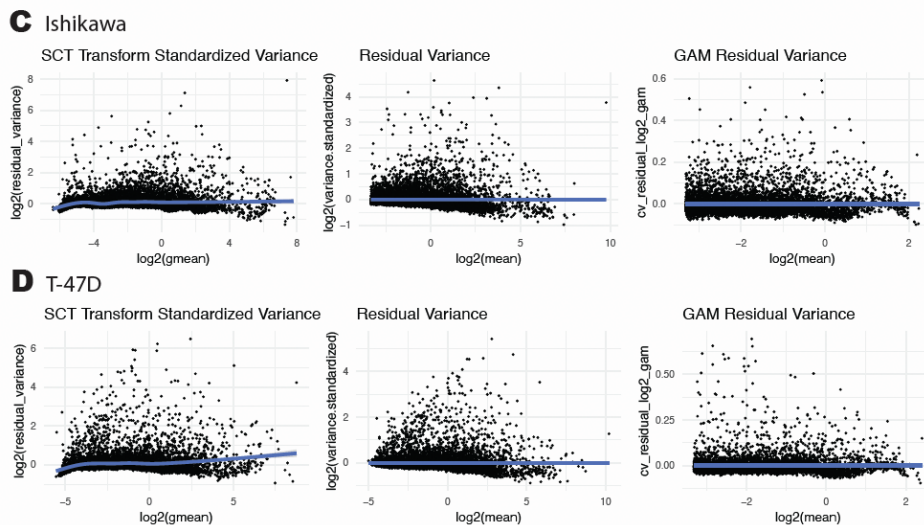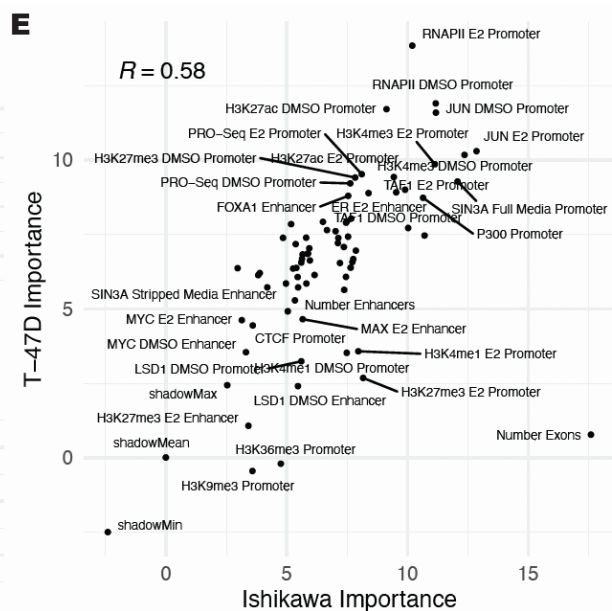

**Supplementary Figure 5 (related to Figure 4). Strong enhancers and weak promoters are associated with high levels of noise.** (A) Calculated coefficient of variation (CV) is shown before (left panel) and after (right panel) adjustment using a generalized additive model regression fit for each cell type. Axes are on a log scale. Colors represent classified noise levels. (B) A flowchart depicts the regularization strategy to remove mean effects from the measured variation and to classify genes into noise levels. (C-D) A comparison of noise regularization strategies in (C) Ishikawa and (D) T-47D cells is shown. SCT transform standardized variance and residual variance were calculated using the Seurat package in R. Blue line shows a loess best fit. (E) Boruta importance scores for classifying genes into noise categories are shown for independent analyses in T-47D (y-axis) and Ishikawa (x-axis) cells. Correlation value was calculated using Pearson correlation.

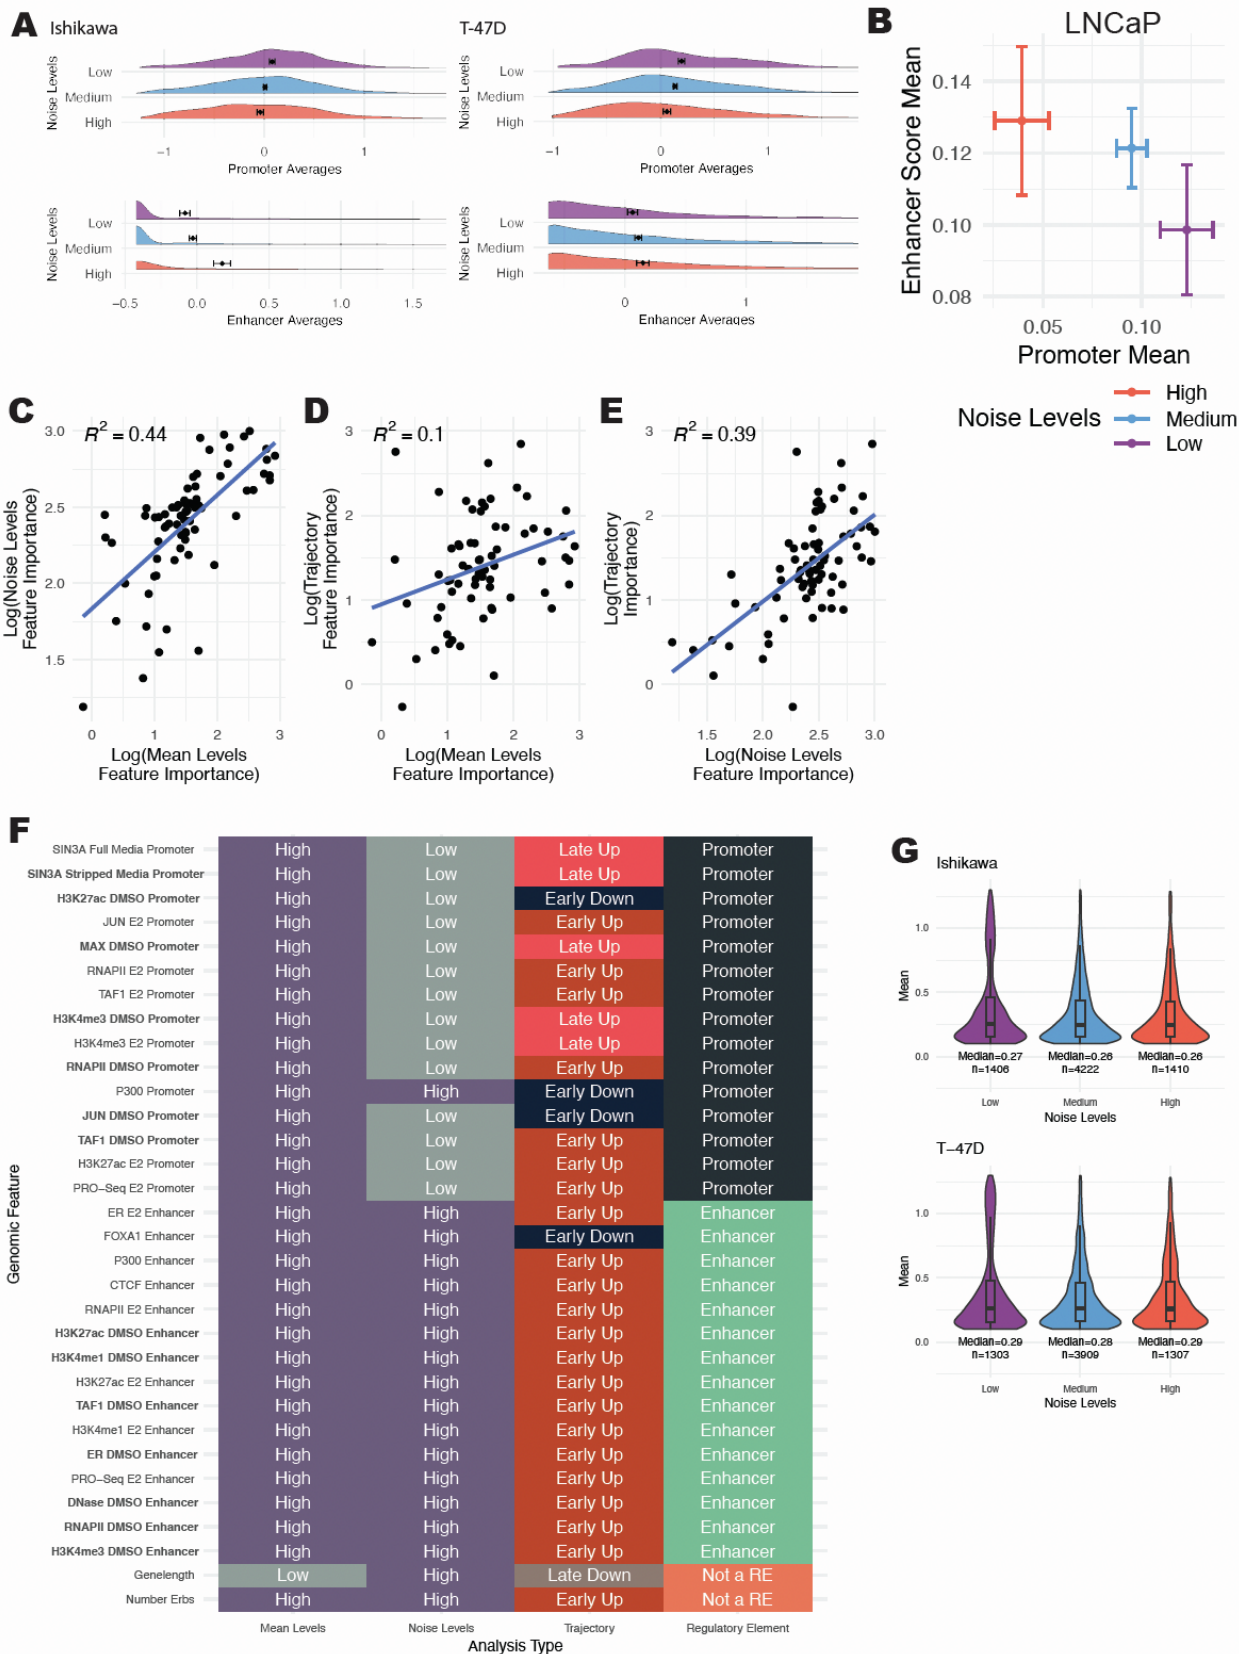

**Supplementary Figure 6 (related to Figure 5). Promoters and enhancers underlie different relationships between mean, noise, and trajectory.** (A) The full distribution of promoter (top) and enhancer (bottom) in Ishikawa (left) and T-47D (right) across noise levels is shown. (B) Enhancer score averages vs promoter score averages are shown for noise levels in LNCaP cells. Averages are based on confirmed variables from a Boruta analysis. Axes do not represent full range. For a list of genomic data used in LNCaP cells see Table S3. (C-E) Pairwise correlation plots show the relationship between importance scores for the three analysis types. Each point represents a genomic feature.  $R^2$  values were calculated using Spearman correlation. (F) Top 15 most important features for each regulatory element type (promoter or enhancer) are shown, determined by average rank across all three analysis types. For each analysis, the classification group with the highest signal is displayed. Datasets shown in bold were performed in the absence of ER activation. (G) Graph depicts mean levels across different noise levels for Ishikawa (top) and T-47D (bottom).

**Table S1. gRNA sequences, related to STAR Methods**

| gRNA Name                       | Sequence             | PAM |
|---------------------------------|----------------------|-----|
| PEG10 Promoter gRNA 1           | GCCTTATATAGGTTGCACCG | AGG |
| PEG10 Promoter gRNA 2           | CGCGTGGTGAGTATGCGGTG | AGG |
| PEG10 Promoter gRNA 3           | GGAGTACGGGATTACCGAGG | GGG |
| PEG10 Promoter gRNA 4           | TTAGTGGCCTGCGCGCGACG | TGG |
| PEG10 Enhancer +105kb gRNA 1    | CATCTCCAGTTCAAACAGTG | AGG |
| PEG10 Enhancer +105kb gRNA 2    | AAGCCCAGGTATATTAATGG | AGG |
| PEG10 Enhancer +105kb gRNA 3    | TGACATAAACTAGCTGAGCA | GGG |
| PEG10 Enhancer +105kb gRNA 4    | ACTTGAGCTTGGATCCAGCT | GGG |
| PEG10 Enhancer +158kb gRNA 1    | GAGAGTTCCACTCTCGTGAA | TGG |
| PEG10 Enhancer +158kb gRNA 2    | GACAGAGCAAGACTCCGTAA | AGG |
| PEG10 Enhancer +158kb gRNA 3    | ATCTGCTGGAACCTTGATCA | TGG |
| PEG10 Enhancer +158kb gRNA 4    | GAGGAGAGCCTCTTGAACCT | GGG |
| PEG10 Enhancer +45kb gRNA 1     | GGAATATGCTCATAACCACA | AGG |
| PEG10 Enhancer +45kb gRNA 2     | CTCTTAATCTCCCTTCACCA | AGG |
| PEG10 Enhancer +45kb gRNA 3     | TCCTATTTCTGTGTCCTG   | GGG |
| PEG10 Enhancer +45kb gRNA 4     | CCTAATTCCAGGCTCACCAC | AGG |
| PEG10 Enhancer +305kb gRNA 1    | GGCATACTGGAATAAACATG | AGG |
| PEG10 Enhancer +305kb gRNA 2    | TGAGAGACTCACTTGTCACT | AGG |
| PEG10 Enhancer +305kb gRNA 3    | ACACTTCTAGAAGGCCCACT | AGG |
| PEG10 Enhancer +305kb gRNA 4    | TAAAGAAGGTATAAGATCCA | TGG |
| TACSTD2 Promoter gRNA 1         | GGTAGAGTATAAGAGCCGGA | GGG |
| TACSTD2 Promoter gRNA 2         | TGTTCTGATCCTATCGCGGG | CGG |
| TACSTD2 Promoter gRNA 3         | GAGAACCGATACTCACCTGT | AGG |
| TACSTD2 Promoter gRNA 4         | TAACACCAGTCCTGACAGGT | AGG |
| TACSTD2 Enhancer +4.7kb gRNA 1  | CATCAGGAGACTAACCAGGG | AGG |
| TACSTD2 Enhancer +4.7kb gRNA 2  | GAAGACACTGAAGCTCATAG | AGG |
| TACSTD2 Enhancer +4.7kb gRNA 3  | AAGCCCTGGTGACCTACACA | AGG |
| TACSTD2 Enhancer +4.7kb gRNA 4  | CAGTGAACCAGTGAAGTGT  | AGG |
| TACSTD2 Enhancer -7.1kb gRNA 1  | TGTAAGGGCTTTACACTCTG | GGG |
| TACSTD2 Enhancer -7.1kb gRNA 2  | AGCAGAACTGTACACATCAC | AGG |
| TACSTD2 Enhancer -7.1kb gRNA 3  | GCACCGTGACTCATCAGTGT | GGG |
| TACSTD2 Enhancer -7.1kb gRNA 4  | GATGTGTGATGCCCTGTAA  | GGG |
| TACSTD2 Enhancer -15.2kb gRNA 1 | TGGATTCAAGATCGAAACCC | TGG |
| TACSTD2 Enhancer -15.2kb gRNA 2 | TGACTTCATCAGATGGAAAG | TGG |
| TACSTD2 Enhancer -15.2kb gRNA 3 | GACATGAACGAGTCCTTGGA | AGG |
| TACSTD2 Enhancer -15.2kb gRNA 4 | TGGGCAGGCTGATTAATGAG | GGG |
| TGFA Enhancer +44kb gRNA 1      | TGAGTACCCAGCTCATGCA  | AGG |

|                            |                      |     |
|----------------------------|----------------------|-----|
| TGFA Enhancer +44kb gRNA 2 | GGGCATTACTCAGGCGCCC  | GGG |
| TGFA Enhancer +44kb gRNA 3 | CCCTGGTTAAGAAGTTGTT  | GGG |
| TGFA Enhancer +44kb gRNA 4 | GACAGGTGTTCTAAGCTAT  | AGG |
| TGFA Promoter gRNA 1       | CCCCGGTCGCCGAGTGGCG  | AGG |
| TGFA Promoter gRNA 2       | GAGCGCACCGAGCAGGGCG  | CGG |
| TGFA Promoter gRNA 3       | GCACGGCGCTGGCAGTCGG  | GGG |
| TGFA Promoter gRNA 4       | TAGGTAACGGGTGCCCCGGG | CGG |
| TGFA Enhancer -43kb gRNA 1 | GGAAGCGGGATGCAGACCT  | GGG |
| TGFA Enhancer -43kb gRNA 2 | CAAGACATCAGGCTTCCTG  | GGG |
| TGFA Enhancer -43kb gRNA 3 | GTTCACCACAGCGTGTCAA  | GGG |
| TGFA Enhancer -43kb gRNA 4 | CCAGGATCTGCCACCCCTG  | TGG |
| TGFA Enhancer -53kb gRNA 1 | CACCGAATCAACTGAGGTC  | AGG |
| TGFA Enhancer -53kb gRNA 2 | GGAGTTCCTACAATCACAG  | AGG |
| TGFA Enhancer -53kb gRNA 3 | AAGACAACGGATGTGTCCG  | TGG |
| TGFA Enhancer -53kb gRNA 4 | AGAAGCCCGAACCCAGAGA  | AGG |
| TGFA Enhancer -54kb gRNA 1 | GAACGGGGACTTGAGGTAT  | TGG |
| TGFA Enhancer -54kb gRNA 2 | AGCATCACGCTGAGAATGG  | GGG |
| TGFA Enhancer -54kb gRNA 3 | GGACATCCACTTGAAAAGC  | TGG |
| TGFA Enhancer -54kb gRNA 4 | TAAAATGAGTGCTCTAGGC  | AGG |
| TGFA Enhancer -62kb gRNA 1 | AGGGCTACCTAACTGCAAT  | AGG |
| TGFA Enhancer -62kb gRNA 2 | ATTGTCTGAACTCCGGATG  | TGG |
| TGFA Enhancer -62kb gRNA 3 | TCAGGGAGTGTTGCAACCT  | TGG |
| TGFA Enhancer -62kb gRNA 4 | GTATCACAGCGAAGCGGGT  | GGG |

**Table S2. qPCR primers, related to STAR Methods**

| Primer name | Sequence               |
|-------------|------------------------|
| PEG10_F     | GAGCACCAGGGATTTCTCAGT  |
| PEG10_R     | GGTAGTTGTGCATCAGGTAGTG |
| TGFA_F      | AGGTCCGAAAACACTGTGAGT  |
| TGFA_R      | AGCAAGCGGTTCTTCCCTTC   |
| IL1RN_F     | GGAATCCATGGAGGGAAGAT   |
| IL1RN_R     | TGTTCTCGCTCAGGTCAGTG   |
| dCas9_F     | GTGACCGAGGGAATGAGAAA   |
| dCas9_R     | AGCTGCTTCACGGTCACTTT   |

**Table S3. Genomic Source Information, related to STAR Methods**

\* - indicates experiments conducted for this study. See Data Availability.

| Cell Line | Genomic Feature  | Reference | Accession           |
|-----------|------------------|-----------|---------------------|
| Ishikawa  | CTCF             | S1        | GSE32465            |
| Ishikawa  | Dnase            | S1        | GSE32970            |
| Ishikawa  | ER               | S1,S2     | GSE32465; GSE129803 |
| Ishikawa  | FOXA1            | S1        | GSE32465            |
| Ishikawa  | GC Content       | S3        |                     |
| Ishikawa  | Gene length      | S3        |                     |
| Ishikawa  | H3K27ac          | S4        | GSE109893           |
| Ishikawa  | H3K27me3         | *         |                     |
| Ishikawa  | H3K36me3         | *         |                     |
| Ishikawa  | H3K4me1          | *         |                     |
| Ishikawa  | H3K4me3          | *         |                     |
| Ishikawa  | H3K9me3          | S5        | GSE99906            |
| Ishikawa  | JUN              | *         |                     |
| Ishikawa  | LSD1             | *         |                     |
| Ishikawa  | MAX              | *         |                     |
| Ishikawa  | MYC              | *         |                     |
| Ishikawa  | Number Enhancers | *         |                     |
| Ishikawa  | Number ERBS      | *         |                     |
| Ishikawa  | p300             | S1        | GSE32465            |
| Ishikawa  | PRO-seq          | *         |                     |
| Ishikawa  | RARA             | *         |                     |
| Ishikawa  | RNAPII           | S1,S5     | GSE32465; GSE99906  |
| Ishikawa  | SIN3A            | *         |                     |

|          |                  |        |                     |
|----------|------------------|--------|---------------------|
| Ishikawa | TAF1             | *      |                     |
| Ishikawa | scRNA-seq        | *      |                     |
| Ishikawa | HiChIP           | *      |                     |
| T-47D    | CTCF             | S1     | GSE32465            |
| T-47D    | Dnase            | S1     | GSE32970            |
| T-47D    | ER               | S1     | GSE32465            |
| T-47D    | FOXA1            | S1     | GSE32465            |
| T-47D    | GC Content       | S3     |                     |
| T-47D    | Gene length      | S3     |                     |
| T-47D    | H3K27ac          | S6,S7  | GSE63109; GSE147141 |
| T-47D    | H3K27me3         | *      |                     |
| T-47D    | H3K36me3         | S8     | GSE63109            |
| T-47D    | H3K4me1          | *      |                     |
| T-47D    | H3K4me3          | *      |                     |
| T-47D    | H3K9me3          | S8     | GSE63109            |
| T-47D    | JUN              | *      |                     |
| T-47D    | LSD1             | *      |                     |
| T-47D    | MAX              | *      |                     |
| T-47D    | MYC              | *      |                     |
| T-47D    | Number Enhancers | *      |                     |
| T-47D    | Number ERBS      | *      |                     |
| T-47D    | p300             | S1     | GSE32465            |
| T-47D    | PRO-seq          | *      |                     |
| T-47D    | RARA             | *      |                     |
| T-47D    | RNAPII           | *      |                     |
| T-47D    | SIN3A            | *      |                     |
| T-47D    | TAF1             | *      |                     |
| T-47D    | scRNA-seq        | *      |                     |
| T-47D    | HiChIP           | *      |                     |
| LNCaP    | H3ac             | S9,S10 | GSE62492            |
| LNCaP    | AR               | S9,S10 | GSE62492            |
| LNCaP    | CHD1             | S11    | GSE64530            |
| LNCaP    | ETV1             | S12    | GSE47120            |
| LNCaP    | FOXP1            | S9,S10 | GSE62492            |
| LNCaP    | H3K27ac          | S13    | GSE73785            |
| LNCaP    | H3K27me3         | S9,S10 | GSE62492            |
| LNCaP    | H3K4me1          | S9,S10 | GSE62492            |
| LNCaP    | H3K4me3          | S9,S10 | GSE62492            |
| LNCaP    | LSD1             | S11    | GSE64530            |

|       |           |        |           |
|-------|-----------|--------|-----------|
| LNCaP | RUNX1     | S9,S10 | GSE62492  |
| LNCaP | scRNA-seq | S14    | GSE168668 |
| LNCaP | HiChIP    | *      |           |

## Supplemental References

- S1. ENCODE, C. (2012). An integrated encyclopedia of DNA elements in the human genome. *Nature* 489, 57-74. 10.1038/nature11247.
- S2. Rodriguez, A.C., Vahrenkamp, J.M., Berrett, K.C., Clark, K.A., Guillen, K.P., Scherer, S.D., Yang, C.-H., Welm, B.E., Janát-Amsbury, M.M., and Graves, B.J. (2020). ETV4 is necessary for estrogen signaling and growth in endometrial cancer cells. *Cancer research* 80, 1234-1245.
- S3. Kent, W.J., Sugnet, C.W., Furey, T.S., Roskin, K.M., Pringle, T.H., Zahler, A.M., and Haussler, D. (2002). The human genome browser at UCSC. *Genome research* 12, 996-1006.
- S4. Vahrenkamp, J.M., Yang, C.H., Rodriguez, A.C., Almomen, A., Berrett, K.C., Trujillo, A.N., Guillen, K.P., Welm, B.E., Jarboe, E.A., Janat-Amsbury, M.M., and Gertz, J. (2018). Clinical and Genomic Crosstalk between Glucocorticoid Receptor and Estrogen Receptor  $\alpha$  In Endometrial Cancer. *Cell Rep* 22, 2995-3005. 10.1016/j.celrep.2018.02.076.
- S5. Carleton, J.B., Berrett, K.C., and Gertz, J. (2017). Multiplex Enhancer Interference Reveals Collaborative Control of Gene Regulation by Estrogen Receptor  $\alpha$ -Bound Enhancers. *Cell Syst* 5, 333-344.e335. 10.1016/j.cels.2017.08.011.
- S6. Zhang, G., Zhao, Y., Liu, Y., Kao, L.P., Wang, X., Skerry, B., and Li, Z. (2016). FOXA1 defines cancer cell specificity. *Sci Adv* 2, e1501473. 10.1126/sciadv.1501473.
- S7. Carleton, J.B., Ginley-Hidinger, M., Berrett, K.C., Layer, R.M., Quinlan, A.R., and Gertz, J. (2020). Regulatory sharing between estrogen receptor  $\alpha$  bound enhancers. *Nucleic Acids Research* 48, 6597-6610. 10.1093/nar/gkaa454.
- S8. Zhang, G., Zhao, Y., Liu, Y., Kao, L.-P., Wang, X., Skerry, B., and Li, Z. (2016). FOXA1 defines cancer cell specificity. *Science Advances* 2, e1501473. doi:10.1126/sciadv.1501473.
- S9. Takayama, K., Suzuki, T., Tsutsumi, S., Fujimura, T., Urano, T., Takahashi, S., Homma, Y., Aburatani, H., and Inoue, S. (2015). RUNX1, an androgen- and EZH2-regulated gene, has differential roles in AR-dependent and -independent prostate cancer. *Oncotarget* 6, 2263-2276. 10.18632/oncotarget.2949.
- S10. Yamamoto, S., Takayama, K.i., Obinata, D., Fujiwara, K., Ashikari, D., Takahashi, S., and Inoue, S. (2019). Identification of new octamer transcription factor 1-target genes upregulated in castration-resistant prostate cancer. *Cancer Science* 110, 3476-3485.
- S11. Metzger, E., Willmann, D., McMillan, J., Forne, I., Metzger, P., Gerhardt, S., Petroll, K., Von Maessenhausen, A., Urban, S., and Schott, A.-K. (2016). Assembly of methylated KDM1A and CHD1 drives androgen receptor-dependent transcription and translocation. *Nature structural & molecular biology* 23, 132-139.

- S12. Chen, Y., Chi, P., Rockowitz, S., Iaquinta, P.J., Shamu, T., Shukla, S., Gao, D., Sirota, I., Carver, B.S., and Wongvipat, J. (2013). ETS factors reprogram the androgen receptor cistrome and prime prostate tumorigenesis in response to PTEN loss. *Nature medicine* *19*, 1023-1029.
- S13. Taberlay, P.C., Achinger-Kawecka, J., Lun, A.T., Buske, F.A., Sabir, K., Gould, C.M., Zotenko, E., Bert, S.A., Giles, K.A., and Bauer, D.C. (2016). Three-dimensional disorganization of the cancer genome occurs coincident with long-range genetic and epigenetic alterations. *Genome research* *26*, 719-731.
- S14. Taavitsainen, S., Engedal, N., Cao, S., Handle, F., Erickson, A., Prekovic, S., Wetterskog, D., Tolonen, T., Vuorinen, E.M., Kiviaho, A., et al. (2021). Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse. *Nat Commun* *12*, 5307. [10.1038/s41467-021-25624-1](https://doi.org/10.1038/s41467-021-25624-1).

# Supplementary material for: Cis-regulatory control of transcriptional timing and noise in response to estrogen
**Source:** Cell Genom. 2024 Apr 24;4(5):100542. doi: 10.1016/j.xgen.2024.100542
**Supplement:** Document S2. Article plus supplemental information

# Cis-regulatory control of transcriptional timing and noise in response to estrogen

## Graphical abstract

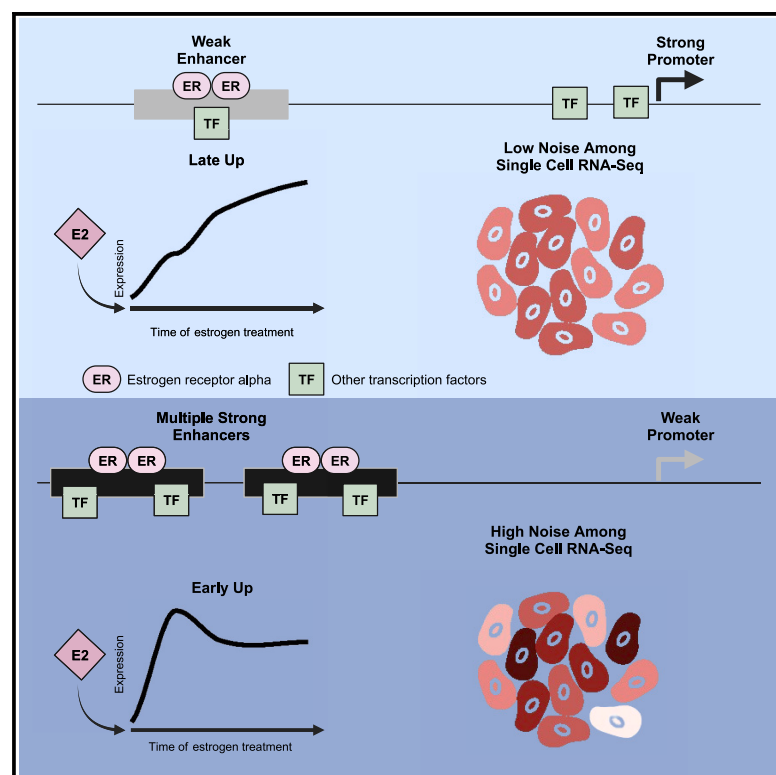

## Authors

Matthew Ginley-Hidinger, Hosiana Abewe, Kyle Osborne, ..., John Lis, Xiaoyang Zhang, Jason Gertz

## In brief

Through temporally resolved single-cell analysis of transcriptional responses to estrogen, Ginley-Hidinger et al. discovered that the presence of multiple estrogen-receptor alpha-bound enhancers is associated with fast responses to estrogen and that epigenetic modulation of enhancer activity can change the temporal response. They also found that enhancer-driven genes exhibit high transcriptional noise compared with promoter-driven genes.

## Highlights

- Analysis of estrogen transcriptional responses over time in single human cells
- Multiple estrogen-receptor-bound enhancers associate with fast responses
- Temporal responses can be altered through modulation of enhancer activity
- Enhancer-driven genes exhibit higher noise than promoter-driven genes

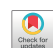

## Article

# Cis-regulatory control of transcriptional timing and noise in response to estrogen

Matthew Ginley-Hidinger,<sup>1,2</sup> Hosiana Abewe,<sup>1,3</sup> Kyle Osborne,<sup>1,3</sup> Alexandra Richey,<sup>1,2</sup> Noel Kitchen,<sup>1,3</sup> Katelyn L. Mortenson,<sup>1,3</sup> Erin M. Wissink,<sup>4</sup> John Lis,<sup>4</sup> Xiaoyang Zhang,<sup>1,3</sup> and Jason Gertz<sup>1,2,3,5,\*</sup>

<https://doi.org/10.1016/j.xgen.2024.100542>

## SUMMARY

*Cis*-regulatory elements control transcription levels, temporal dynamics, and cell-cell variation or transcriptional noise. However, the combination of regulatory features that control these different attributes is not fully understood. Here, we used single-cell RNA-seq during an estrogen treatment time course and machine learning to identify predictors of expression timing and noise. We found that genes with multiple active enhancers exhibit faster temporal responses. We verified this finding by showing that manipulation of enhancer activity changes the temporal response of estrogen target genes. Analysis of transcriptional noise uncovered a relationship between promoter and enhancer activity, with active promoters associated with low noise and active enhancers linked to high noise. Finally, we observed that co-expression across single cells is an emergent property associated with chromatin looping, timing, and noise. Overall, our results indicate a fundamental tradeoff between a gene's ability to quickly respond to incoming signals and maintain low variation across cells.

## INTRODUCTION

*Cis*-regulatory elements (CREs) control the precise spatiotemporal expression of genes across the genome. In addition to a gene's promoter, many enhancers collaborate to control a single gene's expression in mammalian cells.<sup>1–3</sup> External chemical signals often induce changes in cell phenotypes by altering transcription, requiring coordinated gene expression programs. Signal transduction can lead to transcription factor (TF) binding changes and epigenetic modifications at CREs.<sup>4</sup> For cells to appropriately respond to stimuli, CREs must guide the amount of transcript produced,<sup>4</sup> the timing of transcriptional changes,<sup>5,6</sup> and the amount of transcriptional variation or noise.<sup>6–8</sup> While there has been extensive research on the role that CREs play in transcription levels, less is understood about the properties of CREs that control gene expression timing and noise.

Temporal regulation of gene expression is an essential attribute of transcriptional control for cellular processes such as cell fate transitions<sup>9–11</sup> and responses to signals.<sup>12–14</sup> Specific genes, often termed immediate-early genes, are rapidly activated in response to a signal, while other genes change expression more gradually.<sup>14–16</sup> Genes that show coordinated trajectories are often functionally related, driving diverse phenotypes at different timescales.<sup>13,17–19</sup> Previous studies have identified several mechanisms that regulate transcriptional timing. One influential factor is the state of a gene's promoter. For example, pre-loading of RNA polymerase II (RNAPII) at the promoter is

indicative of earlier gene expression responses.<sup>20</sup> Additional promoter features associated with early-responding genes include TATA motifs at the promoter, a greater number of TF binding motifs, and increased chromatin accessibility.<sup>20,21</sup> Enhancers are also crucial for gene expression timing. Inhibition or deletion of specific enhancers can prolong the time needed for a gene to reach maximal expression without altering final expression levels.<sup>22,23</sup> Stretches of potent enhancers, called super-enhancers, regulate some immediate-early genes.<sup>24</sup> In contrast, enhancers marked by repressive chromatin marks, termed latent enhancers, exhibit slower activation and are associated with late-responding genes.<sup>25</sup> Overall, relatively little is known about which genomic features in a gene's *cis*-regulatory repertoire are important for influencing stimulus-dependent temporal gene expression responses.

In addition to regulating gene expression timing and levels, CREs control the amount of transcriptional noise. Transcriptional noise is a combination of intrinsic stochasticity and extrinsic variability that cause transcript variation across a population of isogenic cells.<sup>2,26,27</sup> Cells must regulate transcriptional variation, as both high and low variation have functional consequences. High variation can have benefits, as cells may be more adaptable to changing environments<sup>28,29</sup> and more likely to undergo cell fate transitions.<sup>30,31</sup> Noise may additionally confer the ability of a cell population to produce a diverse output to a single incoming signal.<sup>32</sup> However, noise can be associated with negative consequences, such as worse cancer outcomes,<sup>33</sup> cancer therapy

resistance,<sup>34,35</sup> and the ability of cancer cells to metastasize.<sup>36,37</sup> Both promoters and enhancers can regulate intrinsic noise kinetics and sensitivity to extrinsic noise sources.<sup>38</sup> For example, nucleosome positioning and histone modifications at the promoter are important noise regulators,<sup>27,39–42</sup> with active histone marks at promoters often associated with low noise.<sup>43</sup> Additionally, a greater number of TFs binding at a promoter may be a basis for greater amounts of noise.<sup>44</sup> The role of enhancers in controlling mammalian expression noise is less clear. Thermodynamic modeling approaches suggest that multiple enhancers should buffer noise,<sup>45</sup> while experimental evidence shows that super-enhancers are generally associated with noisier expression.<sup>27,46</sup> A remaining challenge is understanding the effects of multiple enhancers in combination with a promoter on expression noise.

To investigate the regulatory control of timing and noise in depth, we focused on the transcriptional response to estrogens. Estrogen receptor  $\alpha$  (ER) is a nuclear hormone receptor activated by estrogens, including endogenously produced 17 $\beta$ -estradiol (E2). In the presence of E2, ER becomes an active TF and regulates the expression of hundreds of genes.<sup>47</sup> ER is a clinically relevant TF, a potent oncogenic driver for endometrial and breast cancer,<sup>48,49</sup> and a well-studied model TF. Upon activation, ER both upregulates and downregulates genes at different time-scales.<sup>50,51</sup> Following an estrogen induction, ER activates successive sets of functionally unique genes, as seen in genes related to vascularization, signaling, proliferation, and cell cycle.<sup>19,52</sup> ER has also been shown to regulate transcriptional noise. Live cell imaging of ER target genes *GREB1*<sup>53</sup> and *TFF1*<sup>54</sup> show that ER impacts transcriptional noise by modulating transcription kinetics. The temporal, heterogeneous complexity of the ER transcriptional program makes it an ideal model system for studying how CREs regulate transcriptional timing and noise in response to an external stimulus.

To better understand the genomic underpinnings of transcriptional levels, timing, and noise, we analyzed the transcriptional response to E2 using a time course of single-cell RNA-seq (scRNA-seq) in two cell types (human breast and endometrial cancer cells). Feature ranking approaches, using genomic data, revealed important determinants that control these transcriptional attributes. A strong enhancer repertoire was associated with earlier changes in gene expression, which was confirmed using functional perturbation by dCas9-based synthetic TFs. Promoter features also regulate timing, such as transcriptional repressor SIN3A being found at the promoters of Late genes. We uncovered a balance between enhancers and promoters in regulating expression noise, where strong enhancers drive higher noise and strong promoters are associated with low expression variance. The role of enhancers in timing and noise reveals a tradeoff between expression noise and the ability to respond quickly to incoming signals.

## RESULTS

### Machine learning approach accurately predicts genomic determinants of expression levels

To uncover features of gene regulation that control expression levels, timing, and noise, pooled scRNA-seq was conducted following 0, 2, 4, and 8 h of E2 treatments in two cell lines: Ishi-

kawa (human endometrial adenocarcinoma) and T-47D (human breast carcinoma) (QC metrics prior to filtering cells shown in [Figures S1A and S1B](#)). After filtering very low expressed genes based on mean expression, we observed 12,756 and 11,395 genes across all time points in Ishikawa and T-47D cells, respectively. We first set out to identify determinants of mean expression levels by focusing on the 0-h time point (no E2 treatment). Genome-wide data, mostly on protein-DNA interactions, from publicly available sources<sup>1,55,56</sup> and experiments conducted for this study ([Table S3](#)) were quantified at promoter and enhancer regions. Due to variations in enhancer number and strength across genes, an aggregate enhancer score was used to capture the combined action of multiple enhancers (see [STAR Methods](#)) ([Figure S1C](#)). Genomic features were ranked by importance for classifying low (bottom 20% of genes), medium (middle 60%), and high (top 20% of genes) expression levels using the Boruta algorithm for feature selection,<sup>57</sup> which has been previously used to uncover determinants of expression noise in *Drosophila*.<sup>58</sup> For feature ranking, we grouped genes from both cell types to find mutual predictors, with the expectation that there are common underlying mechanisms for transcription control.

Elements of the pre-initiation complex and H3K27ac at the promoter ranked as the most important predictors for transcript levels ([Figure 1A left](#)). These features had stronger promoter signals at higher expressed genes ([Figures 1B–1E](#)), in agreement with previous literature.<sup>59,60</sup> Important factors at promoters and enhancers showed a general trend of increased signal for highly expressed genes ([Figure 1A, right](#)). Our dataset is strongly biased toward activating TFs and histone modifications found at active regulatory regions. Plotting the average promoter intensity compared with the average enhancer score across all confirmed datasets verifies that strong promoters and active enhancers are associated with higher gene expression levels ([Figure 1F](#)). Overall, the Boruta approach was successful at identifying known predictors of transcript levels.

### Analysis of temporal trajectories indicates features that control estrogen response timing

We next analyzed genomic predictors of response timing using the scRNA-seq data following 0, 2, 4, and 8 h of estrogen treatment. Using dimensionality-reduction UMAP plots, the temporal progression of the E2 response in single cells can be observed, although cells are not fully separated by time point ([Figures S1D and S1E](#)). The clustering of cells suggests that the transcriptional response does not follow a tight temporal pattern and that variation in the E2 response exists between cells. In addition, T-47D cells exhibit distinct clusters prior to E2 treatment that do not appear to be cell cycle related based on *TOP2A* expression ([Figure S1F](#)). Based on a Wilcoxon rank-sum test,<sup>61</sup> there were between 491 and 1,146 differentially expressed genes for each cell type between any E2 treatment time point and the 0-h control ([Figure S2A](#)). scRNA-seq summed counts showed high concordance with previously published bulk RNA-seq data in the same cell lines ([Figure S2B and S1C](#)).<sup>62</sup> Compared with bulk RNA-seq, there are more differentially expressed genes with high expression ([Figures S2B and S2C](#)) and lower fold changes ([Figures S2D and S2E](#)), likely due to the increased statistical

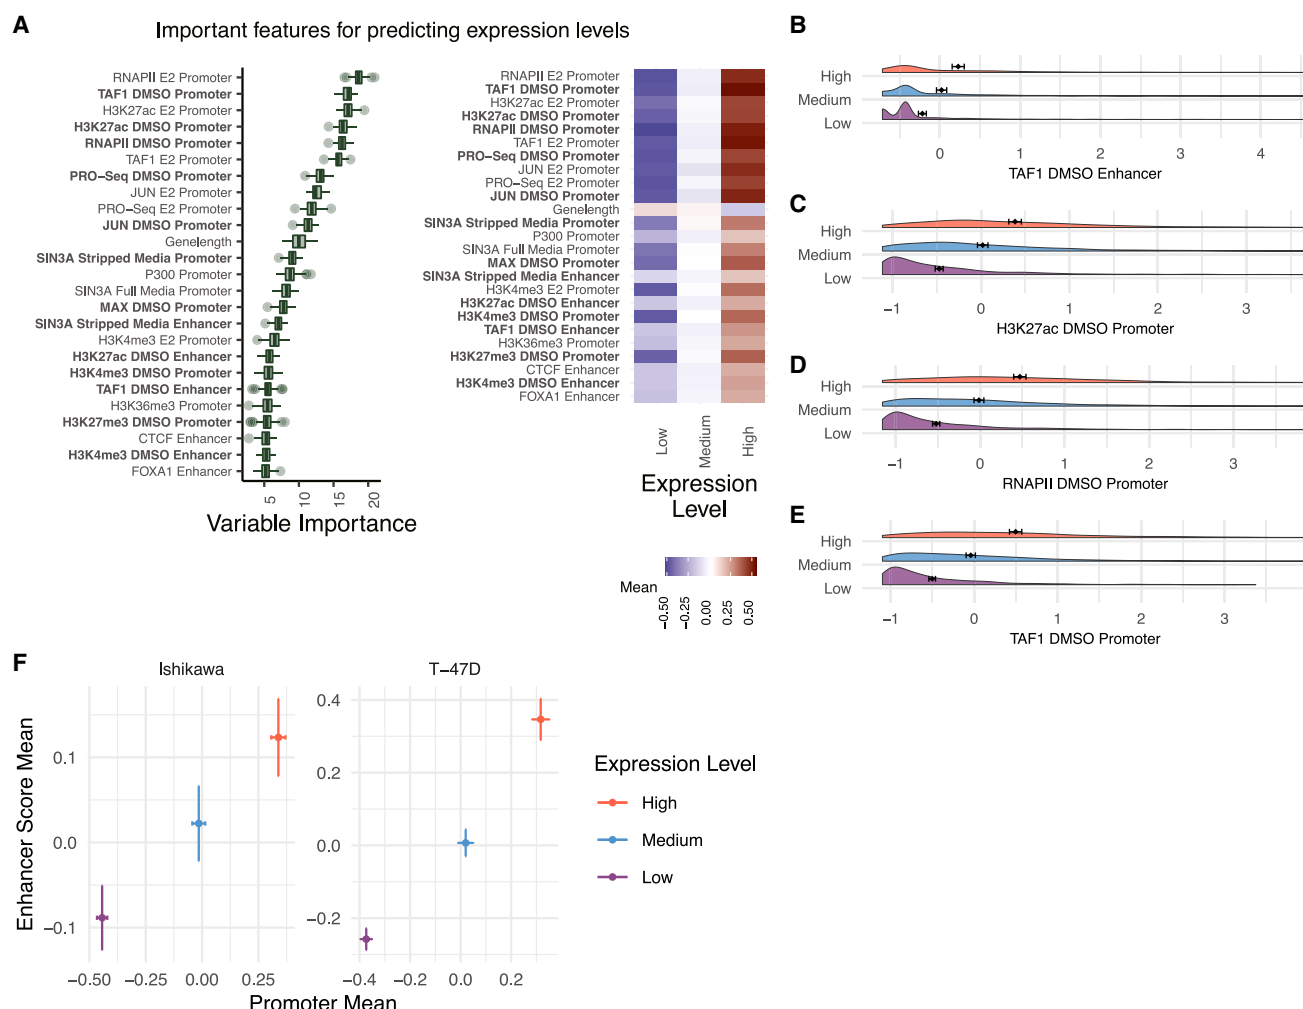

**Figure 1. Several genomic features associate with gene expression levels**

(A) (Left) Boruta feature ranking of genomic features shows importance of a feature for predicting mean levels. (Right) Average signal intensity for each genomic dataset, grouped by mean expression levels, is shown. Datasets shown in bold were performed in the absence of ER activation.

(B–E) Distributions of the top four most important ranked features in the absence of ER activation, separated by mean expression levels, show higher signal for High expression groups. The x axis represents Z scores and error bars show the mean  $\pm$  95% confidence intervals.

(F) Mean enhancer score signal for all Boruta confirmed features vs. mean promoter signal across all confirmed features is shown where error bars show the mean  $\pm$  95% confidence intervals. Axes do not represent the full range.

power of scRNA-seq for calling differential expression of highly expressed genes. However, there was still high overlap between differentially expressed genes at the matching 0-h vs. 8-h comparison. Of genes that occur in both single-cell and bulk datasets 48.1% and 73.6% of 8-h bulk RNA-seq genes overlap with 8-h scRNA-seq genes ( $p < 2.2 \times 10^{-16}$ , odds ratio = 6.11; and  $p < 2.2 \times 10^{-16}$ , odds ratio = 12.61; Fisher's exact test in Ishikawa and T-47D, respectively). In addition to the comparison with previously published bulk RNA-seq from 0- and 8-h E2 treatment, we performed bulk RNA-seq using the same time course as the scRNA-seq experiment. We observed highly significant overlaps between expression trajectories in both cell lines (Figure S2F). scRNA-seq can therefore be a valuable tool to capture subtle changes in gene expression following E2 treatment.

Based on the time point at which a gene is differentially regulated, genes were classified into temporal response trajectories for up- and down-regulated genes. One class of genes rapidly changes expression in response to E2 (termed Early genes), while another class changes more gradually and takes longer to reach a maximum response (termed Late genes). A representative set of control genes was also randomly selected using stratified sampling to mirror mean levels found in differential genes. Early-responding genes have a significant initial response to E2 by 2 h, then return toward baseline for both up- and down-regulation, consistent with previous reports of pulse-like expression in immediate-early genes<sup>63</sup> (Figures 2A and 2B). In contrast, genes classified as Late show a slow and steady response over time (Figures 2A and 2B). We found that both Early Up and Late Up genes were significantly enriched for the previously

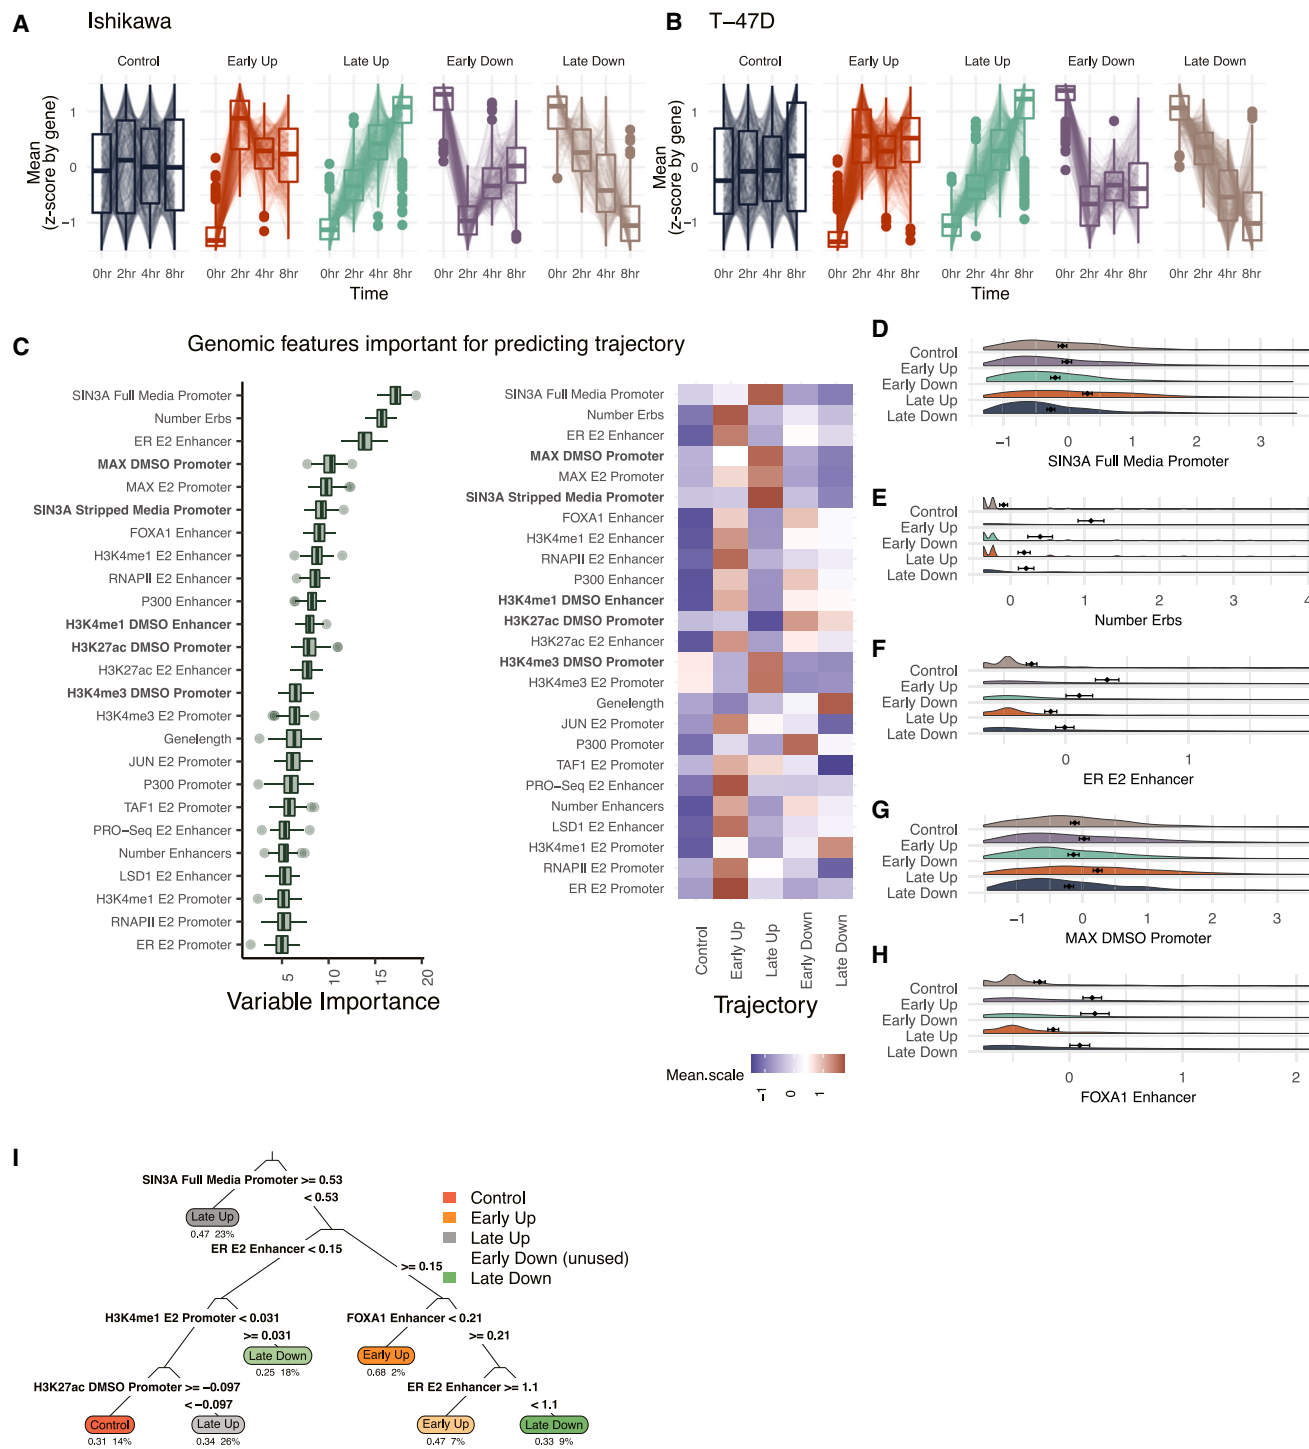

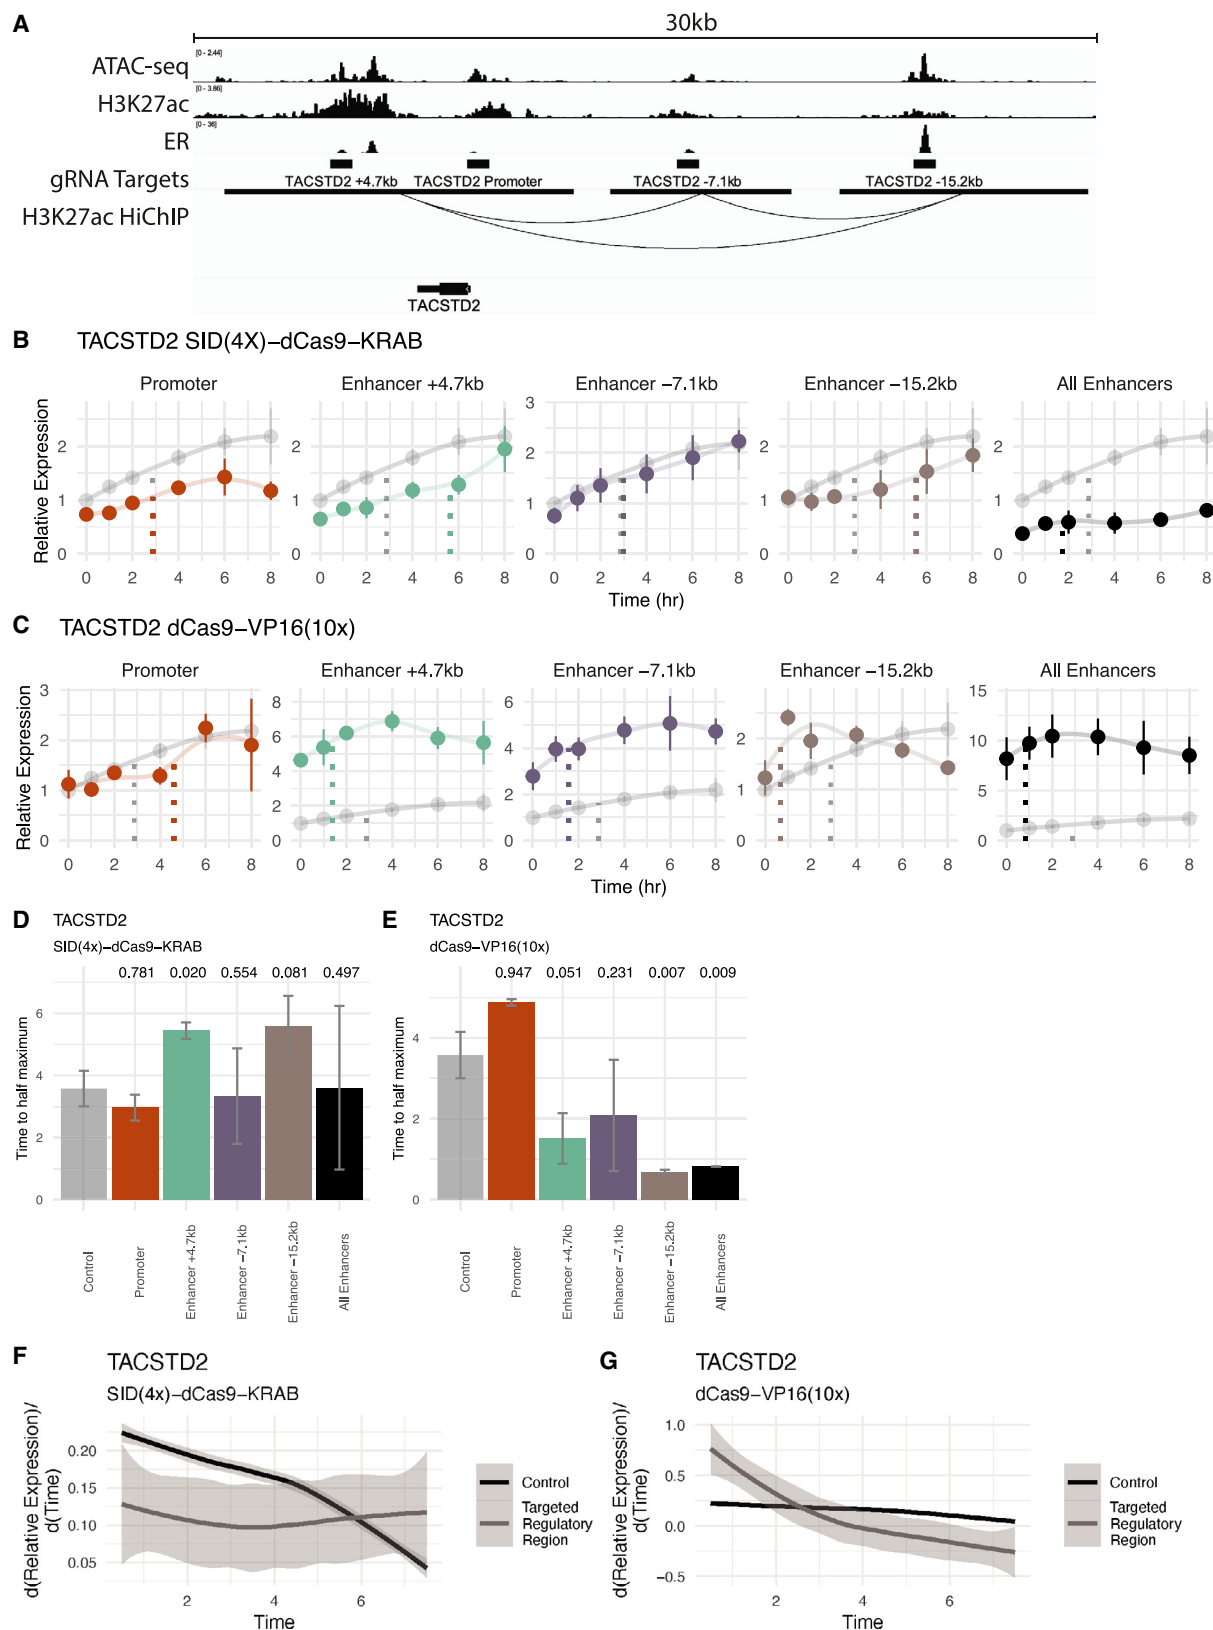

(legend on next page)

described hallmarks of estrogen response early and late (Figures S3A–S3D). As we have reported previously,<sup>62,64</sup> the transcriptional response to E2 is highly cell-type specific. However, genes with Up trajectories are more conserved between cell types than genes with Down trajectories (Figure S3E) ( $p = 0.013$ ; two-sided t test).

The Boruta algorithm was used to identify predictors of temporal trajectories. SIN3A signal at the promoter was most predictive of gene expression trajectory and is associated with Late Up genes (Figures 2C and 2D). MAX, which is known to repress genes through recruitment of SIN3A,<sup>65</sup> was also classified as important and enriched at promoters of Late Up genes (Figure 2G). The number of ER binding sites (ERBS) that loop to the promoter and the ER signal at enhancers were the next most important features (Figure 2C). These two features are enriched in Early Up genes (Figures 2E and 2F). A higher number of total enhancers is enriched for genes that respond Early (Figure S3F); however, specific proteins (e.g., FOXA1) (Figure 2H) are more balanced between Early Up and Early Down genes than other factors (e.g., ER) that show preferential binding near Early Up genes. Together, these results suggest that the number of enhancers plays a prominent role in the temporal response of genes, but TFs at these sites, such as ER, help control the direction and timing of gene expression changes. An example of an optimal decision tree was computed to examine a potential hierarchy of factors determining a gene's temporal response (Figure 2I). This decision tree shows how SIN3A is the primary separator of genes into the Late Up trajectory, which may take precedence over ER signal. This analysis was run on the combined Ishikawa and T-47D data. When we perform the same analysis separately on each cell line, we find that the importance scores are highly correlated ( $r = 0.69$ ; Figure S3G), indicating that shared mechanisms control timing across cell types. When analyzing promoter and enhancer activity separately, we found that promoter signal is highly correlated between cell types regardless of whether or not a gene exhibited the same response to E2 ( $r = 0.74$  vs.  $0.7$ ). However, enhancer signal is less correlated between cell types and lower when a gene's trajectory is not conserved between cell types ( $r = 0.39$  vs.  $0.3$ ), indicating that enhancer features play a larger role in cell-type-specific gene regulation by estrogen. Overall, Boruta analysis of temporal trajectories uncovers unique factors that may regulate transcription response timing and shows the association of multiple ER-bound enhancers with a rapid up-regulation in response to E2.

One potential confounding factor of the trajectory analysis is the impact of mRNA half-life, since the scRNA-seq measurements represent poly-adenylated mRNAs and not simply

nascent transcripts. To evaluate how mRNA turnover could play a role in trajectory, we compared previously published mRNA half-life measurements<sup>66</sup> across E2 regulated genes (Figure S3H). We found that Early Down genes exhibited significantly shorter mRNA half-lives than other genes ( $p < 2.2 \times 10^{-16}$ , two-sided Kolmogorov-Smirnov test; average of 0.55 standard deviations below control genes). This finding suggests that fast mRNA turnover is important for quick down-regulation in response to estrogen treatment. To a lesser extent, we see that Early Up genes are also characterized by shorter half-lives ( $p = 8. \times 10^{-12}$ , two-sided Kolmogorov-Smirnov test; average of 0.29 standard deviations below control genes). This feature may help to explain the pattern of Early Up genes rapidly increasing by 2 h, but leveling off during the rest of the 8-h E2 treatment.

### Functional perturbation of CREs alters temporal responses

To test the functional relationship between CREs and transcriptional response timing, dCas9-based activators and repressors were used to modulate the genomic activity of regulatory regions in Ishikawa cells, as T-47D cells exhibit low transfection efficiencies. Gene expression responses were then measured during a time course of E2 treatment using quantitative PCR. An SID(4x)-dCas9-KRAB construct was used for repression.<sup>67</sup> This construct can directly recruit SIN3A, a good predictor of Late gene expression responses. It also recruits histone deacetylases (HDACs),<sup>68</sup> corresponding to the low H3K27ac seen at Late Up genes. For activation, dCas9-VP16(10x) was used. We have previously shown that dCas9-VP16(10x) modulates expression from enhancers and induces acetylation at targeted regions.<sup>69</sup> dCas9-VP16(10x) recruits many activating cofactors, including members of the pre-initiation complex and p300, which are associated with Early genes.

*TACSTD2* is an E2 regulated gene that is a prognostic indicator for endometrial cancer disease-free survival,<sup>70</sup> is overexpressed in some breast cancers,<sup>71</sup> and exhibits an Early Up trajectory. Targeting the enhancers of *TACSTD2*, marked by H3K27ac and ER binding (Figure 3A) with SID(4x)-dCas9-KRAB resulted in a slower, more gradual response to E2 when targeting two out of three individual enhancers (Figure 3B). Synthetic activation of the same *TACSTD2*-linked CREs led to a more rapid response when targeting most individual enhancers and the combination of all enhancers (Figure 3C). For enhancer repression, targeting enhancer +4.7 kb and enhancer –15.2 kb resulted in longer activation times compared with non-targeting controls based on time to half maximal expression (Figure 3D).

### Figure 3. Functional manipulation of enhancer activity alters *TACSTD2* E2 response timing

(A) Chromatin immunoprecipitation (ChIP)-seq, assay for transposase-accessible chromatin with sequencing (ATAC-seq), and HiChIP genome browser tracks in Ishikawa cells show targeted regulatory regions surrounding *TACSTD2*.

(B and C) Expression trajectory of *TACSTD2* is displayed after E2 induction in Ishikawa cells following SID(4x)-dCas9-KRAB inhibition (B) or dCas9-VP16(10x) activation (C) targeted to regulatory regions. Error bars represent SEM ( $n = 2$ ) and expression is relative to the 0-h time point in the control, which is from cells with *IL1RN* promoter targeting. Dotted lines show the time at half maximum for a given trajectory.

(D and E) Bar plot shows time to half maximal expression for each targeted regulatory region. Error bars represent SEM and  $p$  values (one-sided t test) are reported above each bar.

(F and G) Aggregate differential of loess regressions from (B) and (C) for all regulatory regions targeted (gray) by SID(4x)-dCas9-KRAB (F) or dCas9-VP16(10x) (G) compared with control (black). Shaded region represents 95% confidence interval.

Enhancer +4.7 kb and enhancer –15.2 kb exhibited slower activation rates, but reached similar activation levels at 8 h compared with controls, indicating that these enhancers can regulate the timing of a response without affecting overall levels. For enhancer activation, targeting most enhancers led to a decreased time to half maximal expression (Figure 3E). Again, we see that enhancer –15.2 kb changes expression timing without affecting overall transcript abundance. Analysis of the slopes revealed a generally slower initial activation when *TACSTD2* regulatory regions were inhibited (Figure 3F) and generally increased initial slopes when *TACSTD2* regulatory regions were activated (Figure 3G). These results imply that decreasing enhancer activity can reduce initial activation rates, while activating enhancers can potentiate quicker responses to E2.

When targeting five putative enhancers as well as the promoter of *TGFA*, an Early Up gene, with SID(4X)-dCas9-KRAB, we again observed a more gradual expression response to E2 (Figure S4A). We also sought to speed up a Late gene by targeting dCas9-VP16(10x) to the enhancers and the promoter of *PEG10*. We observed an overall faster response when targeting *PEG10*'s regulatory elements (Figure S4B). The most substantial effects on *TGFA*, in terms of time to half maximal expression, were observed when targeting enhancer –43 kb, enhancer –62 kb, or all enhancers simultaneously (Figure S4C). For *PEG10*, baseline levels were increased by dCas9-VP16(10x) targeting at all CREs, which resulted in more variability in the timing analysis (Figure S4D). Analysis of slopes showed that inhibition of *TGFA* regulatory regions slowed activation rates between early time points, followed by increased rates from 6 to 8 h relative to the control trajectory (Figure S4E). These results are consistent with our *TACSTD2* findings and indicate that decreasing enhancer activity slows the transcriptional response. Analysis of slopes for *PEG10* showed that activation of *PEG10* enhancers led to earlier responses to E2, which later converge with control rates (Figure S4F). Overall, at these three genes, the activity of enhancers controls the E2 response trajectory.

### An enhancer-promoter dichotomy controls gene expression noise

Genes were separated into three levels of variation to find determinants of expression noise at the 0-h time point. In scRNA-seq, low gene expression levels often have high noise due to the dropout effects of capturing RNAs from the limited amount of RNA in a single-cell and technical variation in scRNA-seq is related to mean levels.<sup>72</sup> To examine mean-independent noise, we used an adjusted coefficient of variation (CV), which is calculated as the residuals of a generalized additive model (GAM) where CV is fit to the mean (Figures S5A–S5D, see STAR Methods). To remove any leftover mean effects, genes were labeled as high or low noise based on whether they were in the top 20% or bottom 20% of adjusted CV for 10 different mean bins from the 0-h time point of both cell types.

The strongest predictors of noise levels were promoter signals of JUN, SIN3A, and tri-methylation at histone H3 lysine 4 (H3K4me3), each associated with low noise (Figures 4A–4D). Generally, a strong promoter signal was related to low noise across features, with some exceptions, such as p300 (Figure 4A,

right panel). Most enhancer features were associated with high noise, with ER and FOXA1 at enhancers being the most predictive (Figure 4A). The strong association between H3K4me3 and low amounts of noise supports a previously reported correlation between H3K4me3 breadth and transcriptional consistency.<sup>73</sup> The above analysis was performed on the combined Ishikawa and T-47D data; however, the importance scores of features when run separately on the cell types were correlated ( $r = 0.58$ ; Figure S5E), indicating that common features control transcriptional noise.

These results motivated the broader evaluation of how noise relates to promoter and enhancer activity. Analysis of the average promoter intensity across all confirmed datasets and the average enhancer score revealed an inverse relationship between promoters and enhancers (Figures 4E and S6A). Genes with high noise levels had high enhancer scores and low promoter signals. Conversely, genes with low noise levels had low enhancer scores and high promoter signals. To confirm this relationship in a third cell type, we analyzed publicly available scRNA-seq and genomic data from LNCaP cells, a prostate cancer cell line. The same association was observed between enhancer-driven gene regulation and higher noise (Figure S6B). Consistent with these findings, more enhancers connected to a gene associate with greater noise (Figures 4F and 4G). These results indicate that enhancer-driven transcription regulation is less consistent across individual cells than promoter-driven transcription regulation.

### Shared features of expression levels, timing, and noise

Expression levels, noise, and timing analysis uncovered different importance rankings for genomic features. Importance scores fell roughly into five common patterns across our three analysis types (Figure 5A). The largest three patterns consisted of features whose importance scores were highly enriched for a single analysis. Two smaller patterns were composed of features important for both mean and noise or both trajectory and noise. In general, the importance scores from the Boruta algorithm are more similar between noise and mean or noise and trajectory compared with mean and trajectory, as seen from the first two PCA dimensions calculated from the feature importance matrix (Figure 5B) and the correlation between importance scores (Figures S6C–S6E). The relationship between noise and our other analyses suggests that noise may be an intermediary between baseline levels and temporal regulation and that mean levels do not strongly influence response trajectory. Generally, we see that most features specifically associated with mean levels are found at promoters, while noise and trajectory utilize promoter and enhancer features more evenly (Figure 5A). Enhancer features important for predicting mean levels are also likely to predict noise. Together, these results indicate that enhancers are more critical for noise and trajectory and that many genomic signals preferentially predict levels, noise, or trajectory.

Since Boruta importance scores do not capture directionality, we examined the group with the maximum signal for each feature (Figure S6F). Promoter features are generally associated with high mean levels and low noise. Enhancer features are also associated with increased mean levels, but contrary to

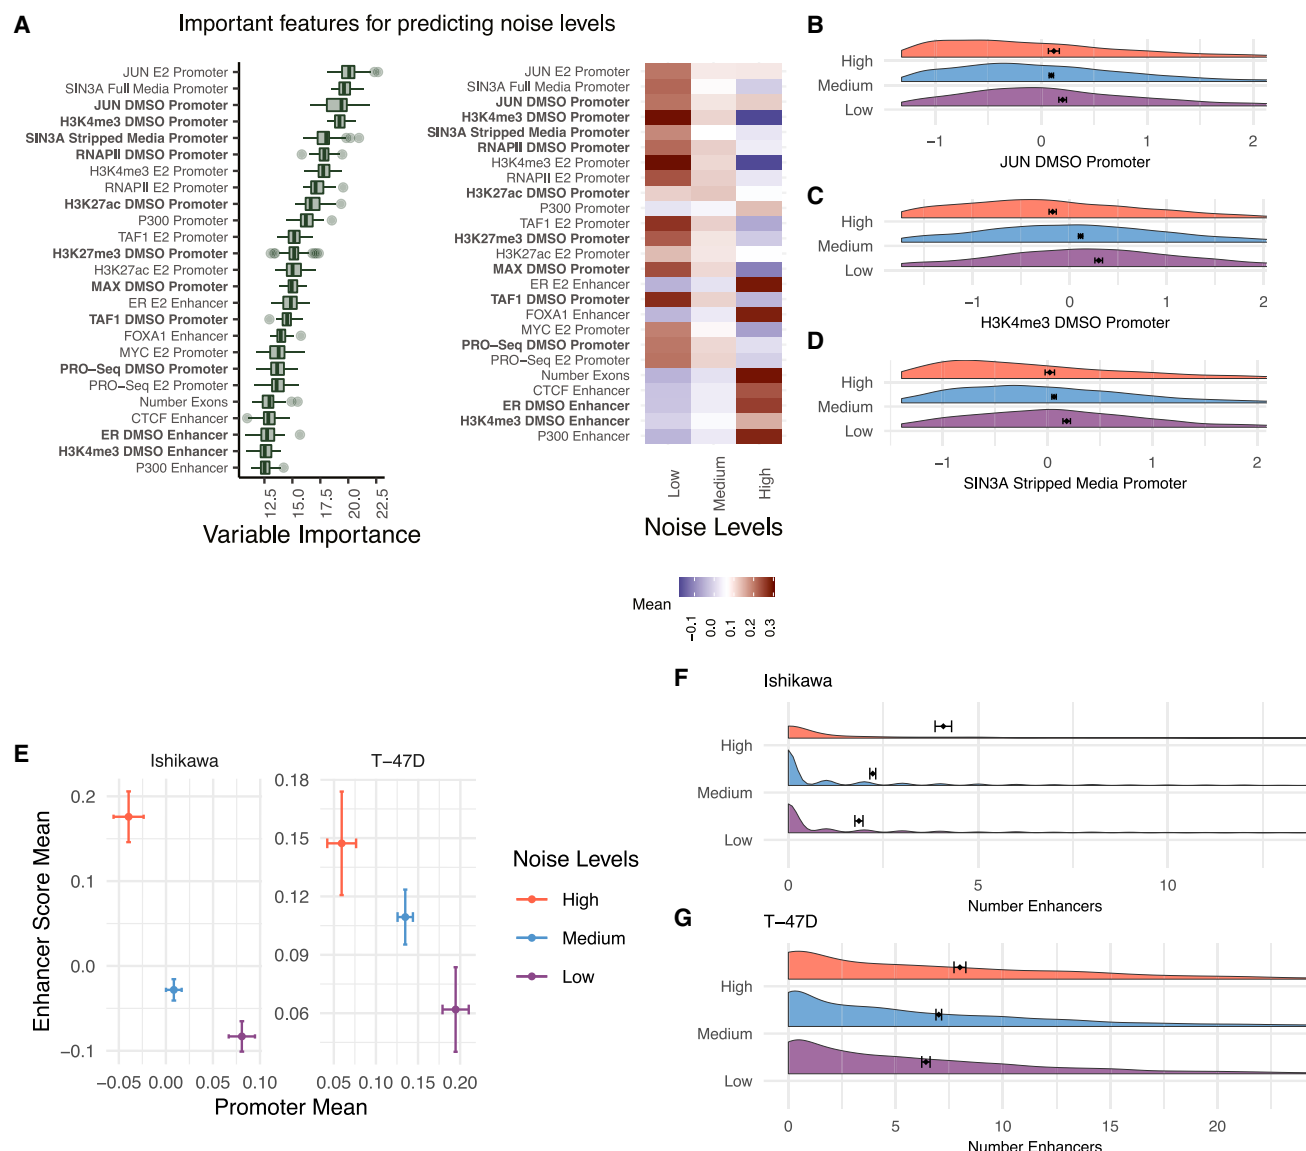

**Figure 4. Features associated with noise levels indicate a balance between active promoters and active enhancers**

(A) (Left) Boruta feature rankings shows features predictive of noise levels at the 0-h time point. (Right) Average signal intensity is shown by noise group for top ranked features. Datasets shown in bold were performed in the absence of ER activation.

(B–D) Distribution of signal for top ranked noise-predicting features in the absence of ER activation are shown with Z scores on the x axis.

(E) Mean enhancer signal score for all Boruta confirmed features vs. mean promoter signal across all confirmed features for each noise level exhibits an inverse relationship. Error bars show 95% confidence intervals and axes do not represent the full range; full distribution shown in Figure S6A.

(F and G) Distribution of enhancer counts per gene, separated by noise level, are shown for (F) Ishikawa and (G) T-47D cells.

promoters, they show an association with high noise levels. Enhancer scores are almost always the highest for Early Up trajectories. As high enhancer scores are associated with Early Up trajectories and high noise, we performed a gene level comparison of noise at the 0-h time point and trajectory classification. We found that genes that respond quickly to E2 treatment are more likely to exhibit high noise at the 0-h time point (Figure 5C). Our results suggest that active enhancers drive high noise and rapid up-regulation in response to E2, while promoters consistently drive low noise and high mean expression.

### Co-expression of genes is associated with looping, timing, and noise levels

scRNA-seq offers a unique advantage in studying the co-regulation of genes on a cell-by-cell basis and the possible mechanisms that underlie co-regulation. Using the H3K27ac HiChIP data, we found that looping can affect co-expression in several ways. First, we found that genes whose promoters loop together correlate significantly more than groups of randomly paired control genes at the 0-h time point (Figures 6A and 6B). Genes whose promoters both loop to a shared enhancer are

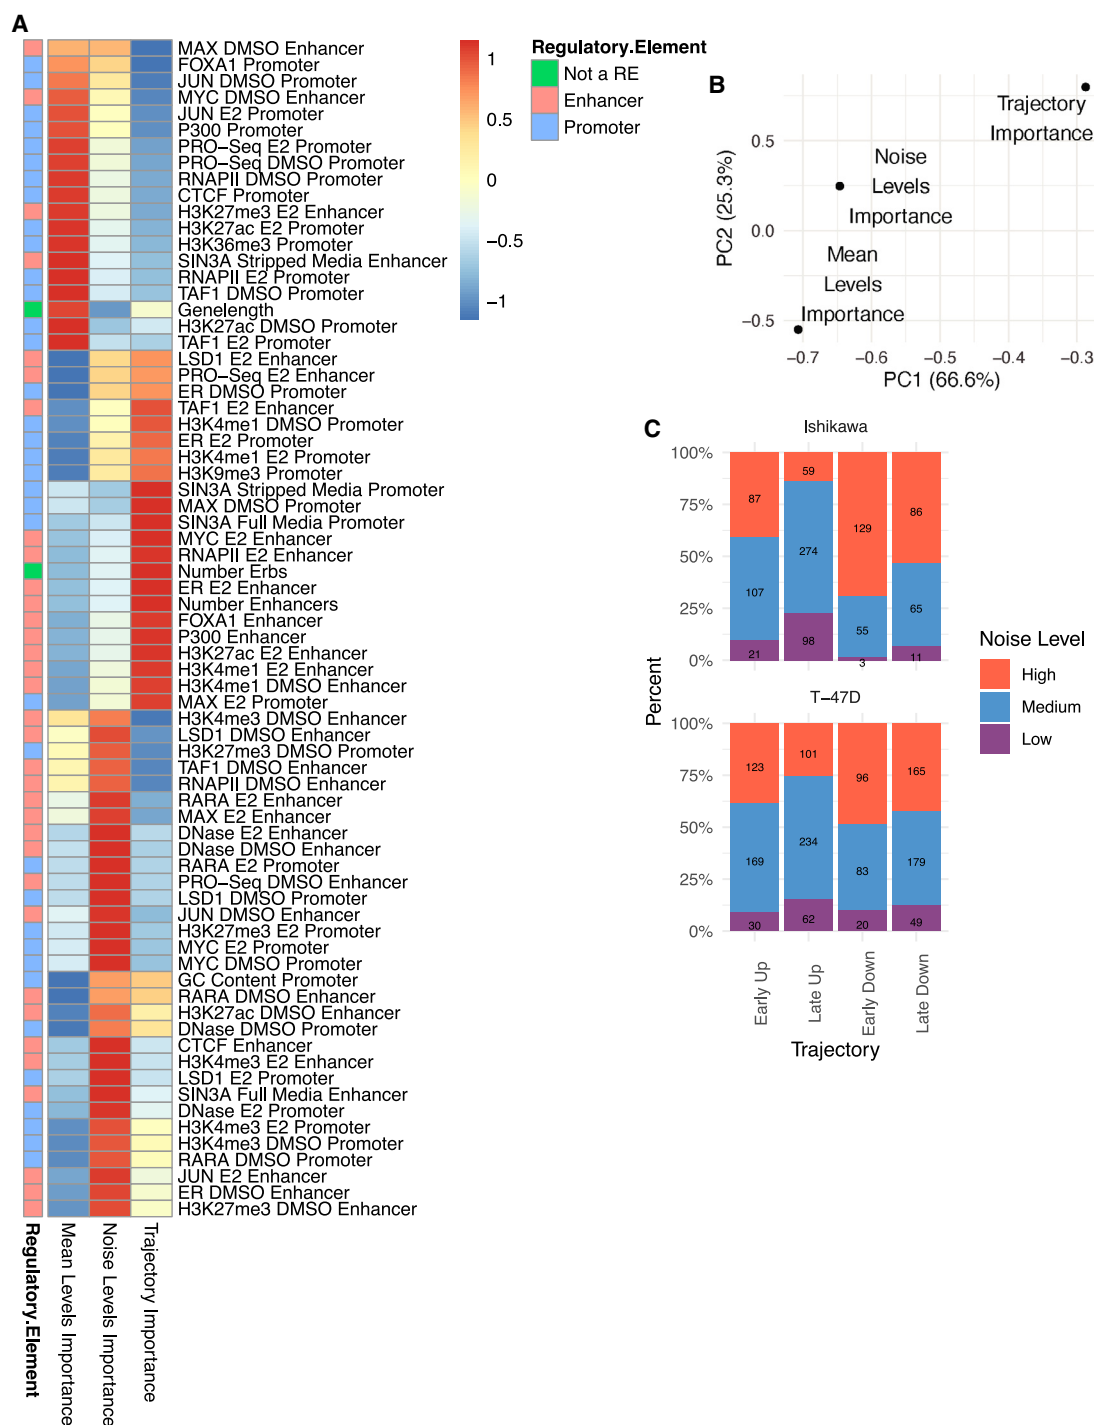

**Figure 5. Importance comparison shows that mean and trajectory are regulated by distinct genomic features**

(A) Heatmap shows importance scores from each analysis type, normalized by column, and scaled by row.

(B) PCA plot based on importance scores shows the relationship of importance scores for mean levels, noise, and trajectory. Percentages denote percent of variance explained by each principal component.

(C) Bar plot shows the percentage of genes for each trajectory that are classified into each noise classification. Numbers on bars refer to counts of genes.

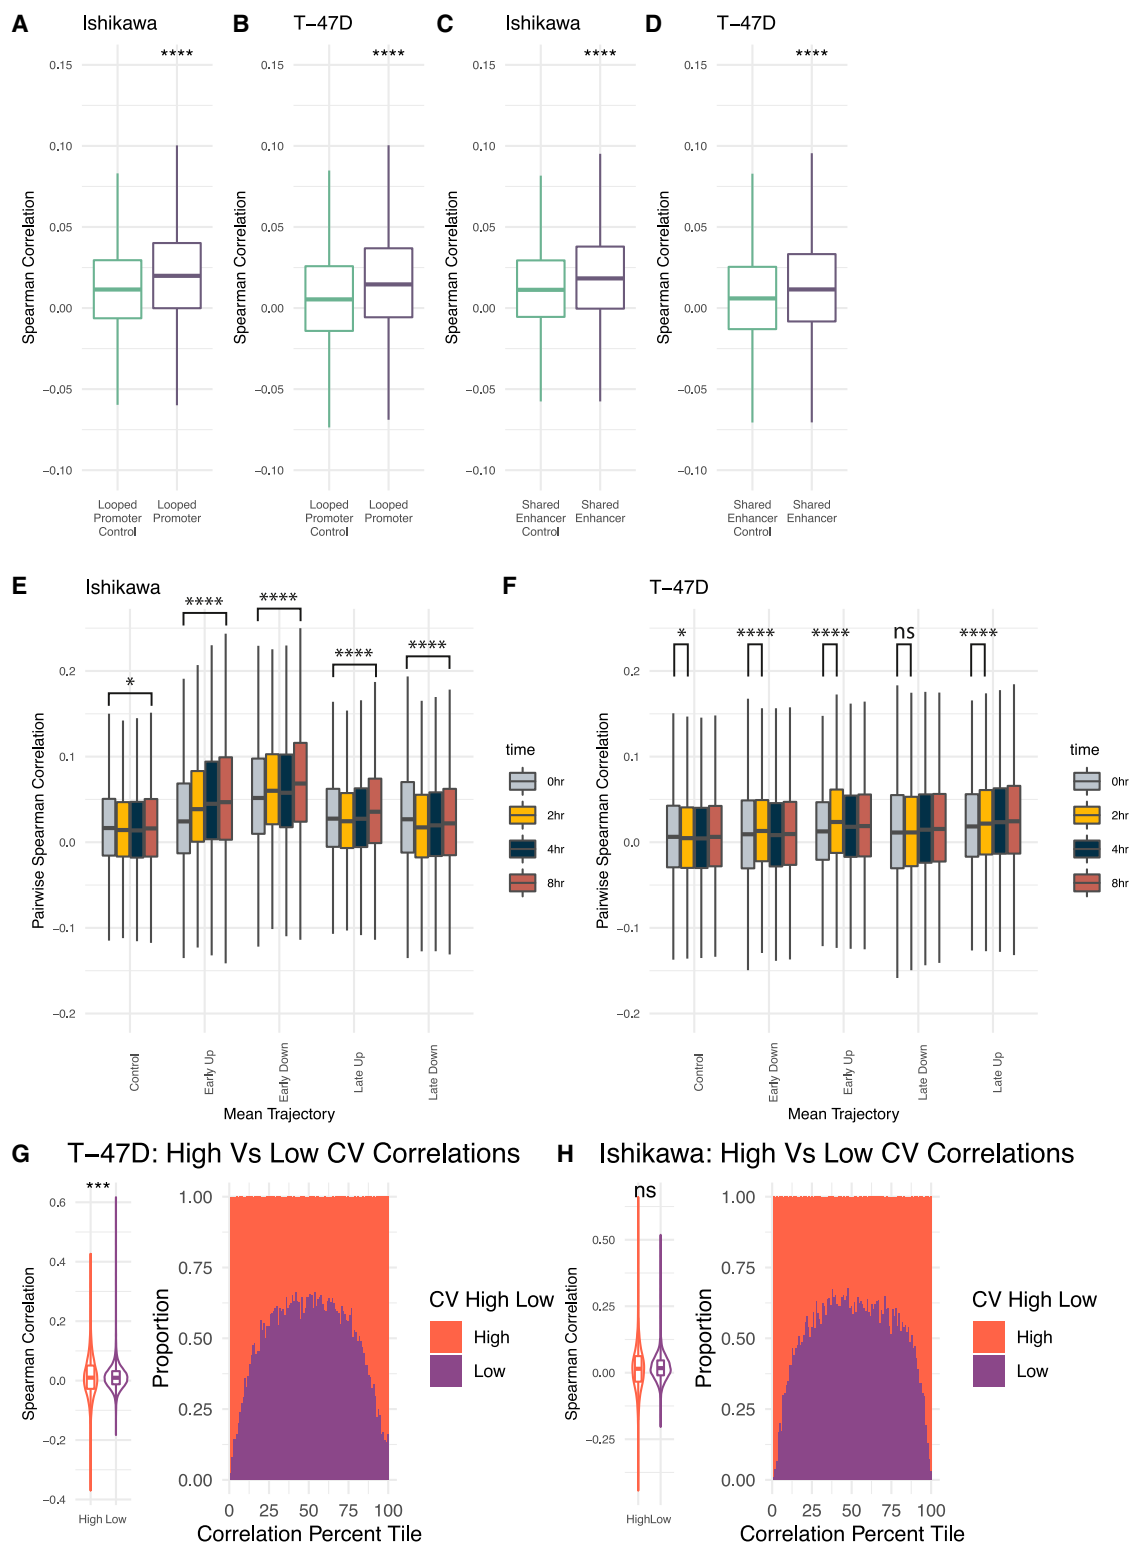

**Figure 6. Co-expression levels track with looping, trajectory, and levels of noise**

(A and B) Pairs of genes with promoters that loop to one another are significantly more correlated across cells at the 0-h time point than randomly selected gene pairs for Ishikawa (A) and T-47D (B).

(C and D) Pairs of genes with a shared enhancer are more correlated than randomly paired genes for Ishikawa (C) and T-47D (D).

(legend continued on next page)

significantly more correlated across single cells (Figures 6C and 6D). These results indicate that the 3D genome structure may be involved or associated with gene co-expression across single cells.

We next evaluated co-expression during the E2 treatment time course. Co-expression was measured using pairwise Spearman correlation in single cells. In Ishikawa cells, both Early Up and Early Down genes show increasing pairwise co-expression over time (Figure 6E). Genes that respond late exhibited less change in correlation, with Late Up genes increasing correlation slightly by 8 h and Late Down genes slightly decreasing in correlation. In T-47D cells, we see the most significant increase in co-correlation at 2 h for Early Up and Early Down genes (Figure 6F). Late Up and Late Down genes show slight increases in correlation during the time course.

The levels of noise also change the probability of two genes being correlated. Perhaps expected, genes with high noise levels also show a broader distribution in their pairwise correlations, resulting in genes with high noise being more likely to have extremely correlated or anticorrelated expression with each other than low noise genes (Figures 6G and 6H). These results indicate that 3D interactions, control of temporal trajectory, and noise regulation can impact gene co-regulation.

## DISCUSSION

How the deposited data were processed for this re-analysis (not part of the article)

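Bulk RNA-seq was measured in Ishikawa and T-47D cells treated with 10 nM E2 for 0, 2, 4 and 8 h, with 2 replicates per time point and 16 libraries in all. The authors aligned reads to hg19 with HISAT2, converted the alignments with SAMtools, assigned reads to UCSC Known Genes with featureCounts, and deposited raw counts per gene in 1 table per cell line. The versions, the strand setting, the treatment of read pairs and of reads with several alignments, and the DESeq2 design and threshold are not given in the paper's text. Totals ranged from 41177912 to 58918642 counts per library in Ishikawa cells (median 45130964) and from 41223813 to 64148903 in T-47D cells (median 48999058). Samples were grouped by the cell line and time point of their labels. No replicate pair held identical values.

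The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were scaled by TMM, and each cell line was fitted with the time point as a factor with 4 levels and no replicate block. Contrasts of 2, 4 and 8 h against 0 h used the quasi-likelihood F-test with an adjusted p (Benjamini-Hochberg) under 0.05. A gene was Early if the 2 h contrast passed and Late if the 4 h or 8 h contrast passed and the 2 h contrast did not. Differences between the cell lines were tested as the interaction of cell line and time point over all 16 libraries, for 17090 genes. CPM values are on TMM-scaled library sizes, and log2 CPM used a prior count of 2. Standard errors were taken as the log2 fold change divided by the square root of its F statistic. Gene lists were tested with fry and camera in limma 3.58.1. DESeq2 1.42.0 was an alternative. Positions, transcript lengths and GC content came from GENCODE on GRCh37, which matched 90.5% of the 26364 symbols, 22494 directly and 1358 through an older symbol.

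The edgeR script was tested on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed by 1 on the log2 scale. After the filter it tested 15606 of 15787 simulated genes in Ishikawa cells and 15406 of 15594 in T-47D cells. It recovered 73.0% and 82.0% of the changed genes, and 6.41% and 6.82% of the calls were genes that had not been changed. The change from 2 h to 8 h in Early genes, and the order of time points in Late genes, were each compared with 20 simulations per cell line.

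Genes are named by a rule fixed in advance. It takes the genes the paper names as E2 targets, editing targets, controls or markers, the 2 genes per cell line and trajectory with the largest log2 fold change among those with a mean of at least 50 counts and both treated replicates beyond both 0-h replicates, and members of an immediate-early and a DNA replication gene list. Not every gene the rule selects is reported here. The alternatives fixed before the data were examined were DESeq2, median-of-ratios (RLE) scaling, no filter, at least 10 counts in every library, adjusted p of 0.01 and 0.1, the replicate number as a block, a fit of only the time points compared, and leaving out each library in turn. Alternatives added after seeing the data were DESeq2 with an adjusted p under 0.001, counts divided by 2, an offset for GC content with and without the replicate block, 4 h and 8 h libraries as 1 group, and a crossed replicate block in Ishikawa cells. The single-cell data were not analysed here.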

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

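The tests for library size, GC content, read pairs and shared regions in this part were chosen before their results were seen, and the tests for mislabelled libraries afterwards.

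The response to E2 differed between Ishikawa and T-47D cells by a test of the difference itself (edgeR's quasi-likelihood interaction of cell line and time point). It differed for 457 genes at 2 h, 1031 at 4 h and 1712 at 8 h. Among these, 35, 110 and 198 genes were called in both cell lines with opposite signs. Thinning all libraries to the smallest total gave 1683 genes at 8 h and an offset for GC content gave 2317, neither lower by more than 1.5 times, which argues against library size and GC content as the whole source. Of the genes tested in each line, 95 in Ishikawa and 107 in T-47D cells lie in the major histocompatibility complex and the pseudoautosomal regions. These are too few to be the whole source. With them left out, 1764 genes differed, a count that could not have fallen far. Dividing counts by 2 gave 1708, but this applies 1 factor to every gene and library, so whether read pairs counted as separate reads matter here stays open. A fit of the 0 h and 2 h libraries alone, which no 4 h or 8 h label enters, gave 512 genes at 2 h, which argues against an exchange of 4 h and 8 h libraries as the source of the difference at 2 h. Since the labels were kept, how many of the differences at 4 h and 8 h come from such an exchange stays open. The Ishikawa 4 h and 8 h libraries, split across their labels, differed for 283 genes (adjusted p under 0.05) and 2091 (unadjusted p under 0.05). Against 1031 and 1712 genes here, these counts do not decide it. For TGFA, the Ishikawa libraries stood at 552 and 565 CPM at 4 h and 605 and 559 at 8 h. Its log2 fold changes in T-47D cells were 1.18 and 1.04, against 1.82 and 1.88 in Ishikawa cells, so an exchange does not account for this gene. The cell line, which the design names, stays open as the biological explanation, along with any difference in culture or handling between the lines, which was not tested.

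Differences in log2 fold change, T-47D minus Ishikawa, passed an adjusted p of 0.05 for these named genes. TGFA differed by -0.38 at 2 h, -0.63 at 4 h and -0.84 at 8 h. PEG10 differed by -0.83 at 4 h and -0.65 at 8 h, and GREB1 by 1.17 at 2 h and 0.50 at 8 h. At 2 h, RBM24 differed by -3.07, RASGEF1B by 1.12, JUNB by 0.66 and EGR3 by 3.80. At 8 h, ANO1 differed by -3.17, ROBO2 by -3.39, RFC4 by 0.59, CDC6 by 0.60, GTF2H4 by 3.48 and RMRP by -3.75. Some of these rest on fold changes that moved when 1 library was left out. ROBO2 in Ishikawa cells, with 19 and 8 counts at 0 h, then lay between 2.23 and 3.48. PEG10 in Ishikawa cells lay between 0.74 and 1.32 at 4 h and between 0.77 and 1.34 at 8 h. Its Ishikawa libraries stood at 1624 and 1093 CPM under the 4 h label and 1113 and 1645 under the 8 h label. An exchange of labels would therefore change both PEG10 differences. In T-47D cells, GTF2H4 lay between 1.99 and 3.32 and RMRP between -2.66 and -1.62. RMRP is annotated as a ribozyme of 264 nt, and had 93 and 166 counts at 0 h and 44 and 24 at 8 h in T-47D cells. How evenly the poly(A) libraries captured RMRP was not tested. GTF2H4 lies in the major histocompatibility complex and lost its call in T-47D cells with the replicate block (log2 fold change 2.47, adjusted p = 0.0519 from edgeR) and with DESeq2 (2.50, adjusted p = 0.170). RBM24 had 2 and 4 counts at 0 h in Ishikawa cells, so its fitted change of 5.05 at 2 h there rests on very few counts. With 1 library left out, the RBM24 change lay between 4.66 and 5.60. EGR3 had 2 counts in each 0-h library of T-47D cells, so its fitted value depends on the prior count. Its 2 h libraries held 45 and 17 counts, and their mean was at least 9.54-fold higher than 0 h. Without the first of them the bound was 5.70-fold and the fitted change was 3.04 in place of 3.78. No gene-specific explanation was tested.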

How the results depend on the processing

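The named genes kept their direction under DESeq2, RLE scaling and the replicate block. Leaving out 1 library changed the sign of PEG10 at 2 h in T-47D cells and of TOP2A at 4 and 8 h in Ishikawa cells and at 8 h in T-47D cells, none of which had passed. An adjusted p of 0.01 gave 392, 1076 and 1755 genes at 2, 4 and 8 h in Ishikawa cells and 901 and 1991 at 2 and 4 h in T-47D cells. Early Up, Early Down, Late Up and Late Down then held 234, 158, 830 and 686 genes in Ishikawa cells and 496, 405, 1313 and 1218 in T-47D cells. Genes nearer the 0-h level at 8 h than at 2 h numbered 20 Early Up and 11 Early Down in Ishikawa cells and 68 and 50 in T-47D cells, and 533 and 919 genes differed between the lines at 4 and 8 h. The median ratio of the 8 h to the 2 h change was 1.01 for Early Up and 0.938 for Early Down genes in Ishikawa cells, and shared genes made up 12.1% of Early Up, 14.4% of Late Up and 10.6% of Late Down genes. Fewer genes pass a stricter threshold by construction.

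At an adjusted p of 0.1, 3386 genes passed at 4 h in Ishikawa cells, Early Up held 634 genes there with a median ratio of 1.16, Early Down held 1041 in T-47D cells with 168 nearer the 0-h level at 8 h, and 21.3% of Late Up and 16.1% of Late Down genes were shared. With no filter, Ishikawa cells had 1162 genes at 2 h, 640 Early Up and 522 Early Down, of which 75 and 53 were nearer the 0-h level at 8 h, with median ratios of 1.15 and 1.16, and 18.1% of Late Up genes were shared; the cause was not tested. The median ratio was 1.20 for Ishikawa Early Up and 1.15 for T-47D Early Down genes with DESeq2, and 1.05 for Early Up and 1.17 for Early Down genes in T-47D cells when only the time points compared were fitted; the cause was not tested.

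DESeq2 with an adjusted p under 0.001, added after seeing the data, gave 378, 870 and 1303 genes in Ishikawa cells and 739, 1441 and 2257 in T-47D cells. The trajectories held 222, 156, 653 and 445 genes in Ishikawa cells and 414, 325, 934 and 844 in T-47D cells. Genes nearer the 0-h level numbered 23 Early Up and 17 Early Down, and 48 and 35, with median ratios of 1.03 and 0.925 in Ishikawa cells. With 4 h and 8 h libraries as 1 group, Early Down held 438 genes in T-47D cells; the cause was not tested.

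Replicate numbers did not pair the samples. Deviations of same-numbered libraries correlated between -0.115 and 0.0533 across genes in Ishikawa cells and between -0.0547 and 0.0595 in T-47D cells. With the replicate block, 606 genes passed at 2 h in Ishikawa cells and 1324 in T-47D cells. The immediate-early list at 2 h in T-47D cells gave a set p of 0.0767 with the block and 0.108 with camera, against 0.0272 with fry, and the DNA replication list at 8 h in Ishikawa cells gave 0.104 with camera against 0.0239; the cause was not tested. The immediate-early list at 2 h in Ishikawa cells and the DNA replication list at 8 h in T-47D cells passed in all 3 forms. With a crossed replicate block, 801, 2568 and 3705 genes passed at 2, 4 and 8 h in Ishikawa cells. The GC offset with the replicate block gave 179 Early Up genes nearer the 0-h level in T-47D cells; the cause was not tested. Leaving out 1 library gave 472 values, of which 470 stayed within the spread between replicates or on the same side of the threshold. For fold changes, the spread comes from the same 2 replicates, so staying within it was nearly bound to happen and shows little. That spread was wide for GNL1 at 2 h in T-47D cells, with -1.82 on all libraries and -0.67 without the second 0-h library, and for CUTA, with -1.04 without the first 2 h library and -3.26 without the second. ALPI without its second 0-h library and GATA4 without its first had no counts left at 0 h, so their fitted fold changes, which moved, depend on the prior count.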

Differences from the paper's values

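Fig. S2F gives the number of bulk genes in each trajectory, and the totals here were larger. In Ishikawa cells, Early Up held 412 genes against about 220 in the paper, Early Down 274 against about 160, Late Up 1671 against about 420, and Late Down 1474 against about 290, all read by eye. In T-47D cells, Early Up held 764 genes against about 410, Early Down 686 against about 330, Late Up 1974 against about 650, and Late Down 1902 against about 570, also read by eye. Of the alternatives set before the data were examined, an adjusted p of 0.01 brought the 4 Early counts within 1.5 times of the paper's, at 234 and 158 genes in Ishikawa cells and 496 and 405 in T-47D cells, and left the 4 Late counts outside. Of the other alternatives set before the data were examined, DESeq2, RLE scaling, no filter, at least 10 counts in every library, an adjusted p of 0.1, the replicate block and the fit of only the time points compared brought none of the 8 counts within 1.5 times. Leaving out each library was not set against the figure.

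Further settings were then searched with the paper's counts in view, 18 combinations of tool and cutoff and 22 definitions of Late in each cell line, so a match among them was chosen after seeing the values and is weak evidence of the paper's method. DESeq2 on all time points with an adjusted p under 0.001 gave 222 and 156 Early genes in Ishikawa cells and 414 and 325 in T-47D cells, and was kept as an alternative because of that match. Its Late Up and Late Down counts were 653 and 445 in Ishikawa cells, outside 1.5 times, and 934 and 844 in T-47D cells, within it. Of the 18 combinations, 1 brought all 8 counts within 1.5 times, DESeq2 fitted on each pair of time points with an adjusted p under 0.001, which gave 220, 164, 309 and 257 genes in Ishikawa cells and 347, 292, 702 and 601 in T-47D cells. With DESeq2 at 0.001, 12 of the 22 Late definitions did so. They required an adjusted p at 2 h of at least 0.01, 0.05 or 0.1 for genes passing at 4 h or 8 h or at 8 h, an unadjusted p at 2 h of at least 0.01 for genes passing at 8 h, a call at 8 h, a call at 4 h, a call at exactly 1 of these times, or a mean count above 500 or 1000. Other combinations brought part of the 8 counts within 1.5 times: 6 with DESeq2 on each pair of time points at 0.01, 5 with edgeR at 0.001, 4 with DESeq2 at 0.01 and with DESeq2 at 0.1 and a log2 fold change beyond 0.5, 3 with that fold limit at 0.05 or 0.01, and 2 with it at 0.001. The remaining Late definitions kept the 4 Early counts and brought between 0 and 3 of the 4 Late counts within 1.5 times. A grouping of the 4 h and 8 h libraries, also chosen after seeing the values, brought 2 of the 8 counts within 1.5 times.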

Other observations

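In this part, the tests on the scores, GC content and depth of the Ishikawa libraries, on calls at 2 h, on selection and on the gene lists were chosen before their results were seen, and the other tests afterwards. The test on selection was divided into Early Up and Early Down genes, and the GC test on calls at 2 h was separated from the GC trend of the fold changes, only after the results were seen.

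The Ishikawa libraries labelled 4 h and 8 h resembled each other across their labels. These 4 libraries can be split into 2 pairs in 3 ways, and all 3 were tested with edgeR in both cell lines. In Ishikawa cells, the split by the time labels gave 0 genes with an adjusted p under 0.05 (591 at an unadjusted p under 0.05), the split across the labels, 4 h replicate 1 with 8 h replicate 2 against the other 2, gave 283, and the split by replicate number gave 3. In T-47D cells, the same splits gave 433, 1 and 0 genes (531 and 158 at an unadjusted p under 0.05 for the last 2). The 3 genes, against 283 across the labels, argue against a batch that follows the replicate number as the source of this pattern. The difference across the labels adds to the spread within the split by replicate number, which had 228 genes at an unadjusted p under 0.05. A smaller batch of that kind is therefore not excluded. The split across the labels still gave 522 genes with an offset for GC content and 207 after thinning to the smallest total. These counts argue against GC content and library size as its source. As a test that does not use the Ishikawa differences, 512 genes that differed between 8 h and 4 h in T-47D cells were scored in each library as the mean log2 deviation in the T-47D direction. The scores were 0.0710 and -0.0136 in the Ishikawa libraries labelled 4 h and 0.00153 and 0.0761 in those labelled 8 h, so the lowest 8 h score lay -0.0695 from the highest 4 h score. A candidate explanation is that the labels of 4 h replicate 1 and 8 h replicate 1 were exchanged. A difference in the pace of the response between cultures was not tested and stays open. The labels were kept in every result.

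Low counts were more often even than odd. Even values made up at least 71.2% of the counts from 1 to 10 in each library, and the median number of genes at 1 count was 254 in Ishikawa and 271 in T-47D libraries, against 1036 and 1058.5 at 2 counts, while above 200 counts 48.9% to 50.9% were even. This is consistent with both mates of a read pair being counted as separate reads. With the counts divided by 2, 687 genes passed at 2 h in Ishikawa cells and 1424 in T-47D cells. No biological explanation was tested.

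Fold changes fell with GC content across genes, with a Spearman correlation of -0.34 at 2 h in Ishikawa cells and -0.31 in T-47D cells (genes are not independent replicates). The difference between the 2 replicates of 0 h in Ishikawa cells, which share their treatment, had a correlation of -0.786, so a library effect may account for the trend. It does not account for the number of calls, since with the GC offset 718 genes passed at 2 h in Ishikawa cells.

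Genes of the major histocompatibility complex and the pseudoautosomal regions made up 8.00% of the 50 genes with the largest differences between replicates in Ishikawa cells and 14.0% in T-47D cells, against 0.0453% and 0.0311% of the other genes above a log2 CPM of 5 (Fisher's exact test across genes, p = 9.58e-08 and 3.77e-14). Reads shared between alternative copies of these regions may be the source. Among the genes named by rule, TRIM27, HLA-E, GNL1, CUTA, GTF2H4 and GTPBP6 lie there, and DESeq2 called none of TRIM27, HLA-E, GNL1, CUTA and GTF2H4, with adjusted p between 0.102 and 0.271.

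The paper states for its single-cell data that Early genes return toward baseline. In the bulk data, 38 of 412 Early Up genes in Ishikawa cells were nearer the 0-h level at 8 h than at 2 h in a test of 8 h against 2 h (edgeR, adjusted p under 0.05) and 53 were farther, and 118 of 764 were nearer and 210 farther in T-47D cells. For Early Down genes, 28 were nearer and 21 farther in Ishikawa cells, and 96 and 162 in T-47D cells. The Ishikawa balance of Early Down genes turned with the processing. It was 35 nearer and 48 farther with DESeq2, 53 and 118 with no filter, and 35 and 46 when only the time points compared were fitted. It was 36 and 48 with the crossed replicate block, 39 and 54 at an adjusted p of 0.1, and 35 and 35 with the GC offset. The Ishikawa counts and ratios of Early genes rest on the 8 h labels described above. How an exchange of labels would change them was not tested. The median ratio of the 8 h to the 2 h change was 1.11 and 1.08 for Early Up genes in Ishikawa and T-47D cells. Both lay above the highest of 20 simulations with equal true changes, 1.00 and 0.994. Selection on the 2 h value lowers the ratio, so it is no explanation of a ratio above 1. The 95% intervals, from 1.04 to 1.15 and from 1.05 to 1.14, treat genes as independent, although all genes share the same libraries. The simulations also drew each gene on its own, without an effect that a library shares across genes. Such an effect, as seen with GC content, could widen both ranges, so a true ratio above 1 is not established. At an adjusted p of 0.01 the Ishikawa ratio was 1.01. For Early Down genes, the ratios were 1.02 and 1.08, also above the highest simulations, 1.01 and 0.999. The 95% interval of the Ishikawa ratio, from 0.938 to 1.12, covers the simulated values, so it cannot be told apart from selection, and the T-47D interval, from 1.00 to 1.15, starts at their edge. The simulations had 4 to 15 Early Up and 1 to 8 Early Down genes nearer the 0-h level in Ishikawa cells and 6 to 22 and 4 to 14 in T-47D cells, fewer than observed. Selection with independent noise per gene therefore does not account for the number of genes nearer the 0-h level. A library effect shared across genes was not simulated.

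Late genes followed the order of the time points in 48.3% of Late Up and 62.1% of Late Down genes in Ishikawa cells and in 53.5% and 58.3% in T-47D cells. Simulations with no change at 2 h and the full change at 4 h and 8 h gave 25.8% to 31.3% in Ishikawa cells and 26.1% to 30.7% in T-47D cells. A partial change at 2 h was not simulated, so the higher share does not show a rise from 4 h to 8 h, and in Ishikawa cells the order rests on the 4 h and 8 h labels described above. Of the genes tested in both lines, 145 Early Up, 98 Early Down, 573 Late Up and 401 Late Down genes were shared, or 15.2%, 12.3%, 19.5% and 14.6% of the genes in either line (Fisher's exact test across 14307 genes, the largest p = 4.07e-68).

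Some genes the paper names in other experiments had these bulk log2 fold changes. TGFA rose at 2 h by 1.67 in Ishikawa and 1.27 in T-47D cells. PEG10, which overlaps SGCE on the opposite strand, was Late Up in both, with 8 h changes of 1.08 and 0.43. TFF1 changed by 1.70 at 8 h in T-47D cells, from 33 and 24 counts at 0 h. TOP2A changed by 0.15 at 2 h in Ishikawa and 0.05 in T-47D cells, and passed at no time point in either line.

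Among 17 immediate-early genes tested, the list fell at 2 h in Ishikawa cells (fry in limma, adjusted p = 0.00279 over 12 list tests, median log2 fold change -0.26), with 1 gene up and 8 down over all genes tested and 3 up and 8 down adjusted over the list alone. JUNB changed most, by -1.17. With the GC offset the median was -0.23, which argues against GC content as the source. In T-47D cells the list at 2 h gave an adjusted p of 0.0363 with fry, with 4 genes up and 5 down, or 4 up and 8 down adjusted over the list alone, and did not pass with camera. At 4 h in T-47D cells it fell with an adjusted p of 0.00279 with fry (2 up and 6 down, or 3 up and 8 down adjusted over the list alone, median -0.19) and passed with camera, and at 8 h the adjusted p was 0.0147 with fry, without passing with camera. In Ishikawa cells it fell at 4 h and 8 h as well, with adjusted p of 0.0156 and 0.0147 with fry, and passed with camera. EGR3, in the same list, rose at 2 h in T-47D cells. Among 16 DNA replication genes, 15 rose at 8 h in T-47D cells, also adjusted over the list alone (adjusted p = 0.00185 with fry, median 0.50), while 0 rose and 4 fell in Ishikawa cells (adjusted p = 0.0358, median -0.08). With the GC offset, 15 rose in T-47D cells, so GC content does not account for it. CDC6 changed most, by 0.70. A change in the share of cells in S phase was not tested.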
